# Sertoli cells are the source of stem cell factor for spermatogenesis

**DOI:** 10.1242/dev.200706

**Published:** 2023-03-20

**Authors:** Yi Jacky Peng, Xinyu Thomas Tang, Hui Sophie Shu, Wenjie Dong, Hongfang Shao, Bo O. Zhou

**Keywords:** Spermatogenesis, Stem cell factor, Sertoli cell, Testis

## Abstract

Several cell types have been proposed to create the required microenvironment for spermatogenesis. However, expression patterns of the key growth factors produced by these somatic cells have not been systematically studied and no such factor has been conditionally deleted from its primary source(s), raising the question of which cell type(s) are the physiological sources of these growth factors. Here, using single-cell RNA sequencing and a series of fluorescent reporter mice, we found that stem cell factor (*Scf*), one of the essential growth factors for spermatogenesis, was broadly expressed in testicular stromal cells, including Sertoli, endothelial, Leydig, smooth muscle and *Tcf21-*CreER^+^ stromal cells. Both undifferentiated and differentiating spermatogonia were associated with *Scf*-expressing Sertoli cells in the seminiferous tubule. Conditional deletion of *Scf* from Sertoli cells, but not any other *Scf*-expressing cells, blocked the differentiation of spermatogonia, leading to complete male infertility. Conditional overexpression of *Scf* in Sertoli cells, but not endothelial cells, significantly increased spermatogenesis. Our data reveal the importance of anatomical localization for Sertoli cells in regulating spermatogenesis and that SCF produced specifically by Sertoli cells is essential for spermatogenesis.

## INTRODUCTION

Mammalian spermatogenesis is a complex developmental process based on a robust spermatogonial stem cell (SSC) system. Self-renewal and differentiation of SSCs are regulated by factors secreted from testicular somatic cells (Chen et al., 2016; Kitadate et al., 2019; Oatley and Brinster, 2012; van Pelt and de Rooij, 1990). Sertoli cells have been regarded as a key component of the spermatogonial niche (Oatley et al., 2011). This is supported by findings that Sertoli cell-specific deletion of transcription factor-encoding genes, such as *Rbpj* (Garcia et al., 2014), *Sin3a* (Payne et al., 2010) and *Gata4* (Kyrönlahti et al., 2011), or hormone receptors, such as *Ar* (De Gendt et al., 2004), *Lifr* (Curley et al., 2018) and *Pgrmc1* (Broady et al., 2011), impaired spermatogenesis and male fertility. However, there was no evidence that any of the above genes directly regulate spermatogonia. It is likely that deletion of these genes disrupts the normal properties of Sertoli cells, which indirectly affects spermatogenesis.

Sertoli cells are thought to be the producer of many important growth factors that regulate spermatogenesis, including GDNF (Meng et al., 2000), FGF2 (Mullaney and Skinner, 1992), SCF (Rossi et al., 1993), neuregulin 1 (Zhang et al., 2011), WNT5A (Yeh et al., 2011), activin A (De Winter et al., 1993), BMP4 (Pellegrini et al., 2003), EGF (Radhakrishnan et al., 1992), PDGF (Li et al., 1997; Loveland et al., 1995) and CXCL12 (Yang et al., 2013). Other testicular somatic cells also express factors that regulate SSCs and/or spermatogenesis. Leydig cells express IGF1 (Huang et al., 2009), CSF1 (Oatley et al., 2009) and EGF (Zhang et al., 1997). Testicular endothelial cells express GDNF (Bhang et al., 2018) and FGF5 (Kitadate et al., 2019). Peritubular myoid cells express CSF1 (Oatley et al., 2009), GDNF (Chen et al., 2016) and Activin A (De Winter et al., 1994). Testis-resident macrophages express CSF1 (DeFalco et al., 2015). Despite the advances in identifying candidate growth factors and cell types, expression patterns of these factors in the testis have never been mapped in a systematic way. None of the factors has ever been conditionally deleted from Sertoli cells, or most of other somatic cells in the testis, raising the question of whether these factors directly regulate spermatogenesis, and, if so, which cell type(s) are the physiological source(s) of the growth factor.

Single-cell RNA sequencing (scRNA-seq) provides a high-resolution picture of the transcriptome of a single cell (Ozsolak and Milos, 2011; Tang et al., 2009). It is now widely used to comprehensively identify cell populations within specific tissues, including mouse testis (Green et al., 2018; Grive et al., 2019; Han et al., 2018; Hermann et al., 2018; Jung et al., 2019; Wang et al., 2019). In this study, we used scRNA-seq to map the expression patterns of all growth factors in testicular somatic cells. We found that stem cell factor (*Scf*, also known as *Kitl*), an essential growth factor, showed a much broader expression pattern in the testis than previously recognized, including Sertoli, endothelial, Leydig, smooth muscle and *Tcf21*^+^ stromal cells. The expression pattern of *Scf* in the testis was further confirmed using a *Scf*-GFP reporter. We took genetic approaches to conditionally delete or overexpress *Scf* from *Scf*-expressing cell types. The results showed that Sertoli cells are the physiological source of SCF for spermatogenesis. Finally, we used scRNA-seq to explore the cellular and molecular mechanisms by which SCF regulates spermatogenesis. We found that Sertoli cell-derived SCF plays dual roles in spermatogenesis. It maintains the pool of differentiating spermatogonia and promotes their differentiation.

## RESULTS

### scRNA-seq reveals broad expression of *Scf* among testicular somatic cells

To map systematically the expression patterns of all growth factors required for spermatogenesis, we performed scRNA-seq of all testicular somatic cell types. 

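The counts behind the map of testicular somatic cells join a library pooled from 3 *Ddx4-creER; R26tdTomato* mice, 2 months old and 4 weeks after tamoxifen (the sample labels give an age of 8 weeks), with cells of the experiment that depleted haploid cells, which the paper's methods state were integrated to obtain more somatic cells. Tamoxifen turns on a red fluorescent protein in the germ cells of these mice, so that removing the Tomato+ cells enriches somatic cells. The authors captured cells with the Chromium 3′ v2 kit and counted UMIs per gene with Cell Ranger 2.1.1 on the mouse build GRCm38. The deposited table of counts holds 33447 genes, each seen in at least 3 cells, in 14039 cells, with 287753612 UMIs in all and medians of 7830 UMIs and 3349 genes per cell. The barcode endings divide these cells into 7626, 6264 and 149. The 6264 cells have the barcodes of the control library of the *Amh-cre; Scffl/fl* experiment, with 0 differing values over 29872 shared genes. The 149 cells have barcodes of the *Amh-cre; Scffl/fl* (cKO) library, and their counts differ from it in 5448 values, each listed at 0 here, in genes seen in at most 2 of the 149. The 7626 cells are called Tomato-negative here, and values are given over all cells and by source where the source matters.
Cells with 200 to 3500 detected genes and at most 10% mitochondrial counts were kept, reading the unique counts of the paper's methods as detected genes. The kept cells were log-normalized and clustered in Seurat 5.3.0 with the authors' settings (2000 variable genes, 15 principal components, resolution 0.3). Somatic clusters were clustered again with 10 components at resolution 0.08 and germ cell clusters with 25 components at resolution 0.3. Clusters were called X-like from marker lists fixed before the data were examined, while the rules for reading the lists were settled after the clusters had been seen. The level of a gene in a class is its summed UMIs scaled to the UMIs of the class (CPM), with an exact 95% Poisson interval, and shares of cells have exact Clopper-Pearson intervals. With 1 library per condition there are no replicates and no test across samples was run, and all intervals cover counting error only. Scrublet called 533 cells (3.80%) doublets, which were left in.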

To enrich somatic cells, we depleted Tomato^+^ cells from the testes of 2-month-old *Ddx4-creER; R26^tdTomato^* mice at 4 weeks after tamoxifen treatment (Fig. 1A); 11,209 cells from a total of 14,039 testicular cells passed standard quality control and were retained for subsequent analyses. 

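With the limits of the methods, 5830 of the 14039 cells (41.5%) were kept, made up of 2159 Tomato-negative cells, 3637 control cells and 34 cKO cells. The limit of 3500 genes took out 6689 cells and the limit of 10% mitochondrial counts 1532. The kept cells had medians of 4756 UMIs and 2437.5 genes and held 27661440 UMIs. Somatic cells were 36.3% (35.1 to 37.6) of the kept cells and 22.3% of the 12507 cells left without an upper limit. Limits of 200 to 3500 on UMIs in place of genes left 1592 cells, and 7350 cells were left without a mitochondrial limit. Limits of over 200 and under 7500 genes with under 10% mitochondrial counts, chosen after the values were seen by a scan of 176 settings for the paper's number of cells, left 11209 cells.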

Unsupervised clustering identified 17 cell types projected onto a uniform manifold approximation and projection (UMAP) analysis plot (Fig. S1A). 

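Clustering of the 5830 kept cells gave 14 clusters, which held germ cells of every stage from spermatogonia to elongating spermatids beside the somatic cells. Of the 3712 germ cells, 1802 (48.5%) were differentiating spermatogonia-like, 1450 (39.1%) spermatocyte-like, 175 (4.71%) spermatid-like and 92 (2.48%) undifferentiated spermatogonia-like. The other 193 germ cells had markers of round spermatids at a low depth, a median of 1836 UMIs, and were left unnamed. They made up 11.7% of the Tomato-negative and 2.81% of the control germ cells. Without an upper limit on genes, 16 clusters were found.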

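*Ddx4*, an RNA helicase of germ cells, and *Tnp1*, a transition protein of elongating spermatids, were used to divide the clusters into germ and somatic. A cluster counted as germ where at least 50.0% of its cells had a *Ddx4* UMI, where *Tnp1* averaged at least 25 per 10000 counts, or where germ cell markers scored highest. This left 2118 somatic cells, 1155 of them Tomato-negative, 929 from the control library and 34 from the cKO library. Somatic cells were thus 53.5% (51.4 to 55.6) of the Tomato-negative cells and 25.5% (24.1 to 27.0) of the control cells. Without an upper limit on genes these shares were 26.3% and 16.3%. With the limit of 7500 genes, chosen after the values were seen, they were 30.9% and 16.4%. Divided per cell by summed germ and somatic markers, without clusters, 2075 cells were somatic.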

Then, the normalized gene expression matrix of 2190 somatic cells was extracted based on the expression patterns of the germ cell marker gene *Ddx4* and the elongating spermatid marker gene *Tnp1* for further analyses (Fig. S1B-D).

**Fig. 1.**
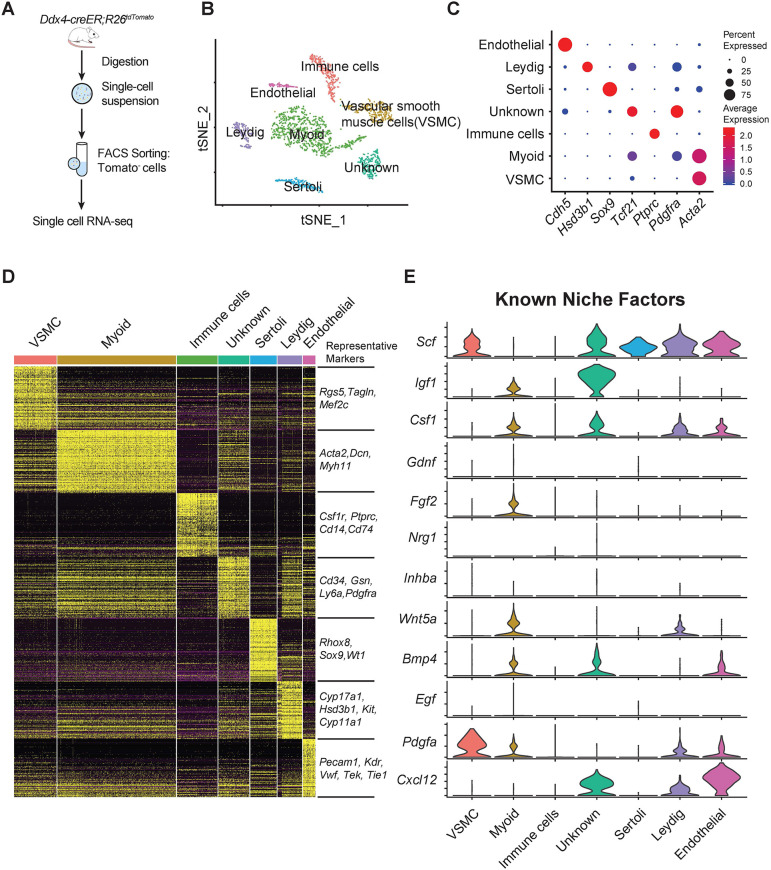
**scRNA-seq reveals the expression patterns of key growth factors in testicular somatic cells.** (A) Schematic overview of the workflow for sample preparation for scRNA-seq. Samples were from three *Ddx4-creER; R26^tdTomato^* mice in three independent experiments. FACS, fluorescence-activated cell sorting. (B) t-SNE and clustering analysis of single-cell transcriptome data from testicular somatic cells. (C) Dot plot showing the expression patterns of distinct cell-specific marker genes in seven somatic cell clusters. (D) Heatmap for the top 100 DEGs in each cell cluster. (E) Violin plots showing the expression levels of different known growth factors in each somatic cell type.

Re-clustering and t-distributed stochastic neighbor embedding (t-SNE) analysis of testicular somatic cells identified seven somatic cell types, and cell identities were assigned according to the expression of known cell-specific markers (Fig. 1B-D). 

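The 2118 somatic cells fell into 7 classes, and no somatic cell was left unnamed. Myoid-like cells, the contractile cells around the tubules, were the most frequent with 809 cells (38.2%, 36.1 to 40.3). Sertoli-like cells, which line the tubules and nurse the germ cells, numbered 401 (18.9%, 17.3 to 20.7). Immune-like cells numbered 279 (13.2%), vascular smooth muscle-like cells 278 (13.1%) and *Tcf21* stromal-like cells, the paper's unknown population, 221 (10.4%). The classes of endothelial-like cells, with 66 cells (3.12%), and of steroid-producing Leydig-like cells, with 64 (3.02%), were the smallest.
The sources of the file hold these classes in different shares. Of the Sertoli-like cells 400 were Tomato-negative and 1 was from the control library. Sertoli-like cells made up 34.6% of the Tomato-negative somatic cells, followed by vascular smooth muscle-like (20.8%), myoid-like (14.1%) and immune-like cells (12.2%). Myoid-like cells were 69.4% of the control somatic cells. Of the Leydig-like cells 33 had barcodes of the cKO library, 29 were Tomato-negative and 2 were control cells. Without an upper limit on genes the Leydig-like class held 174 cells, 142 of them with barcodes of the cKO library. All 7 classes were also found when the file was clustered without an upper limit on genes, with the limit of 7500 genes, without the growth factors, without doublets and for the Tomato-negative cells alone.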

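Fibroblast growth factor 2 and the stem cell niche factors that act beside it had their counts in different somatic classes. *Fgf2* was highest in myoid-like cells, at 67.3 CPM (60.0 to 75.3), and was at 44.2 CPM in *Tcf21* stromal-like cells and 4.83 CPM (8 counts) in vascular smooth muscle-like cells. Sertoli-like cells had 2 *Fgf2* counts. Among the other factors, *Igf1* and *Inhba* were highest in *Tcf21* stromal-like, *Cxcl12* in endothelial-like, *Pdgfa* in vascular smooth muscle-like and *Wnt5a* and *Gdnf* in myoid-like cells. These levels rest on 1768845 UMIs in Sertoli-like, 331625 in Leydig-like and 351760 in endothelial-like cells, so that 3 counts stand for 1.70, 9.05 and 8.53 CPM in these classes.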

We next visualized the expression patterns of related growth factors, including *Scf*, *Igf1*, *Csf1*, *Gdnf*, *Fgf2*, *Nrg1*, *Inhba*, *Wnt5a*, *Bmp4*, *Egf*, *Pdgfa* and *Cxcl12*, in distinct somatic cell types (Fig. 1E; Fig. S1E). As a result, many factors, including *Scf*, *Igf1*, *Csf1*, *Wnt5a*, *Bmp4*, *Pdgfa* and *Cxcl12*, displayed broader expression patterns in the testicular stroma than previously recognized (Fig. 1E). In contrast, some factors, including *Gdnf*, *Nrg1*, *Inhba* and *Egf*, were not detectably expressed by any cell types (Fig. 1E). 

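*Igf1*, *Csf1*, *Bmp4* and *Cxcl12* each had counts in several stromal classes. *Igf1*, insulin-like growth factor 1, stood at 1627 CPM (1544 to 1714) in *Tcf21* stromal-like cells, 120 CPM in myoid-like and 72.4 CPM in Leydig-like cells, against 9.61 CPM in Sertoli-like cells. *Csf1*, the growth factor of macrophages, was at 182 CPM (155 to 213) in *Tcf21* stromal-like, 115 CPM in Leydig-like, 105 CPM in myoid-like, 91.0 CPM in endothelial-like and 24.2 CPM in vascular smooth muscle-like cells, with 0 counts in Sertoli-like cells. *Bmp4* was at 103 CPM in *Tcf21* stromal-like, 71.1 CPM in endothelial-like and 67.6 CPM in myoid-like cells. *Cxcl12*, a chemokine that holds stem cells in their niches, was at 1515 CPM (1389 to 1650) in endothelial-like, 401 CPM in *Tcf21* stromal-like and 199 CPM in Leydig-like cells.
*Pdgfa*, a platelet-derived growth factor, was at 228 CPM (205 to 252) in vascular smooth muscle-like cells, with 62.7 CPM in myoid-like cells, 45.5 CPM in endothelial-like and 45.2 CPM in Leydig-like cells. Germ cells had a like level of *Pdgfa*, 61.0 CPM. *Wnt5a* was at 94.9 CPM (86.2 to 104) in myoid-like cells and 28.3 CPM in *Tcf21* stromal-like cells. The Leydig-like levels come mostly from cells of the cKO library, since the 29 Tomato-negative cells of that class had 0 counts of *Igf1* and *Wnt5a*, 4 of *Csf1* and 2 of *Pdgfa*. Without an upper limit on genes *Pdgfa* was at 108 CPM and *Csf1* at 8.38 CPM in vascular smooth muscle-like cells. From these patterns the paper states that many of the factors are expressed more widely in the testicular stroma than was recognized before.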

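*Inhba*, which encodes a subunit of activin A, had 71 counts in *Tcf21* stromal-like cells, or 80.4 CPM (62.8 to 101), and 24.9% of these cells had a UMI at a median of 3906 UMIs per cell. In vascular smooth muscle-like cells it had 81 counts, or 48.9 CPM (38.9 to 60.8), and 13.3 CPM without an upper limit on genes. Germ cells, taken as background, had 1 *Inhba* count in 3712 cells at a median of 4675 UMIs. *Gdnf*, the factor that maintains spermatogonial stem cells, had 81 counts in myoid-like cells, or 17.9 CPM (14.2 to 22.2), and 9.02% of these cells had a UMI at a median of 5486 UMIs, against 0.108% of germ cells. In Sertoli-like cells *Gdnf* had 2 counts.
*Nrg1*, a ligand of ErbB receptors, had 14 counts in *Tcf21* stromal-like cells, or 15.9 CPM (8.67 to 26.6), and 42 counts in germ cells, or 2.41 CPM. *Egf* had 49 counts in germ cells, or 2.81 CPM, 6 in myoid-like cells and 1 in Sertoli-like cells. Sertoli-like cells had 0 counts of *Nrg1* and *Inhba*, which allows up to 1.70 CPM at 3 counts. On GRCm38 these genes lie on chromosome 13 from 16011851 to 16031621 (*Inhba*), chromosome 15 from 7810846 to 7837575 (*Gdnf*), chromosome 8 from 31814551 to 32884029 (*Nrg1*) and chromosome 3 from 129677565 to 129755316 (*Egf*).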

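*Kitl*, the gene of stem cell factor (*Scf*), lies on chromosome 10 of GRCm38 from 100015630 to 100100416. In Sertoli-like cells it had 124 counts in 401 cells, or 70.1 CPM (58.3 to 83.6), and 23.4% (19.4 to 27.9) of the cells had a UMI at a median depth of 4035 UMIs. Among germ cells, which should lack the gene, 0.296% had a UMI and the level was 0.745 CPM. Thinned to 1000 UMIs per cell, 5.80% (3.67 to 8.66) of 379 Sertoli-like cells and 0.0586% of 3415 germ cells had a *Kitl* UMI, with 22 and 297 shallower cells left out. Without an upper limit on genes the level in Sertoli-like cells was 157 CPM, and with the limit of 7500 genes, chosen after the values were seen, it was 126 CPM.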

As expected, *Scf* was expressed by Sertoli cells (Fig. 1E). 

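*Kitl* counts were found in 6 of the 7 somatic classes beyond the background of germ cells. Endothelial-like cells stood at 230 CPM (183 to 286), and 63.6% of 66 cells had a UMI. Leydig-like cells stood at 229 CPM (181 to 287) and 40.6% of 64 cells had a UMI. Vascular smooth muscle-like cells stood at 184 CPM (164 to 205), with a UMI in 55.4% of 278 cells. The highest level was in the stromal-like cells with counts of *Tcf21*, a transcription factor of mesenchymal progenitors, and *Pdgfra*, the receptor of platelet-derived growth factors, at 314 CPM (278 to 353). Myoid-like cells had 125 counts, or 27.6 CPM (23.0 to 32.9), and 13.8% of 809 cells had a UMI. Immune-like cells had 3 counts, or 4.35 CPM (0.897 to 12.7).
Median depths were 5098 UMIs in endothelial-like, 3989 in Leydig-like and 6108 in vascular smooth muscle-like cells. The level in vascular smooth muscle-like cells was 56.0 CPM without an upper limit on genes.

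**Figure D1:**
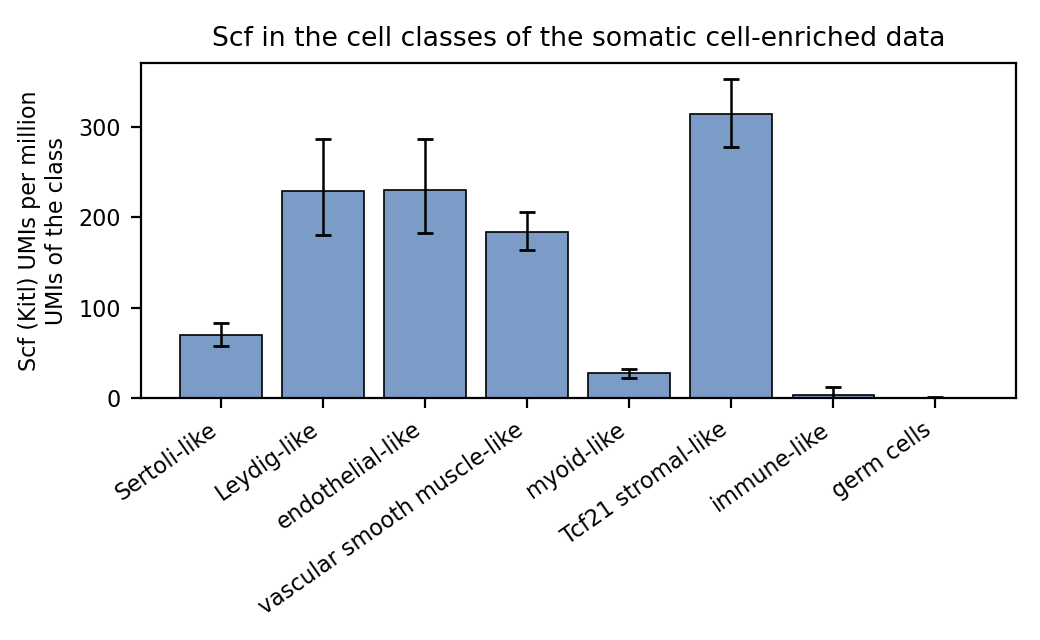
CPM of *Kitl*, the gene of stem cell factor (y axis), in each somatic class and in germ cells of the somatic cell enriched file (x axis). Bars are the summed level over all cells kept and whiskers the exact 95% Poisson intervals, which cover counting error only. *Tcf21* stromal-like cells stand highest at 314 CPM and germ cells lowest at 0.745 CPM.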

*Scf* expression was also observed in endothelial cells, Leydig cells, smooth muscle cells and an unknown cell population that also expressed *Tcf21* and *Pdgfra* (Fig. 1C,E). A similar expression pattern of *Scf* was also observed in cynomolgus macaque testis (Fig. S1F-H). 

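*Kitl* was spread over the stroma in the Tomato-negative cells taken alone as well as in the control cells. In Tomato-negative cells it stood at 287 CPM (244 to 334) in *Tcf21* stromal-like, 229 CPM (181 to 286) in endothelial-like and 177 CPM (156 to 200) in vascular smooth muscle-like cells. The Leydig-like cells of this source had 7 counts in 29 cells, or 146 CPM (58.7 to 301), and the myoid-like cells 17 counts, or 14.0 CPM (8.14 to 22.4). In control cells myoid-like cells were at 32.4 CPM (26.5 to 39.1). Thinned to 1000 UMIs per cell, a *Kitl* UMI was found in 30.7% of *Tcf21* stromal-like, 20.4% of Leydig-like, 20.0% of endothelial-like, 13.7% of vascular smooth muscle-like and 2.87% of myoid-like cells. Of the immune-like cells thinned in this way 1 of 229 had one.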

The broad expression pattern of *Scf* in the testis raised the possibility that multiple somatic cells contribute to spermatogenesis by secreting SCF.

### *Scf*-GFP is expressed by Sertoli cells in the seminiferous tubule

We employed *Scf^GFP^* knock-in mice, in which a GFP reporter gene was inserted into the endogenous *Scf* locus (Ding et al., 2012), to validate the expression pattern of *Scf* in the testis. Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice detected GFP expression in many somatic cell types of the testis (Fig. 2A). The GFP signals showed extensive overlap with anti-Sox9 staining, a marker of Sertoli cells (Kent et al., 1996), in the seminiferous tubules, suggesting that Sertoli cells are a cellular source of SCF.

**Fig. 2.**
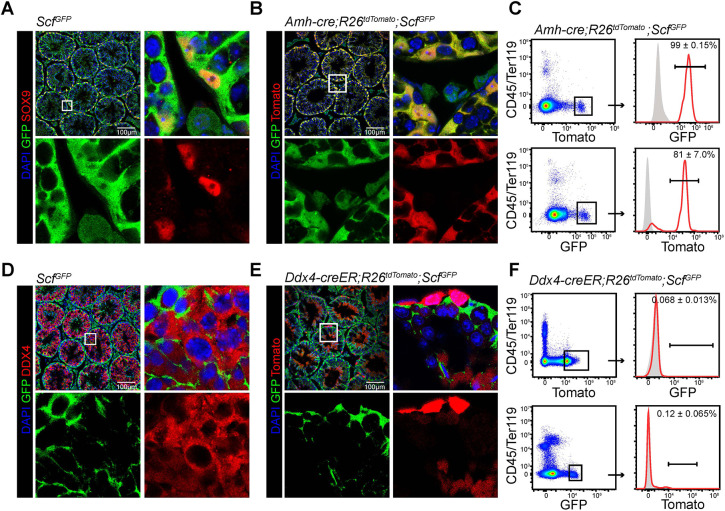
***Scf*-GFP is expressed by Sertoli cells, but not germ cells, in the seminiferous tubules.** (A) Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice that were stained with anti-GFP and anti-SOX9 antibodies. (*n*=3 mice from 3 independent experiments). (B) Confocal imaging of testis sections from 6-week-old *Amh-cre; R26^tdTomato^; Scf^GFP^* mice that were stained with anti-GFP antibody. (*n*=3 mice from 3 independent experiments). (C) Flow cytometric analysis of enzymatically dissociated testicular cells from 6-week-old *Amh-cre; R26^tdTomato^; Scf^GFP^* mice. Gray peaks represent isotype control. Black bar represents the percentage of cells that expressed the reporter. Data represent mean±s.d. (*n*=3 mice from 3 independent experiments). (D) Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice that were stained with anti-GFP and anti-DDX4 antibodies. (*n*=3 mice from 3 independent experiments). (E) Confocal imaging of testis sections from 6-week-old *Ddx4-creER; R26^tdTomato^; Scf^GFP^* mice that were stained with anti-GFP antibody. Mice were treated with tamoxifen at 4 weeks of age. (*n*=3 mice from 3 independent experiments). (F) Flow cytometric analysis of enzymatically dissociated testicular cells from 6-week-old *Ddx4-creER; R26^tdTomato^; Scf^GFP^* mice. Gray peaks represent isotype control. Black bar represents the percentage of cells that expressed the reporter. Mice were treated with tamoxifen at 4 weeks of age. Data represent mean±s.d. (*n*=3 mice from 3 independent experiments). In image panels, boxed area in the top-left image is shown at higher magnification in the surrounding panels as separate channels and merge.

We next quantified the percentage of all SCF^+^ cells that were Sertoli cells and the percentage of all Sertoli cells that expressed SCF. *Amh-cre* mice were introduced to specifically and efficiently target Sertoli cells (Lécureuil et al., 2002). These mice were sequentially crossed with *R26^tdTomato^* mice (Madisen et al., 2010) and *Scf^GFP^* mice to generate *Amh-cre; R26^tdTomato^; Scf^GFP^* compound mutant mice. On testis sections of these mice at 6 weeks of age, Tomato and GFP signals displayed significant overlap (Fig. 2B). Flow cytometric analysis of enzymatically dissociated *Amh-cre; R26^tdTomato^; Scf^GFP^* testicular cells showed that ∼99% of all Tomato^+^ cells expressed GFP and ∼81% of all GFP^+^ cells were Tomato positive (Fig. 2C). Thus, Sertoli cells uniformly express SCF.

DDX4 is a germ cell-specific marker (Fujiwara et al., 1994). Anti-DDX4 staining on testis sections from 6-week-old *Scf^GFP^* mice showed that DDX4^+^ germ cells did not detectably express GFP (Fig. 2D). Consistent with this, Tomato and GFP signals were mutually exclusive on testis sections from 6-week-old *Ddx4-creER; R26^tdTomato^; Scf^GFP^* mice at 2 weeks after tamoxifen treatment (Fig. 2E). Flow cytometry of enzymatically dissociated testicular cells from these mice showed that few Tomato^+^ cells expressed GFP and few GFP^+^ cells were Tomato positive (Fig. 2F). Therefore, germ cells are not a source of SCF in the testis.

*Scf*-GFP is expressed by smooth muscle cells, endothelial cells, Leydig cells and *Tcf21-*creER^+^ stromal cells in the testicular interstitium. α-SMA is a marker for vascular smooth muscle cells and myoid cells in the testis (Owens and Thompson, 1986; Tung and Fritz, 1989). GFP expression was detected in α-SMA^+^ perivascular cells (Fig. 3A, arrowheads), but not in α-SMA^+^ peritubular cells (Fig. 3A, arrows) on testis sections from 6-week-old *Scf^GFP^* mice. Consistent with this, GFP expression was detected in Tomato^+^ perivascular cells (Fig. 3B, arrowheads), but not in Tomato^+^ peritubular cells (Fig. 3B, arrows) on testis sections from 6-week-old *Sma-creER; R26^tdTomato^; Scf^GFP^* mice at 2 weeks after tamoxifen treatment. By flow cytometry, approximately 9.5% of all Tomato^+^ cells expressed a low level of GFP and 8.0% of all GFP^+^ cells expressed Tomato in the testis of *Sma-creER; R26^tdTomato^; Scf^GFP^* mice (Fig. 3C). Thus, consistent with the scRNA-seq data, smooth muscle cells are a source of SCF in the testis.

**Fig. 3.**
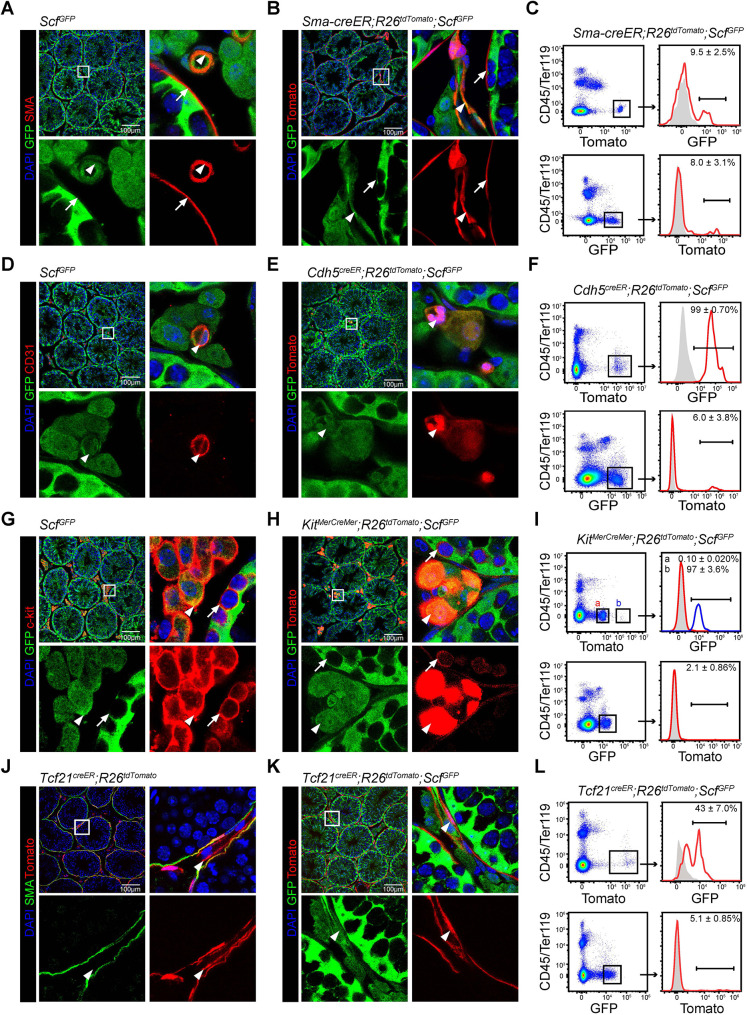
***Scf*-GFP is expressed by smooth muscle cells, endothelial cells, Leydig cells and *Tcf21-*creER^+^ stromal cells in the testicular interstitium.** (A) Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice that were stained with anti-GFP and anti-α-SMA antibodies. Arrows indicate peritubular α-SMA^+^ cells and arrowheads indicate perivascular α-SMA^+^ cells. (*n*=3 mice from 3 independent experiments). (B) Confocal imaging of testis sections from 6-week-old *Sma-creER; R26^tdTomato^; Scf^GFP^* mice that were stained with anti-GFP antibody. Mice were treated with tamoxifen at 4 weeks of age. Arrows indicated peritubular α-SMA^+^ cells and arrowheads indicated perivascular α-SMA^+^ cells. (*n*=3 mice from 3 independent experiments). (C) Flow cytometric analysis of enzymatically dissociated testicular cells from 6-week-old *Sma-creER; R26^tdTomato^; Scf^GFP^* mice. Mice were treated with tamoxifen at 4 weeks of age. (D) Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice that were stained with anti-GFP and anti-CD31 antibodies. Arrowheads indicate *Scf*-GFP^+^ endothelial cells. (*n*=3 mice from 3 independent experiments). (E) Confocal imaging of testis sections from 6-week-old *Cdh5-creER; R26^tdTomato^; Scf^GFP^* mice that were stained with anti-GFP antibody. Mice were treated with tamoxifen at 4 weeks of age. Arrowheads indicate *Scf*-GFP^+^ endothelial cells. (*n*=3 mice from 3 independent experiments). (F) Flow cytometric analysis of enzymatically dissociated testicular cells from 6-week-old *Cdh5-creER; R26^tdTomato^; Scf^GFP^* mice. Mice were treated with tamoxifen at 4 weeks of age. (G) Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice that were stained with anti-GFP and anti-c-Kit antibodies. Arrows indicate intratubular c-Kit^+^ cells and arrowheads indicate interstitial c-Kit^+^ cells. (*n*=3 mice from 3 independent experiments). (H) Confocal imaging of testis sections from 6-week-old *Kit^MerCreMer^; R26^tdTomato^; Scf^GFP^* mice that were stained with anti-GFP antibody. Mice were treated with tamoxifen at 4 weeks of age. Arrows indicate intratubular c-Kit^+^ cells and arrowheads indicate interstitial c-Kit^+^ cells. (*n*=3 mice from 3 independent experiments). (I) Flow cytometric analysis of enzymatically dissociated testicular cells from 6-week-old *Kit^MerCreMer^; R26^tdTomato^; Scf^GFP^* mice. Mice were treated with tamoxifen at 4 weeks of age. Gate ‘a’ represents Tomato^dim^ cells and gate ‘b’ represents Tomato^bright^ cells. (J) Confocal imaging of testis sections from 6-week-old *Tcf21^creER^; R26^tdTomato^* mice that were stained with anti-SMA antibody. Arrowheads indicate Tomato^+^SMA^−^ peritubular mesenchymal cells. (*n*=3 mice from 3 independent experiments). (K) Confocal imaging of testis sections from 6-week-old *Tcf21^creER^; R26^tdTomato^; Scf^GFP^* mice that were stained with anti-GFP antibody. Mice were treated with tamoxifen at 4 weeks of age. Arrowheads indicate Tomato^+^*Scf*-GFP^+^ peritubular mesenchymal cells. (*n*=3 mice from 3 independent experiments). (L) Flow cytometric analysis of enzymatically dissociated testicular cells from 6-week-old *Tcf21^creER^; R26^tdTomato^; Scf^GFP^* mice. Mice were treated with tamoxifen at 4 weeks of age. In flow cytometry graphs, gray peaks represent isotype control. Black bar represents the percentage of cells that expressed the reporter. Data represent mean±s.d. (*n*=3 mice from 3 independent experiments). In image panels, boxed area in the top-left image is shown at higher magnification in the surrounding panels as separate channels and merge.

CD31 (Pecam1) and Cdh5 are markers for vascular endothelial cells (Lampugnani et al., 1992; Newman et al., 1990). GFP expression was routinely detected in CD31^+^ cells on testis sections from 6-week-old *Scf^GFP^* mice (Fig. 3D). Consistent with this, GFP expression was detected in Tomato^+^ cells on testis sections from 6-week-old *Cdh5-creER; R26^tdTomato^; Scf^GFP^* mice at 2 weeks after tamoxifen treatment (Fig. 3E). By flow cytometry, virtually all Tomato^+^ cells expressed GFP, but only 6.0% of all GFP^+^ cells expressed Tomato in the testis of *Cdh5-creER; R26^tdTomato^; Scf^GFP^* mice (Fig. 3F). Thus, consistent with the scRNA-seq data, endothelial cells are a source of SCF in the testis.

c-Kit is expressed by both differentiating spermatogonia and Leydig cells in the testis (Manova et al., 1990; Rossi et al., 2000). GFP expression was detected in c-Kit^+^ interstitial cells (Fig. 3G, arrowheads), but not in c-Kit^+^ intratubular cells (Fig. 3G, arrows) on testis sections from 6-week-old *Scf^GFP^* mice. Consistent with this, GFP expression was detected in Tomato^bright^ interstitial cells (Fig. 3H, arrowheads), but not in Tomato^dim^ intratubular cells (Fig. 3H, arrows) on testis sections from 6-week-old *Kit^MerCreMer^; R26^tdTomato^; Scf^GFP^* mice at 2 weeks after tamoxifen treatment. By flow cytometry, Tomato^bright^ cells uniformly expressed GFP whereas Tomato^dim^ cells rarely expressed GFP in the testis of *Kit^MerCreMer^; R26^tdTomato^; Scf^GFP^* mice (Fig. 3I, top). Only 2.1% of all GFP^+^ cells were Tomato positive in these mice (Fig. 3I, bottom). Thus, consistent with the scRNA-seq data, Leydig cells are a source of SCF in the testis.

We generated *Tcf21^creER^* mice to study the unknown cell population in scRNA-seq that expressed *Scf* (Fig. 1C,E). Tomato expression was detected in SMA^+^ myoid cells, SMA^−^ peritubular cells and perivascular cells on testis sections from 6-week-old *Tcf21^creER^; R26^tdTomato^* mice at 2 weeks after tamoxifen treatment (Fig. 3J). GFP expression was detected in Tomato^+^ peritubular cells on testis sections from 6-week-old *Tcf21^creER^; R26^tdTomato^; Scf^GFP^* mice at 2 weeks after tamoxifen treatment (Fig. 3K). By flow cytometry, approximately 43% of all Tomato^+^ cells expressed low level of GFP and 5.1% of all GFP^+^ cells expressed Tomato in these mice (Fig. 3L). Thus, consistent with the scRNA-seq data, *Tcf21-*creER^+^ stromal cells are a source of SCF in the testis.

### Spermatogenesis requires SCF from Sertoli cells

Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice revealed that both PLZF (Zbtb16)^+^ undifferentiated spermatogonia (Buaas et al., 2004) and c-Kit^+^ differentiating spermatogonia were physically associated with the *Scf*-GFP^+^ Sertoli cells (Fig. 4A). To test directly whether Sertoli cells produce SCF to regulate spermatogenesis, we analyzed *Amh-cre; Scf^fl/fl^* male mice and their littermate controls. Western blotting confirmed that SCF protein was effectively depleted from *Amh-cre; Scf^fl/fl^* testes (Fig. S2I,J). While breeding, we found that these mice were completely sterile when mated with one wild-type female each continuously for 6 months (Fig. 4B). Testes from 6-week-old *Amh-cre; Scf^fl/fl^* mice were much smaller than controls (Fig. 4C). Their weights reduced by about three-quarters of the normal level (Fig. 4D). Hematoxylin and Eosin (H&E) staining revealed almost no spermatids or spermatocytes within the seminiferous tubules of *Amh-cre; Scf^fl/fl^* mice (Fig. 4E). Therefore, deletion of *Scf* from Sertoli cells blocks spermatogenesis.

**Fig. 4.**
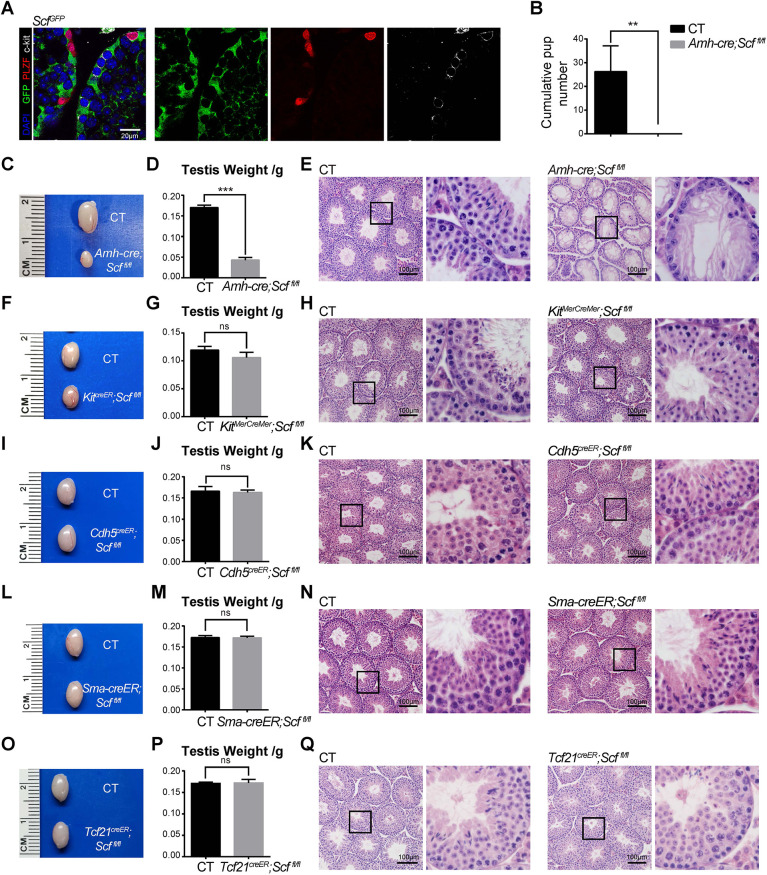
**Deletion of *Scf* from Sertoli cells, but not from Leydig, endothelial, smooth muscle cells or *Tcf21-*creER^+^ stromal cells, blocks spermatogenesis.** (A) Confocal imaging of testis sections from 6-week-old *Scf^GFP^* mice that were co-stained with anti-GFP, anti-PLZF and anti-c-Kit antibodies. (*n*=3 mice from 3 independent experiments). (B) Cumulative pup numbers of female mice co-caged with control or *Amh-cre; Scf^fl/fl^* male mice at 1:1 ratio for 6 months. **P<0.01. (C-E) Size (C), weight (D) and H&E-stained sections (E) of testes from 6-week-old *Scf^fl/fl^* and *Amh-cre; Scf^fl/fl^* mice. ***P<0.001. (F-H) Size (F), weight (G) and H&E-stained sections (H) of testes from 6-week-old *Kit^MerCreMer^; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. (I-K) Size (I), weight (J) and H&E-stained sections (K) of testes from 6-week-old *Cdh5-creER; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. (L-N) Size (L), weight (M) and H&E-stained sections (N) of testes from 6-week-old *Sma-creER; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. (O-Q) Size (O), weight (P) and H&E-stained sections (Q) of testes from 6-week-old *Tcf21^creER^; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. For graph panels, two-tailed Student's *t*-test was used to assess statistical significance (*n*=5 mice from 3 independent experiments). CT, control; ns, not significant. For image panels, boxed area in the left-hand panel is shown at higher magnification on the right.

### Spermatogenesis does not require SCF from Leydig cells, endothelial cells, smooth muscle cells or *Tcf21-*creER^+^ stromal cells

*Kit*-MerCreMer caused efficient depletion of *Scf* mRNA and SCF protein from Leydig cells (Fig. S2A,B,H-J). Four-week-old *Kit^MerCreMer^; Scf^fl/fl^* and control mice were treated with tamoxifen for three consecutive days and analyzed at 6 weeks of age. We found that the size and weight of testes from *Kit^MerCreMer^; Scf^fl/fl^* mice were not significantly different from those of control mice (Fig. 4F,G). By H&E staining, testes from *Kit^MerCreMer^; Scf^fl/fl^* mice showed normal morphology and normal production of spermatids in the seminiferous tubules (Fig. 4H). Thus, spermatogenesis does not require SCF from Leydig cells.

*Cdh5*-CreER caused efficient depletion of *Scf* mRNA and SCF protein from endothelial cells (Fig. S2C,D,H-J). Six-week-old *Cdh5-creER; Scf^fl/fl^* mice treated with tamoxifen at 4 weeks of age showed normal testis size (Fig. 4I) and weight (Fig. 4J), normal testis morphology and normal production of spermatids in the seminiferous tubules (Fig. 4K). Thus, spermatogenesis does not require SCF from endothelial cells.

*Sma*-CreER resulted in efficient depletion of *Scf* mRNA and SCF protein from smooth muscle cells (Fig. S2E,F,H-J). Six-week-old *Sma-creER; Scf^fl/fl^* mice treated with tamoxifen at 4 weeks of age showed normal testis size (Fig. 4L) and weight (Fig. 4M), normal testis morphology and normal production of spermatids in the seminiferous tubules (Fig. 4N). Thus, spermatogenesis does not require SCF from smooth muscle cells.

We used *Tcf21*-CreER to conditionally deplete *Scf* mRNA and SCF protein from peritubular mesenchymal cells (Fig. S2G,I,J). Six-week-old *Tcf21^creER^; Scf^fl/fl^* mice treated with tamoxifen at 4 weeks of age showed normal testis size (Fig. 4O) and weight (Fig. 4P), normal testis morphology and normal production of spermatids in the seminiferous tubules (Fig. 4Q). Thus, spermatogenesis does not require SCF from *Tcf21*^+^ stromal cells.

To investigate the long-term effects of *Scf* conditional deletion on spermatogenesis, we treated the conditional knockout mice and their littermates with tamoxifen once every other day from 4 to 12 weeks of age. The tamoxifen-treated testes appeared slightly smaller than untreated, but were generally normal. We did not detect obvious spermatogenic defects in *Kit^creER^; Scf^fl/fl^*, *Cdh5^creER^; Scf^fl/fl^*, *Sma-creER; Scf^fl/fl^* or *Tcf21^creER^; Scf^fl/fl^* mice, compared with their littermate controls (Fig. S3). These data are consistent with our conclusion that conditional knockout of *Scf* from Leydig, endothelial, vascular smooth muscle, or Tcf21^+^ stromal cells does not impair spermatogenesis.

### scRNA-seq defines the transcriptome of *Amh-cre; Scf^fl/fl^* testes

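Stem cell factor itself could be followed in the somatic classes outside the tubules. *Kitl* was at 327 CPM (271 to 391) in control and 322 CPM (310 to 335) in cKO *Tcf21* stromal-like cells, a ratio of cKO over control of 0.985 (0.820 to 1.19). In vascular smooth muscle-like cells it was at 248 CPM (176 to 341) and 267 CPM (231 to 307), a ratio of 1.07 (0.757 to 1.56). In myoid-like cells it was at 31.2 CPM and 21.0 CPM, a ratio of 0.675 (0.531 to 0.863), and 0.402 (0.248 to 0.659) with cells thinned to 1000 UMIs. No Sertoli-like class was found in either library, so the loss of *Scf* from Sertoli cells could not be read from these data. The counts come from the 3′ end of the transcript, which need not lie in the deleted exons, and the paper's text does not name those exons.
The control (*Scffl/fl*) and *Amh-cre; Scffl/fl* (cKO) cells come from 3 mice each, pooled into 1 library per genotype, at an age of 6 weeks by the sample labels. Haploid spermatids had been depleted by flow cytometry, so the shares of spermatids and of other cells reflect that sort. The authors' deposited counts hold 29872 genes in 6264 control cells with 90453018 UMIs and 33850 genes in 7252 cKO cells with 68602272 UMIs. The control table holds genes seen in at least 3 cells, and in the cKO table the 28667 such genes were kept. After the cell limits of the methods, the libraries were joined by anchor integration and clustered with 20 components at resolution 0.5, and germ cells were clustered again with 25 components at resolution 0.3. Values are log2 ratios of CPM, cKO over control, with exact conditional 95% intervals. For each log2 ratio 0.5 was added to both counts. For gene lists, members with at least 20 counts were taken, and the median is set beside 10000 random lists of like expression, as a description of these 2 libraries. Of 13 lists that were tested, 12 were fixed from general knowledge and 1 was chosen by the study on these samples. Scrublet called 210 control (3.35%) and 353 cKO cells (4.87%) doublets, which were left in.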

To determine the cellular mechanism by which deleting *Scf* from Sertoli cells blocks spermatogenesis, we performed scRNA-seq of whole testicular cells from three pairs of *Amh-cre; Scf^fl/fl^* and control mice. Cells were pre-sorted by flow cytometry, depleting haploid round and elongating spermatids, before being subjected to the 10x Genomics platform (Fig. 5A). Overall, 5827 cells from *Scf^fl/fl^* mice and 6837 cells from *Amh-cre; Scf^fl/fl^* mice passed standard quality control and were retained for subsequent analyses. 

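With the limits of the methods, 3637 of 6264 control cells (58.1%) and 4545 of 7252 cKO cells (62.7%) were kept, with medians of 4599 and 5359 UMIs per cell and totals of 15979408 and 22895867 UMIs. The upper limit of 3500 genes took out 2487 control and 2509 cKO cells, and the mitochondrial limit 140 and 214. Many of the cells above that limit were germ cells. Without it 6124 control and 7038 cKO cells were left, and germ cells numbered 5177 and 2830, with medians of 7318 and 15768 UMIs. Limits of over 200 and under 7500 genes with under 5% mitochondrial counts, chosen after the values were seen by a scan of 176 settings per library, left 5827 and 6837 cells.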

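The control and cKO cells that passed the limits, 8182 in all, were integrated and formed 18 clusters. Somatic cells made up 25.5% (24.1 to 26.9) of the control cells, 927 of 3637, and 89.8% (88.9 to 90.7) of the cKO cells, 4081 of 4545. In somatic cells 4 classes were found in both libraries: myoid-like, *Tcf21* stromal-like, immune-like and vascular smooth muscle-like, with 3.13% of control and 2.28% of cKO somatic cells left unnamed. Merged without integration, the libraries formed 17 clusters and the somatic shares were 25.2% and 89.9%, while without an upper limit on genes they were 15.5% and 59.8%.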

Unsupervised clustering of all 12,664 cells projected onto UMAP analysis plot identified 20 cell types (Fig. S4A,B). Based on the expression patterns of *Ddx4* and *Tnp1*, the expression matrix of 4838 germ cells from *Scf^fl/fl^* testes and 2285 germ cells from *Amh-cre; Scf^fl/fl^* testes was extracted for further analyses (Fig. S4C-E).

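Germ cells, taken from clusters with *Ddx4*, *Tnp1* or germ cell markers, numbered 2710 in the control and 464 in the cKO library, at medians of 4527 and 3084.5 UMIs per cell. They made up 74.5% of the control and 10.2% of the cKO cells that passed the limits, and 84.5% and 40.2% without an upper limit on genes. Divided per cell by summed markers, 2692 control and 431 cKO cells were germ cells. With the limits of 7500 genes, chosen after the values were seen, they numbered 4885 and 2581, or 83.8% and 37.8%.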

**Fig. 5.**
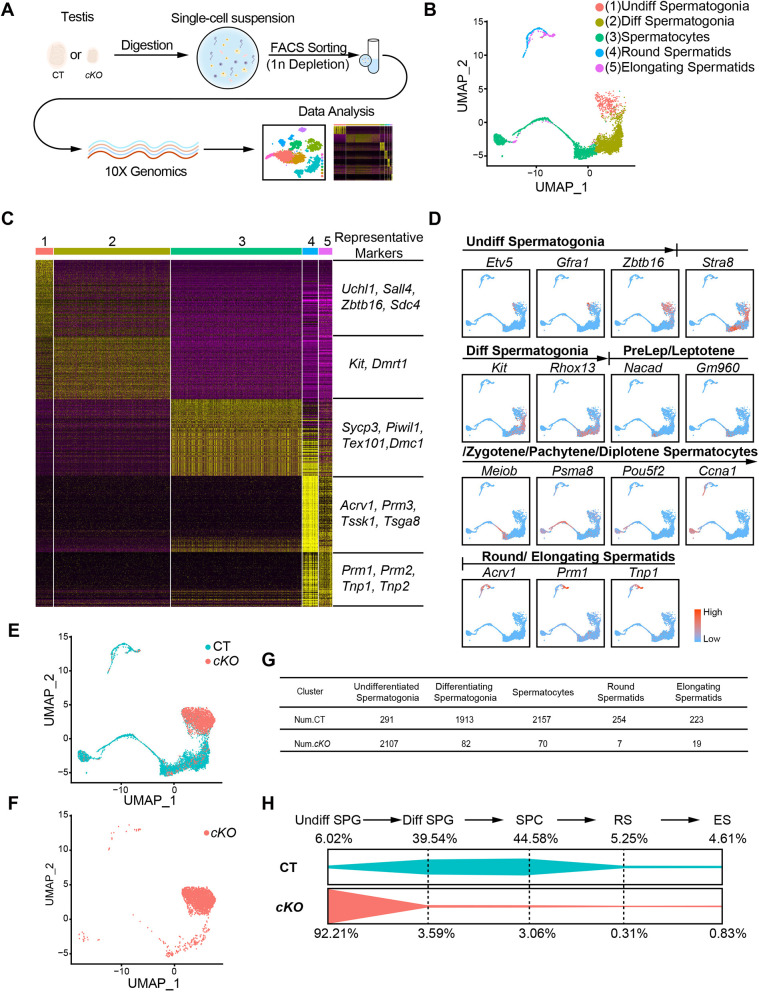
**Sertoli cell-specific deletion of *Scf* remodels the spermatogonial hierarchy.** (A) Schematic overview of the workflow for sample preparation for scRNA-seq analysis. FACS, fluorescence-activated cells sorting. (B) Clustering analysis of single-cell transcriptome data from combined testicular germ cells, in which control testicular germ cells were visualized in the UMAP space. Diff, differentiating; Undiff, undifferentiated. (C) Heat map of the top 120 differentially expressed markers among five germ cell types. (D) Gene expression patterns of distinct stage-specific markers in control testicular germ cells visualized in the UMAP space. (E) UMAP plot of combined testicular germ cells from testes of 6-week-old *Scf^fl/fl^* and *Amh-cre; Scf^fl/fl^* mice. (F) UMAP plot of testicular germ cells from testes of 6-week-old *Amh-cre; Scf^fl/fl^* mice. (G) Cell numbers of testicular cells from distinct sources in each cell cluster. (H) Summary schematic depicting percentages of undifferentiated spermatogonia (Undiff SPG), differentiating spermatogonia (Diff SPG), spermatocytes (SPC), round spermatids (RS) and elongating spermatids (ES) in testes of 6-week-old *Scf^fl/fl^* and *Amh-cre; Scf^fl/fl^* mice. cKO, conditional knockout; CT, control.

Re-clustering analysis in UMAP space identified five major germ cell populations in control testicular cells (Fig. 5B). 

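*Sdc4*, *Zbtb16* and *Gfra1*, genes of spermatogonial stem cells and progenitors, marked 1 cluster of germ cells, *Kit* and *Stra8*, which come on as spermatogonia differentiate, marked 2, and the synaptonemal complex gene *Sycp3* marked 2 clusters of spermatocytes. A further cluster held markers of round and of elongating spermatids together, so that spermatids are 1 class here. *Stra8* stood at 1133 CPM in control and 1150 CPM in cKO cells of the differentiating spermatogonia-like class, and *Sycp3* at 2874 CPM and 2166 CPM in the spermatocyte-like class. Left unnamed were 303 control (11.2%) and 144 cKO germ cells (31.0%), most of them at low depth, with medians of 807 and 847.5 UMIs.
The undifferentiated spermatogonia-like class had different levels of these markers in the 2 libraries. Its control cells had 54.7 CPM of *Zbtb16*, 104 CPM of *Sdc4* and 127 CPM of *Kit*, and its cKO cells 303 CPM, 819 CPM and 36.3 CPM. Merged without integration, the class had 309 CPM of *Zbtb16* in control and 318 CPM in cKO cells, and 1077 CPM and 848 CPM of *Sdc4*.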

Based on the expression patterns of differentially expressed genes (DEGs; Fig. 5C) and stage-specific marker genes (Chen et al., 2018) (Fig. 5D), we defined these five cell populations as undifferentiated spermatogonia, differentiating spermatogonia, spermatocytes, round spermatids and elongating spermatids, respectively (Fig. 5B,D). Compared with controls, testes from *Amh-cre; Scf^fl/fl^* mice showed a depletion of differentiating spermatogonia (39.54% versus 3.59%) as well as downstream spermatocytes (44.58% versus 3.06%) and spermatids (5.25% versus 0.31%), but an enrichment of undifferentiated spermatogonia (6.02% versus 92.21%; Fig. 5E-H). These data suggest that deletion of *Scf* from Sertoli cells blocks spermatogenesis by depleting differentiating spermatogonia.

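Spermatogonia that had begun to differentiate, and the stages after them, took a smaller share of the germ cells in cKO than in control. Differentiating spermatogonia-like cells were 830 of 2710 control germ cells, or 30.6% (28.9 to 32.4), and 34 of 464 cKO germ cells, or 7.33% (5.13 to 10.1). Spermatocyte-like cells were 29.2% (27.5 to 30.9) in control and 10.3% (7.73 to 13.5) in cKO. Spermatid-like cells, which the sort had depleted, were 7.20% (6.25 to 8.23) and 3.88% (2.32 to 6.06). Undifferentiated spermatogonia-like cells were 591 cells in control, or 21.8% (20.3 to 23.4), and 220 in cKO, or 47.4% (42.8 to 52.1).
The size of these shares moved with the processing. Merged without integration, the undifferentiated class was 2.72% of control and 70.7% of cKO germ cells and the differentiating class 49.9% and 9.19%. At resolution 0.6 the undifferentiated class was 5.35% of control and 34.9% of cKO germ cells and the differentiating class 47.1% and 20.0%, and without doublets these were 5.67%, 37.6%, 47.0% and 21.2%. The undifferentiated class was 25.3% and 73.4% without an upper limit on genes, the differentiating class 21.9% and 4.03% and the spermatocyte-like class 37.2% and 2.51%. The spermatid-like class was then 8.48% of control and 0.813% of cKO germ cells. With the limits of 7500 genes, chosen after the values were seen, the differentiating class was 43.6% of control and 53.9% of cKO germ cells in integrated data and 41.2% and 3.41% without integration.

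**Figure D2:**
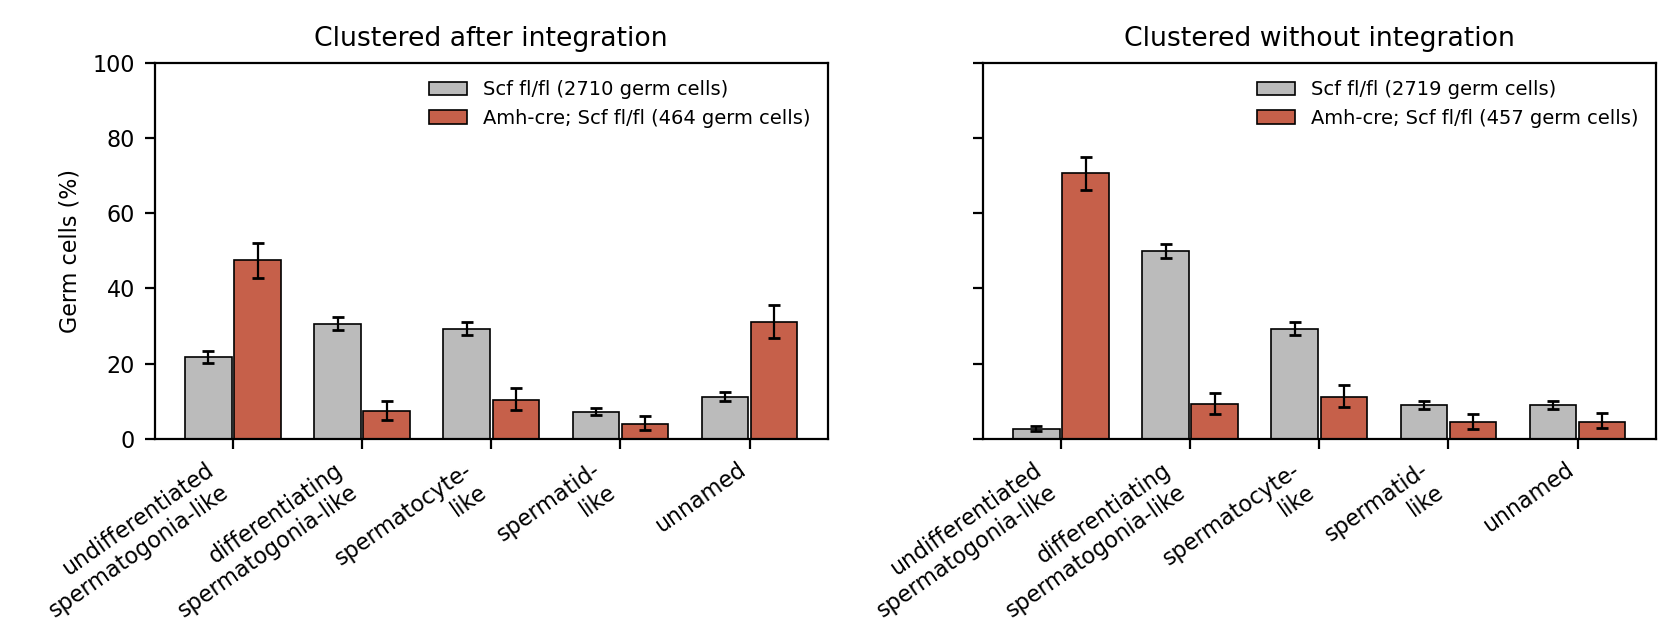
Share of germ cells in percent (y axis) in each germ cell class and left unnamed (x axis), for the control (*Scffl/fl*) and cKO (*Amh-cre; Scffl/fl*) libraries, clustered after integration (left) and without it (right). Bars are shares of all germ cells kept and whiskers exact 95% binomial intervals, which cover counting error only. After integration the differentiating spermatogonia-like class stands at 30.6% in control and 7.33% in cKO.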

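*Gfra1* and *Zbtb16* made up more of the counts of all germ cells in the cKO than in the control library. *Gfra1*, a receptor subunit for GDNF, was at 2.85 CPM in control and 42.4 CPM in cKO germ cells, a ratio of 14.9 (9.73 to 23.1). *Zbtb16*, which encodes PLZF, was at 17.8 CPM and 182 CPM, a ratio of 10.2 (8.57 to 12.3). After thinning to 1000 UMIs, 1.37% of control and 20.5% of cKO germ cells had a *Zbtb16* UMI, beside 2.96% and 4.02% of somatic cells. *Stra8* was at 457 CPM and 356 CPM, a ratio of 0.779 (0.714 to 0.848), but at a ratio of 1.58 (1.53 to 1.62) without an upper limit on genes and of 1.43 (1.39 to 1.48) with limits of 7500 genes and 5% mitochondrial counts, chosen after the values were seen. After thinning to 1000 UMIs, 28.4% of control and 21.3% of cKO germ cells had a *Stra8* UMI. These shares were 18.6% and 14.0% without an upper limit on genes, and 19.7% and 15.0% with the limits of 7500 genes. These values over all germ cells do not depend on how the germ cell classes were named. From the shares of the germ cell classes in Fig. 5E-H, the paper proposes that loss of *Scf* from Sertoli cells blocks spermatogenesis by depleting differentiating spermatogonia.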

To validate the scRNA-seq results, we performed immunostaining of testis sections using stage-specific markers. We found that *Amh-cre; Scf^fl/fl^* mice had significantly fewer c-Kit^+^ differentiating spermatogonia (Fig. 6A,D) and STRA8^+^ premeiotic spermatogonia (Fig. 6B,E) in the testis than *Scf^fl/fl^* mice. In contrast, the number of PLZF^+^ or Gfrα1^+^ undifferentiated spermatogonia in the testis was comparable between *Scf^fl/fl^* and *Amh-cre; Scf^fl/fl^* mice (Fig. 6C,F; Fig. S5A,B). Thus, deletion of *Scf* from Sertoli cells depletes differentiating spermatogonia and their downstream lineages without affecting undifferentiated spermatogonia.

**Fig. 6.**
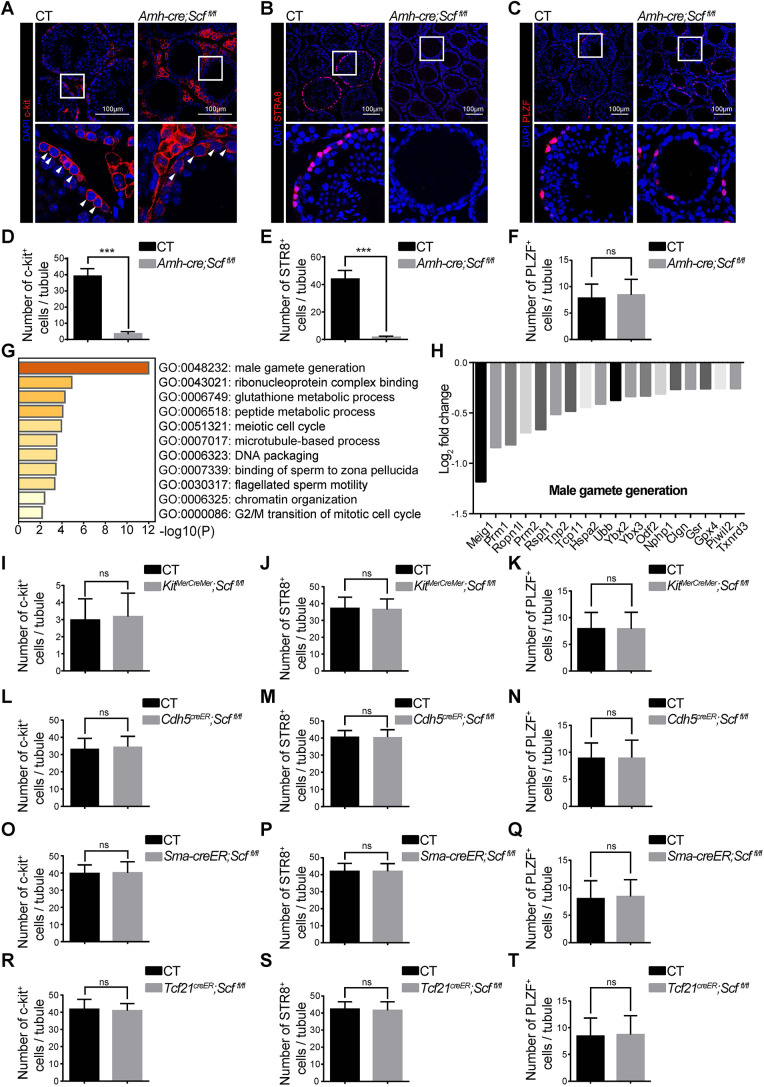
**Deletion of *Scf* from Sertoli cells depletes differentiating spermatogonia and blocks their differentiation.** (A-F) Confocal imaging of testis sections from 6-week-old old *Amh-cre; Scf^fl/fl^* and control mice that were stained with anti-c-Kit (A), anti-STRA8 (B) and anti-PLZF antibody (C), respectively. The numbers of c-Kit^+^ (D), STRA8^+^ (E) and PLZF^+^ spermatogonia (F) per tubule were quantified. Arrowheads indicate c-Kit^+^ spermatogonia. Lower panels show higher magnifications of the boxed areas above. Two-tailed Student's *t*-tests were used to assess statistical significance. ns, not significant; ***P<0.001 (*n*=5 mice from 3 independent experiments). (G,H) GO analysis of downregulated DEGs in *Amh-cre; Scf^fl/fl^* differentiating spermatogonia (G) and relative expression levels of DEGs which are enriched in the male gamete generation (H). (I-K) Quantification of c-Kit^+^ (I), STRA8^+^ (J) and PLZF^+^ spermatogonia (K) per tubule of 6-week-old *Kit^MerCreMer^; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. (L-N) Quantification of c-Kit^+^ (L), STRA8^+^ (M) and PLZF^+^ spermatogonia (N) per tubule of 6-week-old *Cdh5-creER; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. (O-Q) Quantification of c-Kit^+^ (O), STRA8^+^ (P) and PLZF^+^ spermatogonia (Q) per tubule of 6-week-old *Sma-creER; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. (R-T) Quantification of c-Kit^+^ (R), STRA8^+^ (S) and PLZF^+^ spermatogonia (T) per tubule of 6-week-old *Tcf21^creER^; Scf^fl/fl^* and control mice at 2 weeks after tamoxifen treatment. In I-T, two-tailed Student's *t*-tests were used to assess statistical significance. ns, not significant (*n*=5 mice from 3 independent experiments). CT, control.

### SCF from Sertoli cells regulates spermatogonial differentiation and mitotic cell cycle

To understand better the molecular mechanism by which deleting *Scf* from Sertoli cells blocks spermatogenesis, we analyzed the DEGs in the differentiating spermatogonia population (Fig. 5B,E) in *Scf^fl/fl^* and *Amh-cre; Scf^fl/fl^* mice. 

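Genes of the stress response to tissue dissociation had higher values in cKO than in control differentiating spermatogonia-like cells, and cell death, S phase and progenitor genes lay close to 0. Of 8 stress genes 7 were higher, with a median log2 ratio of 1.18, above 99.96% of the random lists. The transcription factor gene *Junb* had 29 control and 5 cKO counts, a log2 ratio of 1.88 (0.04 to 3.15). Somatic cells were 89.8% of the cKO and 25.5% of the control cells. Over all germ cells the ratio of cKO over control was 18.0 (7.61 to 47.4) for *Igf1* and 11.5 (3.33 to 44.9) for *Cxcl12*. *Pdgfa* (0.909), *Egf* (0.802) and *Gdnf* (0 cKO counts) were not higher. Whether free RNA of somatic cells raised the stress genes in cKO was not tested and stays open. Of 12 genes of apoptosis and the p53 response 7 were higher and 5 lower, with a median of 0.13 (percentile 54.8), led by *Ccng1* at 1.62 (0.50 to 2.49). Of 41 S phase genes 21 were higher and 20 lower, with a median of 0.01 (percentile 26.8). The 5 progenitor genes had a median of 0.14 and the 12 genes of steroid and cholesterol synthesis one of 0.08. The 7 genes of inflammation and interferon were all lower, with a median of -0.75 (-0.55 with 2 members at their floor). The value of -0.75 lies within the range of 95% of the random lists (-0.83 to 0.51, percentile 2.92). The 5 genes of the Sertoli cell barrier and niche had a median of -0.17 (percentile 39.6). With 1 member at its floor that median was 0.27, so it gives no direction. No gene of the stem cell list had enough counts.
The class held 830 control cells with 3832329 UMIs and 34 cKO cells with 194766 UMIs, and 10165 genes had at least 20 counts. On simulated counts of this comparison, the interval excluded no change for 57.1% of genes made 2-fold higher and 27.1% of genes made 2-fold lower, so that most moderate decreases cannot be seen at this depth.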

Gene ontology (GO) analysis identified 88 downregulated genes and 51 upregulated genes. 

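By the fixed rule of size, the genes lowest in cKO included *Meig1*, *Ldhc* and *Crisp2*. *Meig1*, needed for the manchette of spermatids, had 862 counts in control and 0 in cKO cells, a log2 ratio of -3.87 or lower at the floor of 3 counts. *Ldhc*, the lactate dehydrogenase of spermatocytes and sperm, had 1031 and 3 counts, a log2 ratio of -3.90 (-6.41 to -2.58). *Crisp2*, a protein of the acrosome, had 406 and 0 counts, and the others by this rule were *Rbakdn*, *Fabp9*, *Hspb9*, *Prm1*, *Gm5617*, *Cetn1* and *Ppp3r2*. The gene highest in cKO was *Il11*, a cytokine of the interleukin 6 family, with 130 counts in control and 32 in cKO cells, a log2 ratio of 2.29 (1.67 to 2.84). *Cenpa*, the histone of centromeres, had a log2 ratio of 1.07 (0.55 to 1.53). The others were *Rps10* (1.14), *mt-Atp6* (1.26), *Gm8430*, *Ndufs8* (0.97), *Coprs*, *Terf2*, *Rps19* (0.66) and *Rpl27*. The difference has no replicate check, so no number of changed genes is given. Haploid transcripts were also lower in the somatic cells of the cKO library, by the values given for the list of haploid transcripts.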

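Protamines, transition proteins and other transcripts of haploid cells were lower in cKO than in control differentiating spermatogonia-like cells. All 19 members of a list of haploid transcripts were lower, 11 of them with 0 counts in cKO, and the median log2 ratio was -3.32 (-1.99 with those members at their floor), below all random lists. Subtraction of the free RNA estimate left 12 of the 19 with 0 counts in cKO and gives no direction. *Prm1*, which packs DNA in sperm heads, had 537 control and 2 cKO counts, a log2 ratio of -3.45 (-6.82 to -1.91), and *Tnp2* 295 and 1. *Tcp11* had 234 and 0.
Somatic cells carried the same transcripts. The list summed to 1559 CPM (1520 to 1598) in the named somatic classes of the control library and 1609 CPM (1569 to 1649) in its differentiating spermatogonia-like cells, and to 71.6 CPM (68.0 to 75.3) and 175 CPM (121 to 244) in the cKO library. Control over cKO it was 21.8 in somatic and 9.22 in differentiating spermatogonia-like cells. By class the control level ran from 1298 CPM in myoid-like to 4083 CPM in immune-like cells. The list also stood at 1430 CPM in control undifferentiated spermatogonia-like cells. Haploid cells had been depleted from both libraries by flow cytometry.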

Notably, genes involved in male gamete generation appeared to be the most abundant downregulated gene cluster in *Amh-cre; Scf^fl/fl^* mice (Fig. 6G,H). The expression of many genes involved in the progression of meiosis, such as *Meig1*, *Rsph1*, *Hspa2*, *Ubb*, *Clgn* and *Piwil2*, was significantly downregulated in the differentiating spermatogonia from *Amh-cre; Scf^fl/fl^* mice (Fig. 6G,H), indicating a defect in meiosis entry. 

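The 6 genes had lower values in cKO than in control differentiating spermatogonia-like cells, and all 6 also had lower values in cKO somatic cells, 5 of them with intervals below 0 there. Without an upper limit on genes 5 of the 6 were lower in the differentiating cells, and *Piwil2* was at 100 CPM in control and 105 CPM in cKO. *Rsph1*, a protein of cilia and flagella, had 358 control counts and 1 cKO count, a log2 ratio of -3.60 (-9.49 to -1.70). *Hspa2*, a chaperone of meiotic cells, had 466 and 3, a log2 ratio of -2.76 (-5.26 to -1.42). *Ubb*, a ubiquitin gene, was at 422 CPM and 262 CPM, a log2 ratio of -0.68 (-1.12 to -0.29). For *Piwil2*, a PIWI protein, the log2 ratio was -0.48 (-1.34 to 0.20) and for *Clgn*, a chaperone of the endoplasmic reticulum, -0.44 (-1.87 to 0.53), both with intervals that include 0. The median of the 6, which the study chose on these samples, was -1.72, below all random lists (-0.32 to 0.41 for 95% of them). A list of 27 other genes of meiotic prophase, such as *Majin* (-1.06), *Spo11* (0.92) and *Rec8* (-0.67), had 9 higher and 18 lower and a median of -0.07 (percentile 5.79), and of -0.53 without an upper limit on genes. In somatic cells that list had medians of -1.08 in myoid-like, -2.98 in *Tcf21* stromal-like and -2.40 in immune-like cells, below all random lists in each. In vascular smooth muscle-like cells only 1 of its genes had enough counts, at -0.11.
In named somatic cells *Meig1* was at 210 CPM (196 to 224) in control and 5.84 CPM in cKO, and *Rsph1* at 86.4 CPM and 4.79 CPM. *Clgn* was at 23.4 CPM and 0.332 CPM, *Hspa2* at 380 CPM and 217 CPM and *Ubb* at 581 CPM and 431 CPM. The excess of control over cKO in somatic cells was 204 CPM for *Meig1*, where it was 225 CPM in differentiating spermatogonia-like cells. For *Piwil2* it was 1.56 CPM against 35.5 CPM and for *Hspa2* 163 CPM against 106 CPM. The pooled value of *Hspa2* also depends on the mix of classes. *Hspa2* was at 437 CPM in control and 328 CPM in cKO myoid-like cells, and at 166 CPM and 96.3 CPM in *Tcf21* stromal-like cells. Myoid-like cells were 603 of 898 control and 1967 of 3988 cKO named somatic cells. On GRCm38 *Meig1* lies on chromosome 2 from 3409043 to 3422648, *Rsph1* on chromosome 17 from 31255019 to 31277383, *Hspa2* on chromosome 12 from 76404176 to 76406938, *Ubb* on chromosome 11 from 62551171 to 62553213, *Clgn* on chromosome 8 from 83389867 to 83428552 and *Piwil2* on chromosome 14 from 70372477 to 70429383.

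**Figure D3:**
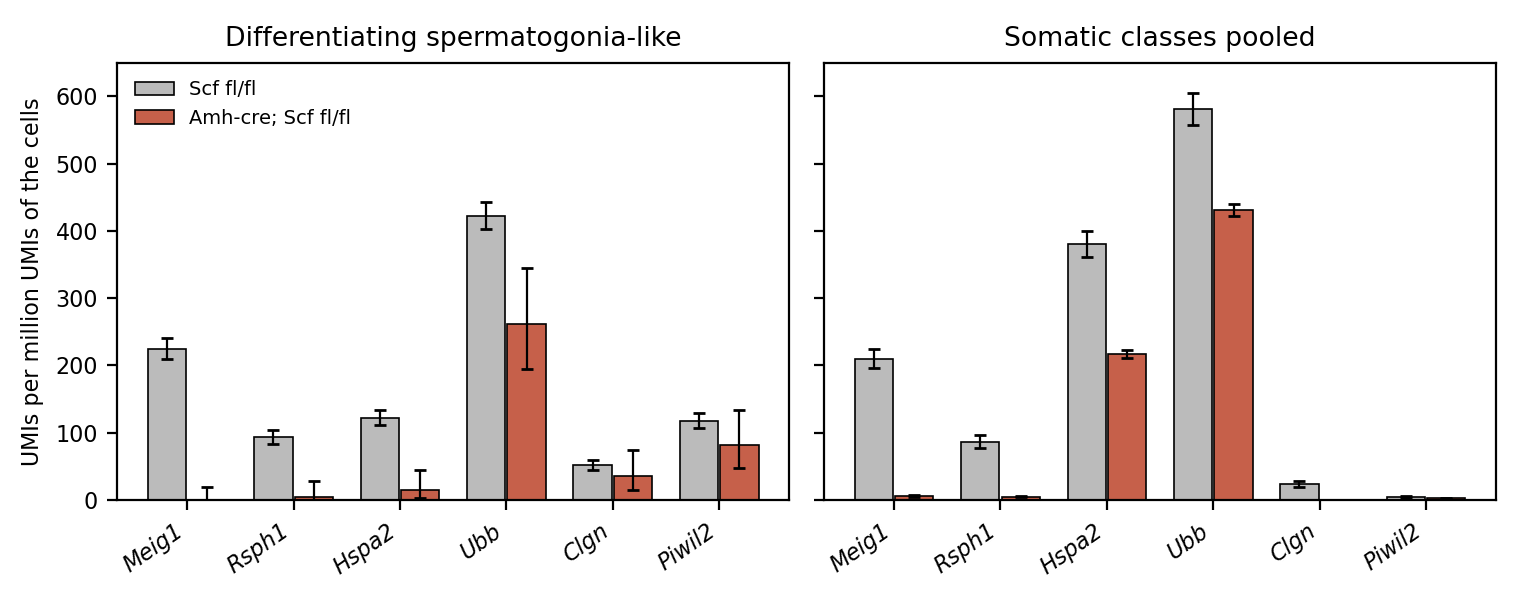
CPM (y axis) of the 6 genes (x axis) in differentiating spermatogonia-like cells (left) and in the named somatic classes pooled (right), for the control (*Scffl/fl*) and cKO (*Amh-cre; Scffl/fl*) libraries. Bars are levels over the summed counts and whiskers exact 95% Poisson intervals, which cover counting error only. *Meig1* stands at 225 CPM in control differentiating spermatogonia-like and 210 CPM in control somatic cells.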

The expression of genes that involved in the regulation of G2/M transition of mitotic cell cycle was also significantly downregulated in differentiating spermatogonia from *Amh-cre; Scf^fl/fl^* mice (Fig. 6G; Fig. S5C), indicating that exhaustion of c-Kit^+^ spermatogonia may result from G2/M cell cycle arrest. 

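Genes of the G2 and M phases had lower values on balance in cKO differentiating spermatogonia-like cells. Of 51 measured genes of a general G2/M list, 35 were lower and 16 higher, with a median log2 ratio of -0.31, below all random lists (-0.08 to 0.21 for 95% of them). *Kif2c*, a kinesin of the spindle, had 106 control and 0 cKO counts, which bounds its log2 ratio on 1 side only. *Aurkb*, a mitotic kinase, had 22 and 4 counts, a log2 ratio of 1.98 (-0.16 to 3.40), and *Nuf2*, a kinetochore protein, 156 and 2, a log2 ratio of -1.67 (-5.05 to -0.11). Of the other genes in Fig. S5C, *Haspin*, a histone kinase of mitosis, had a log2 ratio of -1.03 (-2.45 to -0.07). *Cenpv* was at -0.44 (-1.10 to 0.11), *Chmp1a* at -0.43 (-1.57 to 0.40), *Stmn1* at -0.30 (-0.73 to 0.07), *Lmnb1* at -0.16, *Calm2* at -0.08 and *Eif4ebp1* at -0.04. The median of the list was -0.032 without an upper limit on genes and -0.00010 with the limits of 7500 genes and no integration, which were chosen after the values were seen. In somatic cells the same list had medians of -0.78 in myoid-like, -2.05 in immune-like and -0.50 in *Tcf21* stromal-like cells (percentile 0.28), below the range of 95% of their random lists, and of -0.16 in vascular smooth muscle-like cells (percentile 27.2), within it.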

As the phenotype of *Amh-cre; Scf^fl/fl^* testes was similar to testes from previously reported vitamin A-deficient mice (van Pelt and de Rooij, 1990), we also investigated whether spermatogenesis disruption in *Amh-cre; Scf^fl/fl^* mice was mediated by retinoic acid (RA) signaling (Fig. S5D). However, the expression patterns of RA regulators were not obviously different in differentiated or differentiating spermatogonia from *Amh-cre; Scf^fl/fl^* and control mice (Fig. S5D).

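Enzymes and receptors of the retinoic acid pathway had no common direction in differentiating spermatogonia-like cells. *Aldh1a2*, which makes retinoic acid, was at 61.8 CPM in control and 46.2 CPM in cKO, a ratio of 0.747 (0.338 to 1.44). The receptors *Rara* at a ratio of 1.14, *Rarg* at 0.679 (0.137 to 2.05) and *Rxrb* at 0.768 had intervals that include 1, as did the binding protein *Crabp1* at 1.22 (0.656 to 2.09). *Rarb* and *Rxrg* had 0 counts and *Aldh1a1* 1 count in each library. Of 12 measured genes of a wider list 5 were higher and 7 lower, with a median log2 ratio of -0.23 (-0.07 with 1 member at its floor; percentile 13.0). The 34 cKO cells limit what can be seen, since the interval of *Rarg* reaches from 0.137 to 2.05.
In the undifferentiated spermatogonia-like class, whose control cells differ in their stem cell genes, *Rarg* had a ratio of 2.78 (1.81 to 4.23), *Rxra* 2.15 (1.32 to 3.42), *Aldh1a2* 0.489 (0.244 to 0.896) and *Crabp1* 0.562 (0.466 to 0.675), and *Aldh1a3*, with 2 control and 10 cKO counts, 19.0 (4.04 to 178). The list had 6 higher and 6 lower members there and a median log2 ratio of 0.03 (percentile 55.2).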

In contrast, testes from *Kit^MerCreMer^; Scf^fl/fl^* (Fig. 6I-K), *Cdh5-creER; Scf^fl/fl^* (Fig. 6L-N), *Sma-creER; Scf^fl/fl^* (Fig. 6O-Q) and *Tcf21^creER^; Scf^fl/fl^* mice (Fig. 6R-T) all had normal numbers of c-Kit^+^, STRA8^+^ and PLZF^+^ spermatogonia in the testes, supporting the notion that deletion of *Scf* from Leydig cells, endothelial cells, smooth muscle cells or *Tcf21-*creER^+^ stromal cells does not affect spermatogenesis.

To investigate whether these differences resulted from the timing of the *Scf* conditional knockout, we introduced a Sertoli cell-specific inducible cre mouse line, *Sox9^creER^*, to knock out *Scf* in Sertoli cells from 4-week-old mice. *Sox9-creER* could specifically and efficiently target Sox9^+^ Sertoli cells in 6-week-old mice administered tamoxifen at 4 weeks of age (Fig. S6A). Similar to *Amh-cre; Scf^fl/fl^* mice, testes from 6-week-old *Sox9^creER^; Scf^fl/fl^* mice given tamoxifen at 4 weeks of age were smaller and lighter than control and showed disrupted spermatogenesis (Fig. S6B-D). *Sox9^creER^; Scf^fl/fl^* mice had significantly fewer c-Kit^+^ differentiating spermatogonia (Fig. S6E,I), STRA8^+^ premeiotic spermatogonia (Fig. S6F,J) and DDX4^+^ germ cells (Fig. S6G,K), but comparable PLZF^+^ undifferentiated spermatogonia (Fig. S6H,L), in the testis than control mice. We also treated the *Sox9^creER^; Scf^fl/fl^* mice and their littermates with tamoxifen once every other day from 4 to 12 weeks of age. The phenotypes of 12-week-old *Sox9^creER^; Scf^fl/fl^* mice receiving long-term tamoxifen were more severe and spermatogenesis was completely blocked (Fig. S7), which was consistent with observations in *Amh-cre; Scf^fl/fl^* mice (Fig. 4). Thus, SCF from Sertoli cells regulates the differentiation and mitotic cell cycle of spermatogonia during homeostasis.

### Conditional overexpression of *Scf* in Sertoli cells, but not endothelial cells, increases spermatogonial differentiation

We next investigated whether elevated SCF expression in specific cell types is sufficient to promote spermatogenesis. An *R26^Scf^* mouse was designed by targeted insertion of a construct containing the ubiquitous CAG promoter, followed by a floxed-Stop cassette-controlled *Scf* gene, into the *Rosa26* locus (Fig. S8A). Cre-mediated recombination is able to overexpress *Scf* in a cell type-specific manner. We first generated *Amh-cre; R26^Scf^* mice to overexpress *Scf* in specifically Sertoli cells. Testes from 6-week-old *Amh-cre; R26^Scf^* mice were significantly larger and heavier than those from control mice (Fig. 7A,B). By H&E staining, we detected a marked increase of germ cells in the testis from *Amh-cre; R26^Scf^* mice (Fig. 7C). Consistent with this, we observed a significant increase in the numbers of STRA8^+^ cells (Fig. 7D,H), DDX4^+^ cells (Fig. 7E,I) and spermatids (Fig. 7L) in the testis of *Amh-cre; R26^Scf^* mice compared with controls, which is likely responsible for the increase of testis weight and size. The increased number of STRA8^+^ differentiated spermatogonia was accompanied by an exhaustion of c-Kit^+^ spermatogonia from *Amh-cre; R26^Scf^* mice (Fig. 7F,J), although the number of PLZF^+^ cells in the testis from these mice did not differ from controls (Fig. 7G,K). This likely resulted from the accelerated differentiation of c-Kit^+^ spermatogonia to STRA8^+^ pre-meiotic cells rather than an effect on survival of c-Kit^+^ spermatogonia, as the downstream STRA8^+^ cells were increased rather than depleted or decreased. We also observed elevated spermatogenesis in 6-week-old testes from *Sox9^creER^; R26^Scf^* mice that had received tamoxifen at 4 weeks of age, albeit to a lesser extent than those from *Amh-cre; R26^Scf^* mice (Fig. S9A-M). Therefore, SCF overexpression in Sertoli cells augments the differentiation of differentiating spermatogonia.

**Fig. 7.**
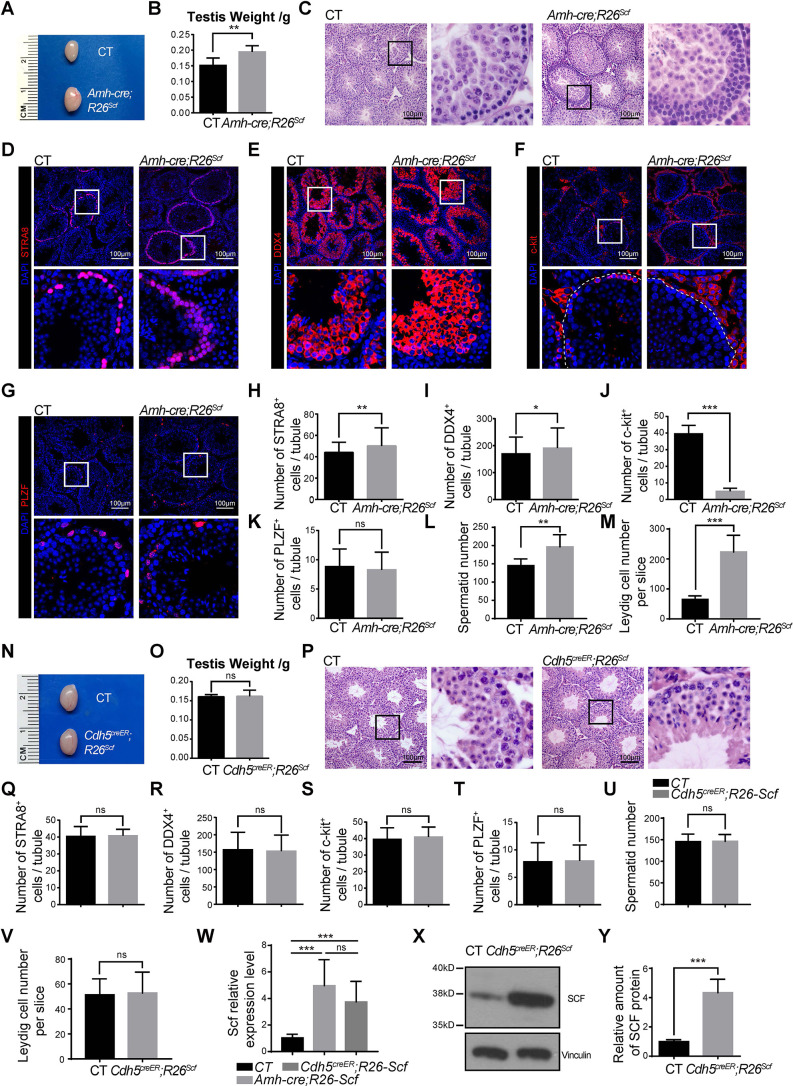
**Overexpression of *Scf* in Sertoli cells, but not endothelial cells, increases spermatogenesis.** (A-C) Size (A), weight (B) and H&E-stained sections (C) of testes from 6-week-old *Amh-cre; R26^Scf^* and control mice. **P<0.01. (D-M) Confocal imaging of testis sections from 6-week-old *Amh-cre; R26^Scf^* and control mice that were stained with anti-STRA8 (D), anti-DDX4 (E), anti-c-Kit (F) and anti-PLZF (G) antibodies, respectively. The numbers of STRA8^+^ (H), DDX4^+^ (I), c-Kit^+^ (J) and PLZF^+^ (K) germ cells and spermatids (L) per tubule and c-Kit^+^ Leydig cells per slice (M) were quantified. Dashed lines indicate an outline of seminiferous tubules. *P<0.05, **P<0.01, ***P<0.001. (N-P) Size (N), weight (O) and H&E-stained sections (P) of testes from 6-week-old *Cdh5-creER; R26^Scf^* and control mice at 2 weeks after tamoxifen treatment. (Q-V) Quantification of the numbers of STRA8^+^ (Q), DDX4^+^ (R), c-Kit^+^ (S), PLZF^+^ (T) germ cells and spermatids (U) per tubule and c-Kit^+^ Leydig cells per slice (V) of 6-week-old *Cdh5-creER; R26^Scf^* and control mice at 2 weeks after tamoxifen treatment. (W) Relative expression of *Scf* transcripts in testes from *Cdh5^creER^; R26^Scf^*, *Amh-cre; R26^Scf^* and control mice. ***P<0.001 (two-tailed Student's *t*-test) (*n*=3 mice from 3 independent experiments). (X) Western blot analysis of SCF expression in purified CD31^+^ endothelial cells from *Cdh5^creER^; R26-Scf* and control mice. (Y) Quantification of the western blots shown in X. Expression levels of SCF protein were normalized to vinculin. ***P<0.001 (two-tailed Student's *t*-test) (*n*=3). In image panels, boxed areas are shown at higher magnification to the right or below. In graph panels (except W and Y), two-tailed Student's *t*-test was used to assess statistical significance (*n*=5 mice from 3 independent experiments). CT, control; ns, not significant.

In contrast, testes from tamoxifen treated 6-week-old *Cdh5^creER^; R26^Scf^* mice had normal size and weight (Fig. 7N,O), normal morphology (Fig. 7P) and normal numbers of STRA8^+^, DDX4^+^, c-Kit^+^ and PLZF^+^ cells and spermatids (Fig. 7Q-U; Fig. S8B-E). Notably, the overall expression level of *Scf* in *Cdh5^creER^; R26^Scf^* testes was significantly higher than in control testes but comparable to *Amh-cre; R26^Scf^* testes (Fig. 7W). Western blot analysis showed elevated SCF protein expression level in *Cdh5^creER^; R26^Scf^* endothelial cells compared with control cells (Fig. 7X,Y). Spermatogenesis remained normal in *Cdh5^creER^; R26^Scf^* mice even when we analyzed them at 8 weeks after tamoxifen treatment (Fig. S8F-L). Thus, these results suggest that overexpression of *Scf* in endothelial cells is insufficient to promote spermatogenesis.

We also observed an increase of c-Kit^+^ Leydig cells in *Amh-cre; R26^Scf^* testes, but not in *Cdh5^creER^; R26^Scf^* testes (Fig. 7M,V), raising the possibility of an indirect effect of overexpression of *Scf* on spermatogenesis through Leydig cell-mediated regulation of germ cell development. In view of a previous *in vitro* study of *Scf* function on spermatogonia (Pellegrini et al., 2008), it is more likely that the increased spermatogenesis results from a direct regulation of *Scf* on c-Kit^+^ spermatogonia differentiation.

## DISCUSSION

Recent studies have employed scRNA-seq to map all the germ cell and somatic cell types in mouse testis (Green et al., 2018; Hermann et al., 2018). In this study, we used scRNA-seq to systematically map the expression patterns of growth factors that regulate spermatogenesis in the testis. Although our scRNA-seq study failed to detect *Gdnf* in Sertoli cells, it detected many other known Sertoli cell-secreted factors, such as *Clu*, *Cst9*, *Cst12*, *Ptgds*, *Inha*, *Lrp8*, *Eppin* and *Serpina5*, in Sertoli cells (Fig. S10B). 

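The 8 secreted factors all had counts in Sertoli-like cells of the Tomato-depleted sample. *Cst12* and *Cst9*, cystatins of the testis, stood at 5759 CPM (5648 to 5872) and 5691 CPM (5581 to 5804), and 99.3% and 97.8% of the cells had a UMI, against 6.06% and 5.63% of germ cells. *Clu*, a secreted chaperone, was at 3647 CPM, *Ptgds*, a prostaglandin synthase, at 1026 CPM, *Inha*, the alpha subunit of inhibin, at 656 CPM and the protease inhibitor *Eppin* at 335 CPM. *Serpina5* was at 92.2 CPM (78.5 to 107) and *Lrp8* at 69.0 CPM (57.3 to 82.4).
Leydig-like cells had *Ptgds* at 1194 CPM (1079 to 1318), *Clu* at 1541 CPM, *Inha* at 464 CPM and *Serpina5* at 217 CPM (170 to 273), the first and last above Sertoli-like cells, and endothelial-like cells had *Clu* at 1006 CPM. Of the 64 Leydig-like cells 33 had barcodes of the cKO library, while Sertoli-like cells were nearly all Tomato-negative. The comparison of these 2 classes therefore crosses libraries and genotypes. *Gdnf* reached 1.13 CPM (0.137 to 4.08) in Sertoli-like cells, in 0.499% of 401 cells.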

In fact, when we re-analyzed previous published scRNA-seq studies that included Sertoli cells (Green et al., 2018; Grive et al., 2019; Han et al., 2018; Jung et al., 2019; Wang et al., 2019), none of them detected *Gdnf* (Fig. S10A). Therefore, this is likely a general limitation of the current scRNA-seq technique in detecting certain genes. To test this directly, we performed scRNA-seq and quantitative real-time PCR (qRT-PCR) on the same batch of purified Sertoli cells or myoid cells, comparing the two methods with respect to the detection of *Gdnf* expression levels. We found that qRT-PCR, but not scRNA-seq, detected robust expression of *Gdnf* in Sertoli cells and myoid cells (Fig. S10C-G). The false-negative results from scRNA-seq emphasize the importance of further phenotypic and functional validation of certain genes, as we have done here.

The spermatogenic niche is usually defined as a place where SSCs reside and are nursed with growth factors from neighboring cells. Sertoli cells are known to be a niche for SSCs by secreting growth factors, such as GDNF (Meng et al., 2000). We showed that conditional deletion of *Scf* from Sertoli cells led to depletion of differentiating spermatogonia but not SSCs (Fig. 6A-F). Conditional overexpression of Scf from Sertoli cells also depleted differentiating spermatogonia (Fig. 7F,J). Our data suggest that progenitors downstream of SSCs also require a niche, as do SSCs.

SCF/c-Kit signaling has been proposed to promote proliferation of and inhibit apoptosis of differentiating spermatogonia (Feng et al., 2000; Ohta et al., 2000; Yan et al., 2000). 

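*Kit*, the receptor of stem cell factor on differentiating spermatogonia, lies on chromosome 5 of GRCm38 from 75574916 to 75656722. Over all germ cells it was at 74.2 CPM in control and 43.0 CPM in cKO, a ratio of 0.579 (0.448 to 0.738), with 885 and 71 counts. A *Kit* UMI was found in 23.0% of control and 11.9% of cKO germ cells, and after thinning to 1000 UMIs in 6.24% (5.32 to 7.27) and 3.83% (2.11 to 6.33). In somatic cells thinned alike the shares were 0.236% and 0.405%. The ratio was 0.674 (0.627 to 0.725) without an upper limit on genes.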

Our work confirmed this notion by showing that conditional deletion of *Scf* from Sertoli cells depleted most c-kit^+^ spermatogonia (Figs 5E-H and 6A,D; Fig. S6E,I). Furthermore, we found that *Scf* deletion also led to depletion of most germ cells downstream of c-Kit^+^ spermatogonia (Figs 5E-H and 6B,E; Fig. S6F,J). This is likely caused by the reduced number of c-Kit^+^ progenitors. 

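*Sycp3*, a component of the synaptonemal complex of meiotic chromosomes, was at 1237 CPM in control and 542 CPM in cKO germ cells, a ratio of 0.438 (0.409 to 0.468). After thinning to 1000 UMIs 54.6% of control and 27.0% of cKO germ cells had a UMI of the gene, against 2.96% and 0.253% of somatic cells. Without an upper limit on genes the ratio was 0.506 (0.495 to 0.517). Spermatocyte-like cells numbered 791 in the control and 48 in the cKO library and spermatid-like cells 195 and 18.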

Notably, many genes involved in meiosis entry were transcriptionally inhibited in these cells (Fig. 6G,H), suggesting that the differentiation defect of *Scf*-deficient spermatogonia might be another mechanism. Consistent with this, overexpression of SCF in Sertoli cells exhausted c-Kit^+^ spermatogonia (Fig. 7F,J), but increased the number of their downstream lineages (Fig. 7D,E,H,I,L). In this case, SCF confers an epistatic effect on the differentiation of c-Kit^+^ spermatogonia. Thus, we conclude that SCF/c-Kit signaling plays dual roles in the maintenance and differentiation of differentiating spermatogonia.

## MATERIALS AND METHODS

### Mice

Mice used in this study were maintained in C57BL/6 background, including *Sma-creER* (Sheikh et al., 2015), *Ddx4-creER* (John et al., 2008), *Amh-cre* (Lécureuil et al., 2002), *Kit^MerCreMer^* (Van Berlo et al., 2014), *R26^tdTomato^* (Madisen et al., 2010), *Scf^fl/fl^* (Ding et al., 2012), *Sox9^creER^* (He et al., 2017) and *Scf^GFP^* (Ding et al., 2012)*. Cdh5^creER^* mice were constructed by knocking *creER* into the ATG site of the *Cdh5* gene. *R26^Scf^* mice were constructed by knocking *CAG-loxP-Stop-loxP-Scf* into the *Rosa26* locus. *Tcf21^creER^* mice was constructed by knocking *creER* into the endogenous *Tcf21* locus. Both *Tcf21^creER^* and *Cdh5^creER^* were generated by a knock-in strategy, whereby the ATG site of *Tcf21* or *Cdh5* gene was replaced by a CreER construct by Beijing Biocytogen Co. For induction of CreER activity, 4-week-old mice were treated with 1 mg tamoxifen (Sigma-Aldrich, T5648-5G) daily for 3 days. For long-term induction of CreER activity, mice were treated with 1 mg tamoxifen once every 2 days from 4 to 12 weeks of age. All procedures were approved by the Institutional Animal Care and Use Committees of SIBCB.

### Immunofluorescence analysis

Testes were fixed in 4% paraformaldehyde overnight at 4°C. After dehydration in 30% sucrose for another day, samples were embedded with OCT (Thermo Fisher Scientific, NEG-50-6502) and then sectioned (10 μm thickness) using a cryostat (Leica CM3050S). Sections were incubated with primary antibodies overnight at 4°C and then washed three times in PBS. After a 2 h incubation with secondary antibodies at room temperature, sections were washed in PBS and mounted on slides with Prolong Gold Antifade Reagent (Invitrogen). Antibodies were diluted in PBS buffer containing 10% donkey serum and 0.1% Triton X-100. Images were obtained by Leica TCS SP8 WLL or Leica TCS SP8 STED confocal microscopy.

Primary antibodies used were: anti-DDX4 (1:400; Abcam, ab13840), anti-SMA (1:250; Abcam, ab5694), anti-CD31 (1:250; R&D Systems, AF3628), anti-c-Kit (1:100; R&D Systems, AF1356), anti-GFP (1:400; Aves Labs, GFP-1020), anti-PLZF (1:200; Santa Cruz Biotechnology, sc-28319), anti-STRA8 (1:200; Abcam, ab49602), anti-SOX9 (1:200; Millipore, AB5535), anti-GFRα-1 (1:100; R&D Systems, AF560).

Secondary antibodies used were: donkey anti-rabbit Alexa Fluor 488 (1:500; Invitrogen, A21206), donkey anti-rabbit Alexa Fluor 488 (1:500; Invitrogen, A31572), donkey anti-rabbit Alexa Fluor 647 (1:500; Invitrogen, A31573), donkey anti-goat Alexa Fluor 488 (1:500; Invitrogen, A11055), donkey anti-goat Alexa Fluor 488 (1:500; Invitrogen, A21432), donkey anti-goat Alexa Fluor 647 (1:500; Invitrogen, A21447), donkey anti-chicken Alexa Fluor 488 (1:800; Jackson ImmunoResearch, 703-545-155).

### Histological analysis

Testes were fixed in Bouin's buffer overnight at room temperature, dehydrated through an ethanol series (70%, 80%, 95%, 100%), embedded in paraffin and then sectioned (10 µm thickness) using a Leica manual rotary microtome (Leica Biosystems). After dewaxing and hydration, the sections were stained with H&E and mounted on slides for imaging by BX51 (Olympus) microscopy.

### Flow cytometry

After removal of the tunica albuginea, testes were placed in 10 ml HBSS containing 100 μl 100 mg/ml Collagenase I (Worthington Biochemical, LS004197) and 100 μl 10 mg/ml DNase I (Sigma-Aldrich, 11284932001). Following incubation for 10 min in a shaking bath at 32°C, separated tubules were placed on ice for 5 min to allow for sedimentation by gravity. The supernatant was collected, and pellets were further digested for another 8 min at 32°C in HBSS containing 0.25% trypsin (Gibco, 25200072) and 0.1 ml DNase I (10 mg/ml); 1 ml of fetal bovine serum was added to inactivate trypsin. Cell suspensions were combined and filtered through a nylon mesh with a 70 µm pore size. After centrifugation at 500 ***g*** for 5 min at 4°C, cells were resuspended in 200 μl HBSS buffer, and incubated with CD45-APC (1:200; BioLegend, 103112) and Ter119-APC (1:200; BioLegend, 116212) on ice for 30 min. DAPI (1:1000; Invitrogen) was added to exclude dead cells. Flow cytometry was performed on a Cytoflex LX (Beckman) or Aria SORP (BD Biosciences) flow cytometer.

1n-depletion experiments were performed as previously described (Gaysinskaya et al., 2014). Briefly, testicular cells from *Amh-cre; Scf^fl/f^*^l^ or control mice were stained with Hoechst 33342 and propidium iodide (Thermo Fisher Scientific), and then sorted by flow cytometry to remove haploid germ cells. Flow cytometry was performed on an Aria SORP flow cytometer (BD Biosciences).

### scRNA-seq library preparation and data analysis

A single-cell library was generated using the Chromium Single Cell 3′ Library Kit v2. Sequencing of the library was performed on the Illumina HiSeq X Ten PE150 platform. Aligned reads and gene-barcode matrices were then generated from FASTQ files including Read 1, Read 2 and i7 index using the Cell Ranger (v.2.1.1) processing pipeline.

Further analyses were performed with R package Seurat (v3.1). Genes expressed in fewer than three cells in a sample were excluded. Threshold of unique counts over 3500 or less than 200 was set to filter cell doublets. Low-quality cells that had >10% mitochondrial counts were filtered. ‘LogNormalize’ method was conducted for normalization for each cell based on the total expression. The ‘FindVariableGenes’ function with default set was performed to detect highly variable genes across the single cells. The ‘FindClusters’ function was used to cluster cells into different groups. The key parameters of the ‘FindClusters’ function were set as described below.

For the data of enriched testicular somatic cells, standard data analysis was performed with R package Seurat (v3.1).The data from sorted testicular cells for the 1n-depletion experiment were also integrated to obtain more somatic cells. After principal component analysis (PCA), the selected top 15 principal components (PCs) were used for dimensionality reduction. Then, the ‘FindClusters’ function (resolution=0.3) was used for clustering of all testicular cells. Based on the expression patterns of known germ cell marker gene *Ddx4* and the elongating spermatid marker gene *Tnp1*, the gene expression matrix of testicular somatic cells was extracted for subsequent analysis. After PCA, the selected top ten PCs were used for dimensionality reduction. The ‘FindClusters’ function (resolution=0.08) was used for clustering of all somatic cells. The ‘RuntSNE’ function with default setting was then applied to visualize all somatic cells in the t-SNE plots. The top 100 markers (or all markers if fewer than 100) of each cluster were identified using the ‘FindMarkers’ function and applied to plot a heatmap for marker genes.

For comparative analyses, we first performed integrated analyses on the scRNA-seq data from control and conditional knockout testes with R package Seurat (v3.1), which promotes the identification of common cell types and enables comparative analyses (Stuart et al., 2019). The highly variably genes for all cells were selected as described above to perform PCA. The selected top 20 PCs were then used for dimensionality reduction (the number of components was determined based on standard deviations of the PCs in a plateau region of an ‘elbow plot’). Subsequently, the ‘FindClusters’ function (resolution=0.5) was used for clustering of all testicular cells. By use of the ‘RunUMAP’ function, 19 initially identified cell clusters were visualized in the UMAP plot.

According to the expression pattern of the known germ cell marker gene *Ddx4* and the elongating spermatids marker gene *Tnp1*, testicular cells were divided into somatic cell and germ cell clusters, then the expression matrix of cells in the germ cell clusters was extracted for subsequent analysis. The highly variable genes for the germ cells were used to perform PCA and then the top 25 PCs were selected for dimensionality reduction. The ‘FindClusters’ function (resolution=0.3) was used for clustering of all germ cells. The ‘RunUMAP’ function with default setting was then applied to visualize all germ cells in the UMAP plots. Eight cell clusters were initially identified, and then merged according to the expression patterns of canonical marker genes (four neighboring clusters were assigned as the spermatocyte group). The top 120 markers (or all markers if fewer than 120) of each cluster were identified using the ‘FindMarkers’ function and applied to plot a heatmap for maker genes. GO analysis was performed using Metascape (Zhou et al., 2019).

### scRNA-seq by Smart-seq2

Single Tomato^+^ cells from testes of *Amh-cre; R26^tdTomato^* and *Sma-creER; R26^tdTomato^* mice were sorted into 96-well plates (Bio-Rad, HSP9601) on a 4^○^C holder and subjected to a full-length scRNA-seq protocol (Smart-seq2). In brief, cells were lysed in single-cell RNA lysis buffer containing 0.2% Triton X-100, then subjected to reverse transcription with SuperScript II reverse transcriptase (Invitrogen) and whole transcription amplification with KAPA HiFi HotStart ReadyMix (2×; KAPA Biosystems). PCR products were purified with AMPure XP beads (Agencourt) and quantified with a Qubit dsDNA HS Assay Kit (Thermo Fisher). cDNA libraries were constructed with a Nextera XT DNA Library Preparation Kit (Illumina) and were sequenced on an Illumina HiSeq X Ten instrument in 150-bp paired-end-read mode by Novogene. The sequencing quality of all raw sequencing data was evaluated by FASTQC. Reads were mapped to the mouse GRCm38 genome assemblies by STAR with default settings. Uniquely aligned reads were counted by RSEM. Transcripts per million (TPM) gene expression values were used for subsequent analysis in Seurat.

### Quantitative real-time PCR

Cells were sorted directly into TRIzol (Life Technologies). RNA was reverse-transcribed using SuperScript III Reverse Transcriptase (Life Technologies). Quantitative real-time PCR was performed using SYBR green on a LightCycler 96 system (Roche). Primers were: β-actin: 5′-CGTCGACAACGGCTCCGGCATG-3′ and 5′-GGGCCTCGTCACCCACATAGGAG-3′; *Scf*: 5′-TTGTTACCTTCGCACAGTGG-3′ and 5′-AATTCAGTGCAGGGTTCACA-3′; *Gdnf*: 5′-GCCACTTGGAGTTAATGTCC-3′ and 5′-CTTCGAGAAGCCTCTTACCG-3′.

### Western blots

For *Amh-cre; Scf^fl/fl^* and control mice, whole testicular cells were prepared by an enzymatic digestion and centrifugation protocol that enriches Sertoli cells (Bernardino et al., 2018). For *Kit^creER^; Scf^fl/fl^* and *Cdh5^creER^; Scf^fl/fl^* mice, biotin anti-c-Kit microbeads (BioLegend, 105803, MACS, 130-090-485) and anti-CD31 microbeads (Miltenyi Biotec, 130-097-418) were used to enrich c-Kit^+^ and Cdh5^+^ cells, respectively. For *Sma^creER^; R26^tdTomato^; Scf^fl/fl^*, *Tcf21^creER^; R26^tdTomato^; Scf^fl/fl^*, and their control mice, *SMA*^+^ and *Tcf21*^+^ stromal cells were purified by fluorescence-activated cell sorting based on Tomato expression (purity >90%). For *Cdh5^creER^; R26^Scf^* and control mice, whole testicular cells were prepared without enriching any specific cell types. Proteins (from no fewer than 200,000 cells) were extracted using the Minute™ Total Protein Extraction Kit (Invent Biotechnologies, SD-001), separated by 10% SDS-PAGE gel, and blotted with anti-SCF antibody (Abcam, ab64677). Images were obtained with a MiniChemi 610 chemiluminescent imager (Sage Creation, Beijing, China). Quantification analyses of the western blots were performed using ImageJ.

### Statistical analysis

Statistical values were obtained from at least three independent samples in each experiment. Unless otherwise specified, data were analyzed using GraphPad Prism7 following standard two-tailed Student's *t*-tests, and data are given as mean±s.d. *P*<0.05 was considered as a significant difference.

## Supplementary Material

Click here for additional data file.

10.1242/develop.200706_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Sertoli cells are the source of stem cell factor for spermatogenesis
**Source:** Development. 2023 Mar 20;150(6):dev200706. doi: 10.1242/dev.200706
**Supplement:** Supplementary information

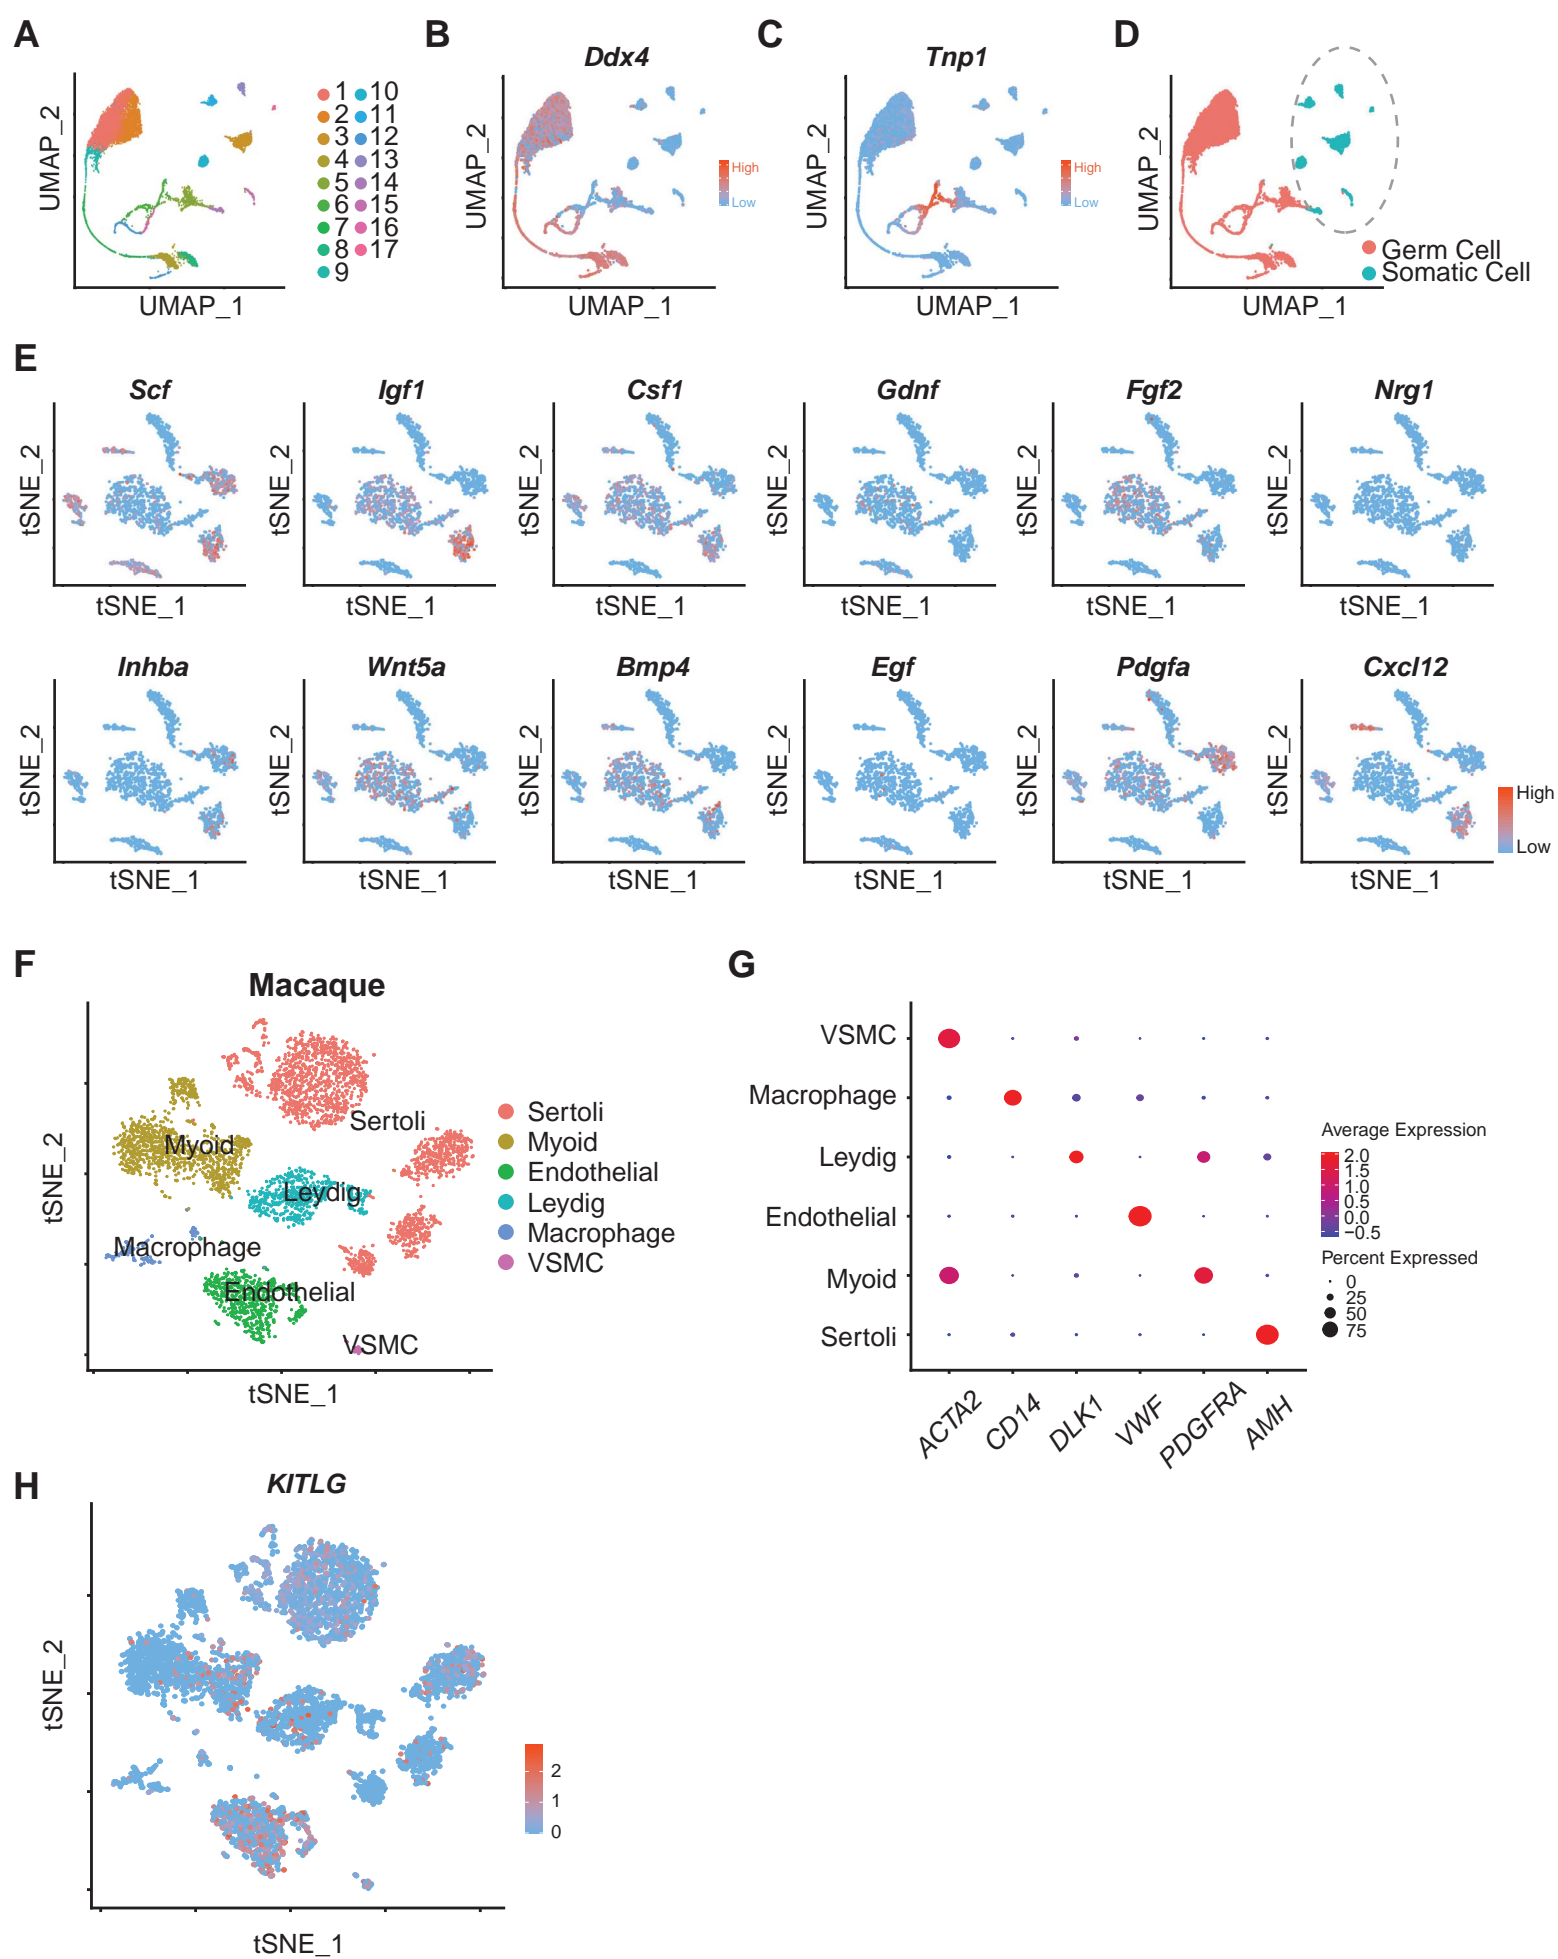

**Fig. S1. Clustering analysis of single cell RNA-sequencing data from testicular cells.**

- (A) UMAP and clustering analysis of single-cell transcriptome data from total 11209 testicular cells.
- (B, C) UMAP plots showing expression patterns of germ cell specific marker gene *Ddx4* (B) and elongating spermatid marker gene *Tnp1* (C).
- (D) UMAP plot showing the assigned germ cell cluster and somatic cell cluster. Gene expression matrix for the gated cells was extracted for further analyses.
- (E) Gene expression patterns of known growth factors in testicular somatic cells visualized on t-SNE spaces.
- (F) t-SNE and clustering analysis of single-cell transcriptome data from macaque testicular somatic cells (1).
- (G) Dot-plot showing the expression patterns of distinct cell specific marker genes in six somatic cell clusters.
- (H) Gene expression patterns of SCF in testicular somatic cells visualized on t-SNE spaces.

**Reference:**

1. Lau X, Munusamy P, Ng MJ, & Sangrithi M (2020) Single-Cell RNA Sequencing of the Cynomolgus Macaque Testis Reveals Conserved Transcriptional Profiles during Mammalian Spermatogenesis. *Dev Cell* 54(4):548-566 e547.

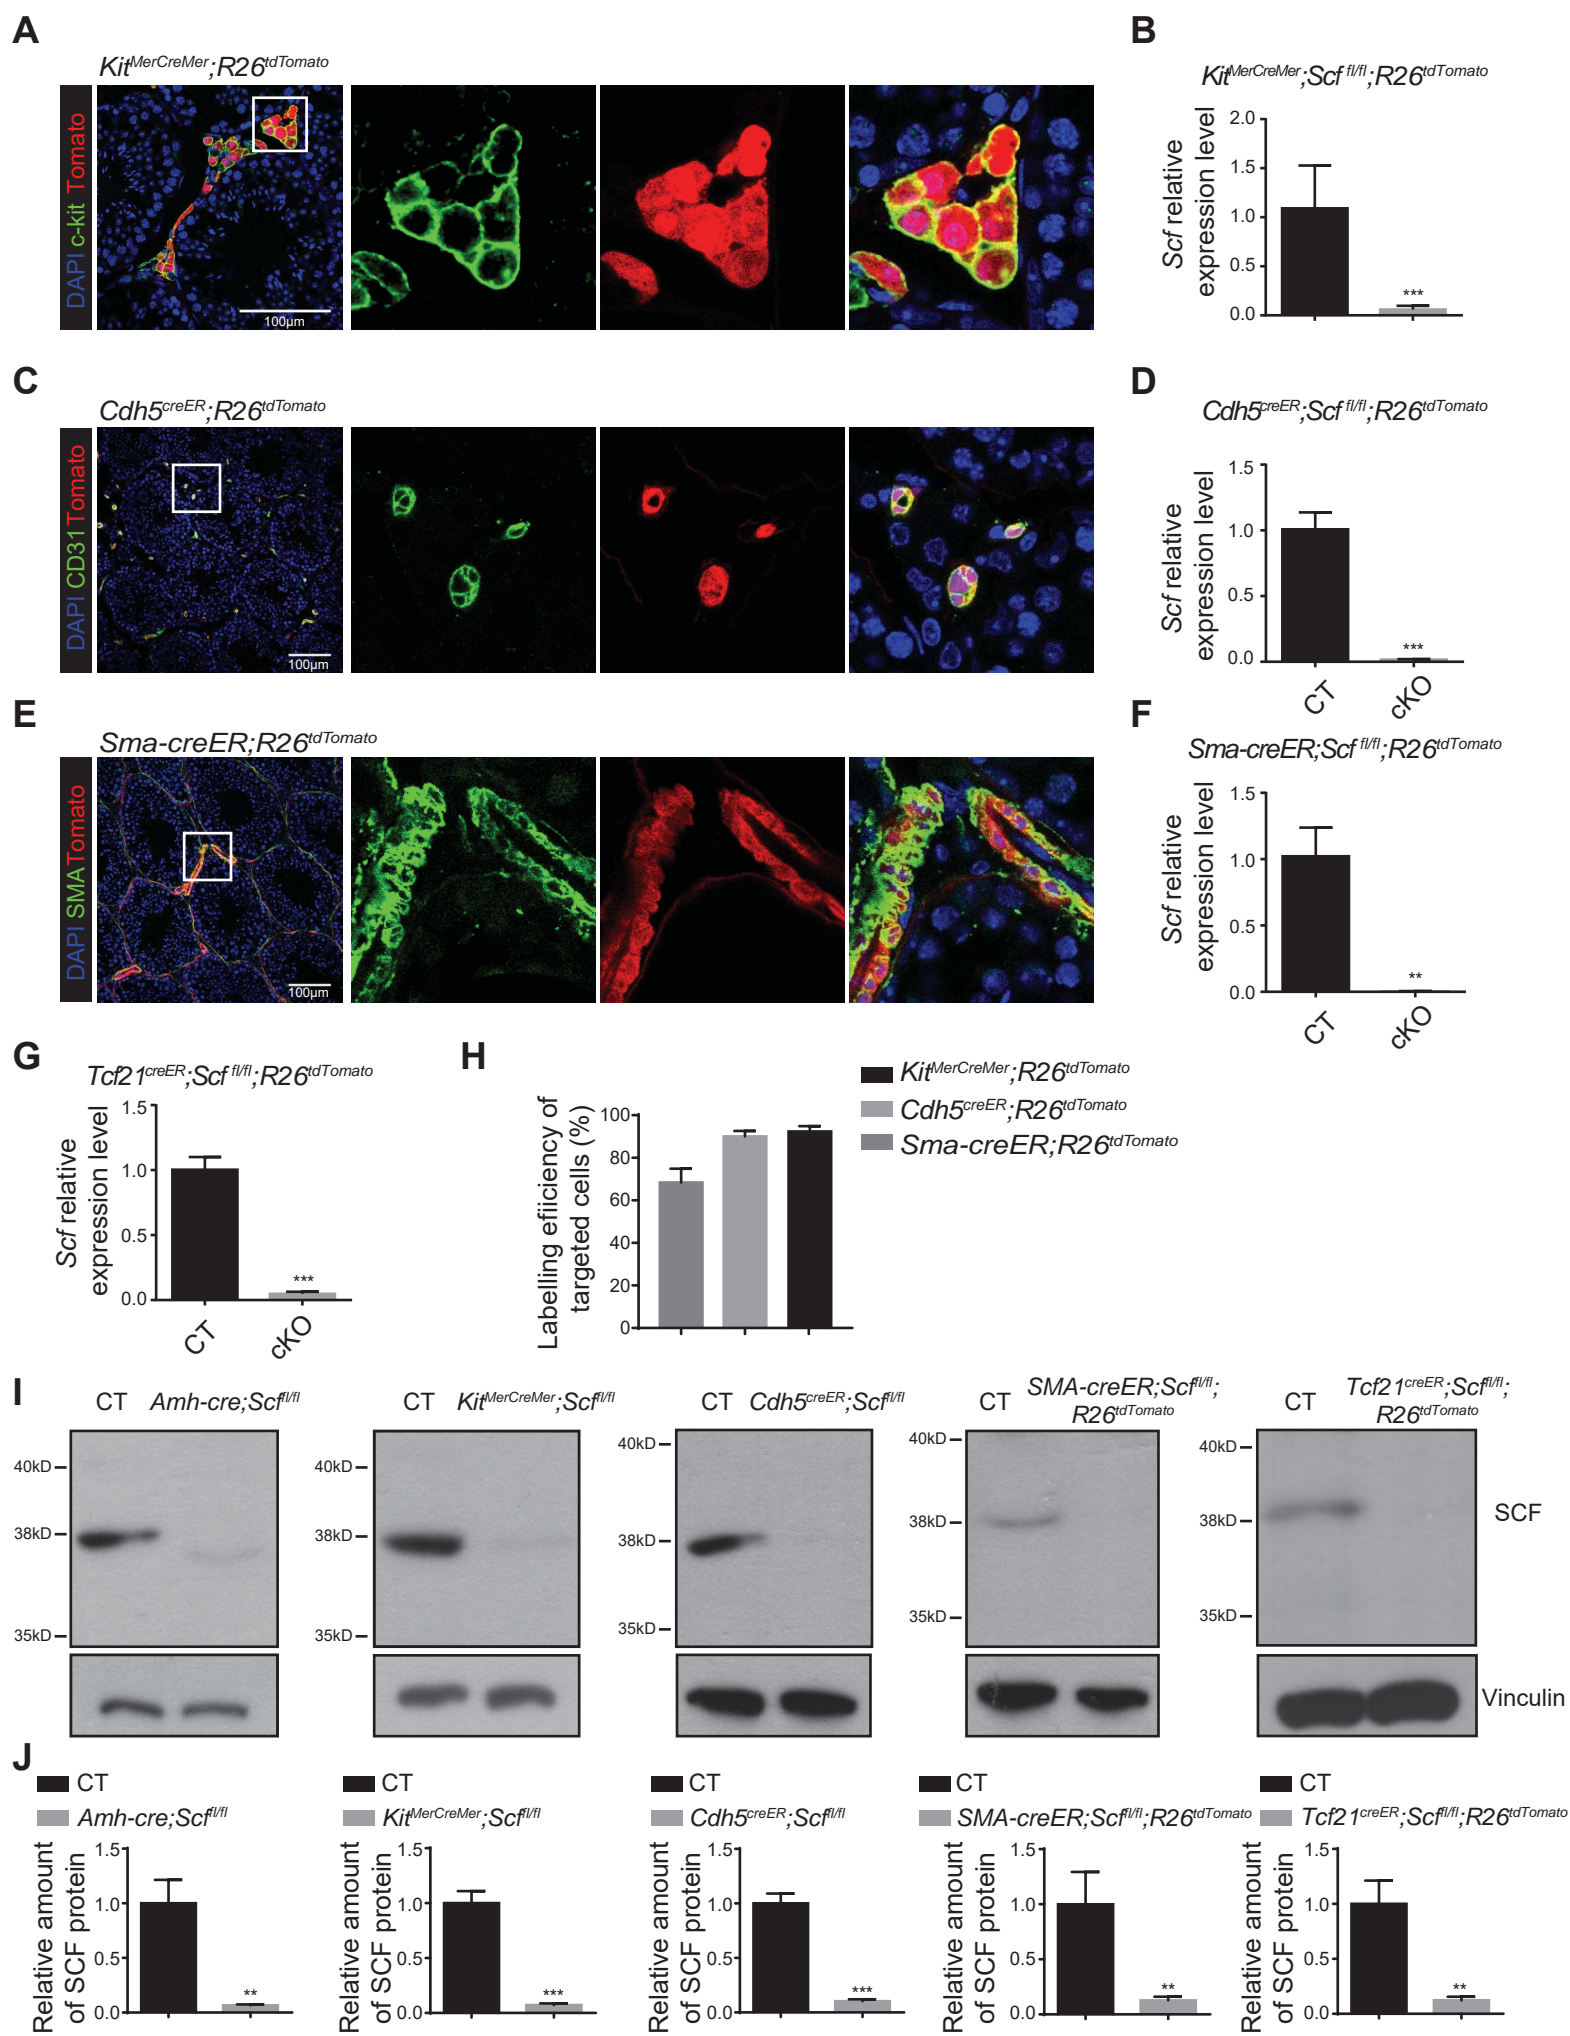

**Fig. S2. Efficient deletion of *Scf* in targeted cell types.**

- (A) Confocal imaging of testis sections from 6-week-old *Kit<sup>MerCreMer</sup>; R26<sup>tdTomato</sup>* mice that were stained with anti-c-kit antibody. Mice were treated with tamoxifen at 4 weeks of age. (n=3 mice from 3 independent experiments)
- (B) Relative expression of *Scf* transcripts in sorted Tomato<sup>+</sup> cells from *Kit<sup>MerCreMer</sup>; Scf<sup>fl/fl</sup>; R26<sup>tdTomato</sup>* (cKO) and *Kit<sup>MerCreMer</sup>; R26<sup>tdTomato</sup>* mice (CT) treated with tamoxifen at 4 weeks of age. \*\*\*p < 0.001 (n=3 mice from 3 independent experiments)
- (C) Confocal imaging of testis sections from 6-week-old *Cdh5<sup>creER</sup>; R26<sup>tdTomato</sup>* mice that were stained with anti-CD31 antibody. Mice were treated with tamoxifen at 4 weeks of age. (n=3 mice from 3 independent experiments)
- (D) Relative expression of *Scf* transcripts in sorted Tomato<sup>+</sup> cells from *Cdh5<sup>creER</sup>; Scf<sup>fl/fl</sup>; R26<sup>tdTomato</sup>* (cKO) and *Cdh5<sup>creER</sup>; R26<sup>tdTomato</sup>* mice (CT) treated with tamoxifen at 4-weeks of age. \*\*\*p < 0.001 (n=3 mice from 3 independent experiments)
- (E) Confocal imaging of testis sections from 6-week-old *Sma-creER; R26<sup>tdTomato</sup>* mice that were stained with anti-SMA antibody. Mice were treated with tamoxifen at 4 weeks of age. (n=3 mice from 3 independent experiments)
- (F) Relative expression of *Scf* transcripts in sorted Tomato<sup>+</sup> cells from *Sma-creER; Scf<sup>fl/fl</sup>; R26<sup>tdTomato</sup>* (cKO) and *Sma-creER; R26<sup>tdTomato</sup>* mice (CT) treated with tamoxifen at 4-weeks of age. \*\*p < 0.01 (n=3 mice from 3 independent experiments)
- (G) Relative expression of *Scf* transcripts in sorted Tomato<sup>+</sup> cells from *Tcf21<sup>creER</sup>; Scf<sup>fl/fl</sup>; R26<sup>tdTomato</sup>* (cKO) and *Tcf21<sup>creER</sup>; R26<sup>tdTomato</sup>* mice (CT) treated with tamoxifen at 4-weeks of age. \*\*\*p < 0.001 (n=3 mice from 3 independent experiments)

(H) Quantification results of (A-E) showing the labelling efficiencies of Tomato in Leydig cells, endothelial cells and vascular smooth muscle cells in testes from *Kit<sup>MerCreMer</sup>; R26<sup>tdTomato</sup>*, *Cdh5<sup>creER</sup>; R26<sup>tdTomato</sup>* and *Sma-creER; R26<sup>tdTomato</sup>* mice, respectively.

(I) Western-blot analysis revealed efficient depletion of SCF protein from *Amh-cre; Cdh5<sup>creER</sup>; Scf<sup>fl/fl</sup>*, *Kit<sup>creER</sup>; Scf<sup>fl/fl</sup>*, *Sma-creER; Scf<sup>fl/fl</sup>*, *R26<sup>tdTomato</sup>* and *Tcf21<sup>creER</sup>; Scf<sup>fl/fl</sup>*; *R26<sup>tdTomato</sup>* mice. Procedure of cell preparation was described in the method section.

(n=3 mice per genotype from 3 independent experiments)

(J) Quantification of the western blots in (I). Expression levels of SCF protein were normalized to Vinculin. \*\*p < 0.01, \*\*\*p < 0.001.

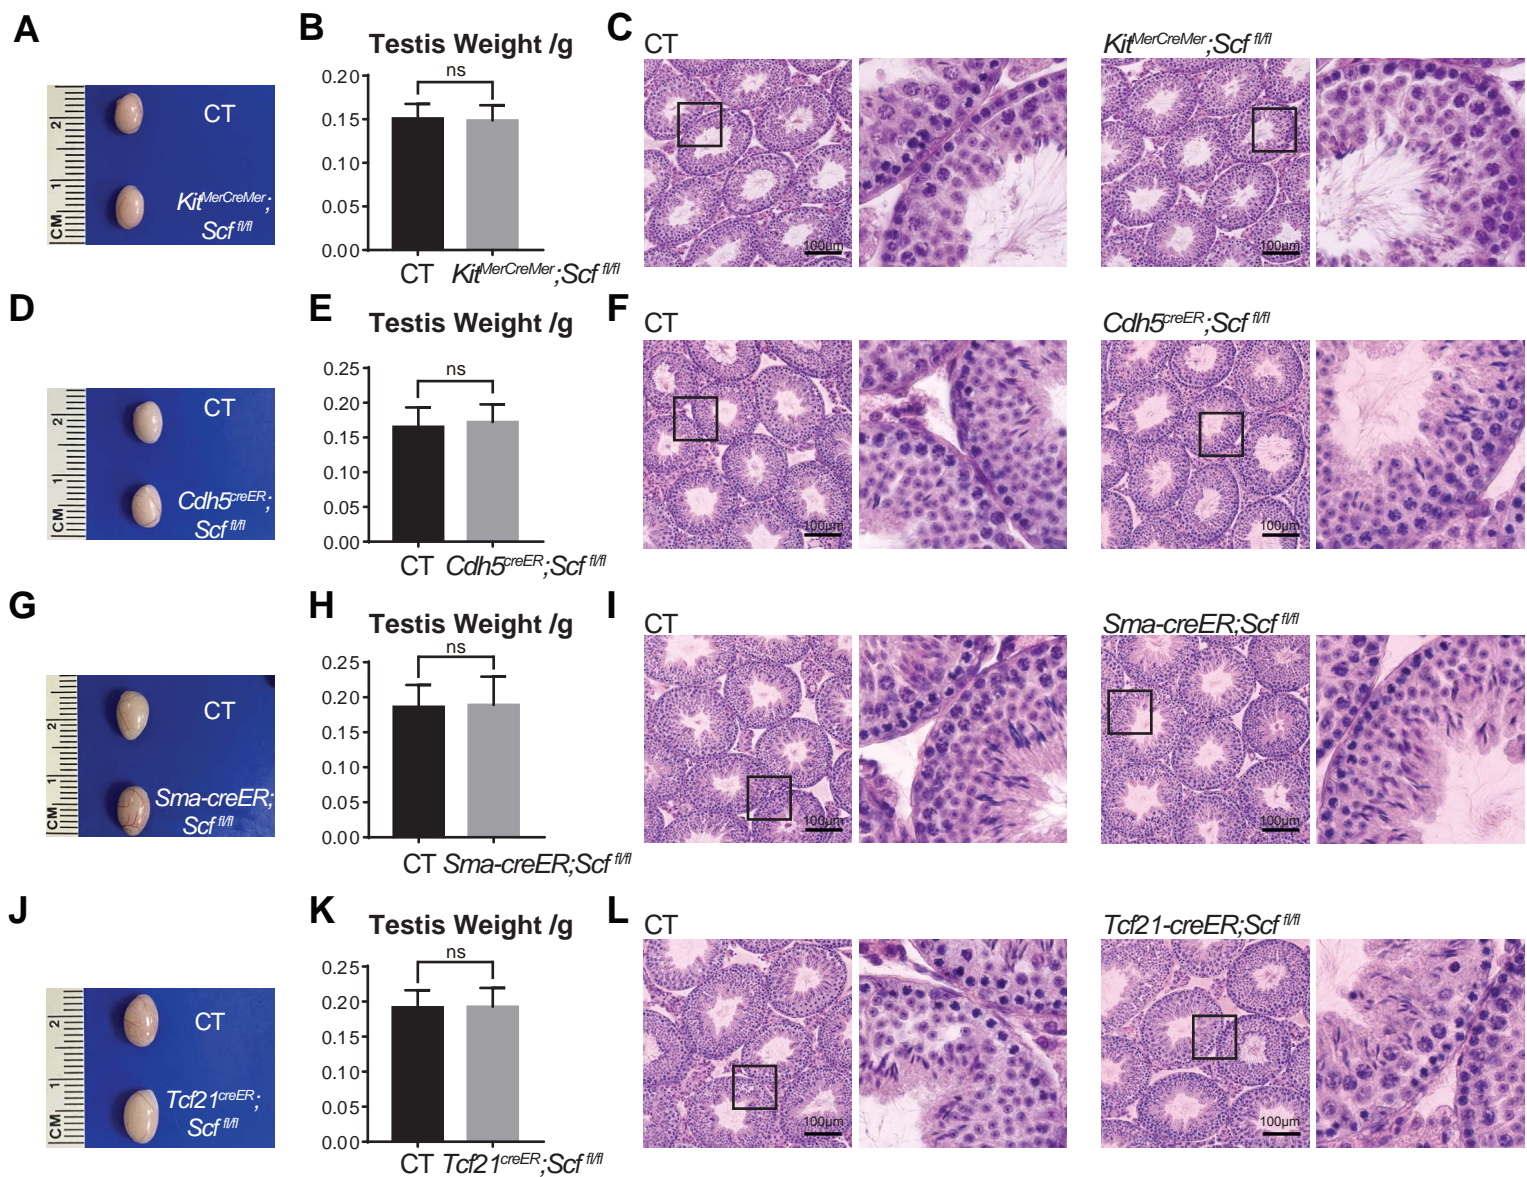

**Fig.S3. Deletion of *Scf* from Sertoli cells, but not from Leydig, endothelial, smooth muscle cells or *Tcf21*<sup>+</sup> peritubular mesenchymal cells, blocks spermatogenesis.**

(A-C) The size (A), weight (B) and H&E-stained sections (C) of testes from 12-week-old *Kit<sup>MerCreMer</sup>; Scf<sup>fl/fl</sup>* and control mice treated with tamoxifen once every two days from 4 to 12 weeks of age. Two-tailed Student's t test was used to assess statistical significance. (n=5 mice from 3 independent experiments)

(D-F) The size (D), weight (E) and H&E-stained sections (F) of testes from 12-week-old *Cdh5-creER; Scf<sup>fl/fl</sup>* and control mice treated with tamoxifen once every two days from 4 to 12 weeks of age. Two-tailed Student's t test was used to assess statistical significance. (n=5 mice from 3 independent experiments)

(G-I) The size (G), weight (H) and H&E-stained sections (I) of testes from 12-week-old *Sma-creER*; *Scf<sup>fl/fl</sup>* and control mice treated with tamoxifen once every two days from 4 to 12 weeks of age. Two-tailed Student's t test was used to assess statistical significance. (n=5 mice from 3 independent experiments)

(J-L) The size (J), weight (K) and H&E-stained sections (L) of testes from 12-week-old *Tcf21<sup>creER</sup>*; *Scf<sup>fl/fl</sup>* and control mice treated with tamoxifen once every two days from 4 to 12 weeks of age. Two-tailed Student's t test was used to assess statistical significance. (n=5 mice from 3 independent experiments)

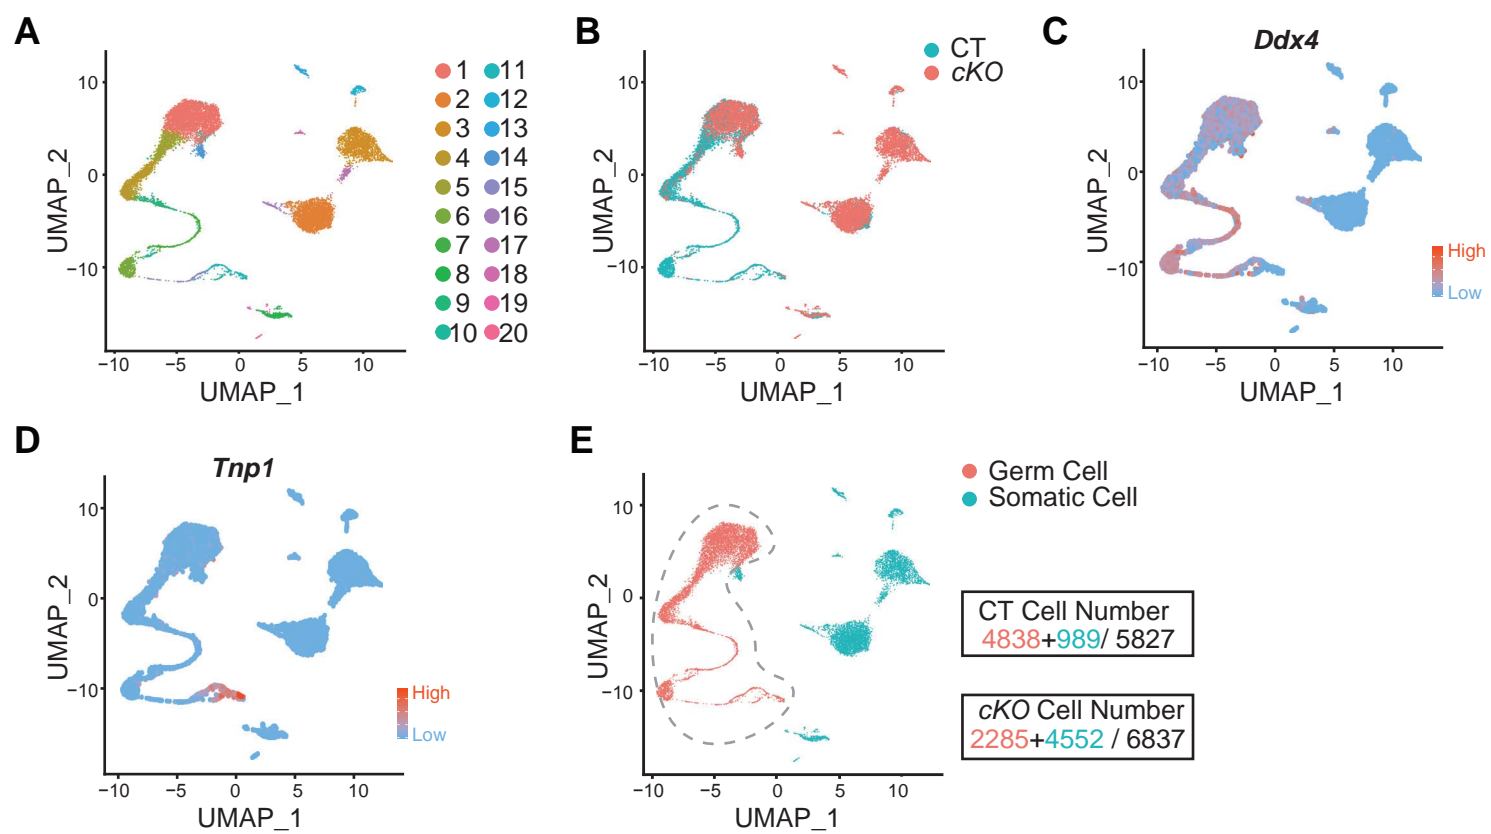

**Fig. S4. Clustering analysis of the integrated scRNA-seq data from control and *Scf* deficient testicular cells.**

(A) UMAP and clustering analysis of integrated single-cell transcriptome data from control and *Scf* conditional knockout testicular cells.

(B) Visualization of the source of each cell in the UMAP space.

(C, D) UMAP plots showing expression pattern of germ cell specific marker gene *Ddx4* (C) or elongating spermatid marker gene *Tnp1* (D).

(E) UMAP plot showing the assigned germ cell cluster and somatic cell cluster. The numbers of germ cells and somatic cells of testes from 6-week-old *Scf<sup>fl/fl</sup>* and *Amh-cre*; *Scf<sup>fl/fl</sup>* mice are shown. Gene expression matrix for the gated cells was extracted for further analyses.

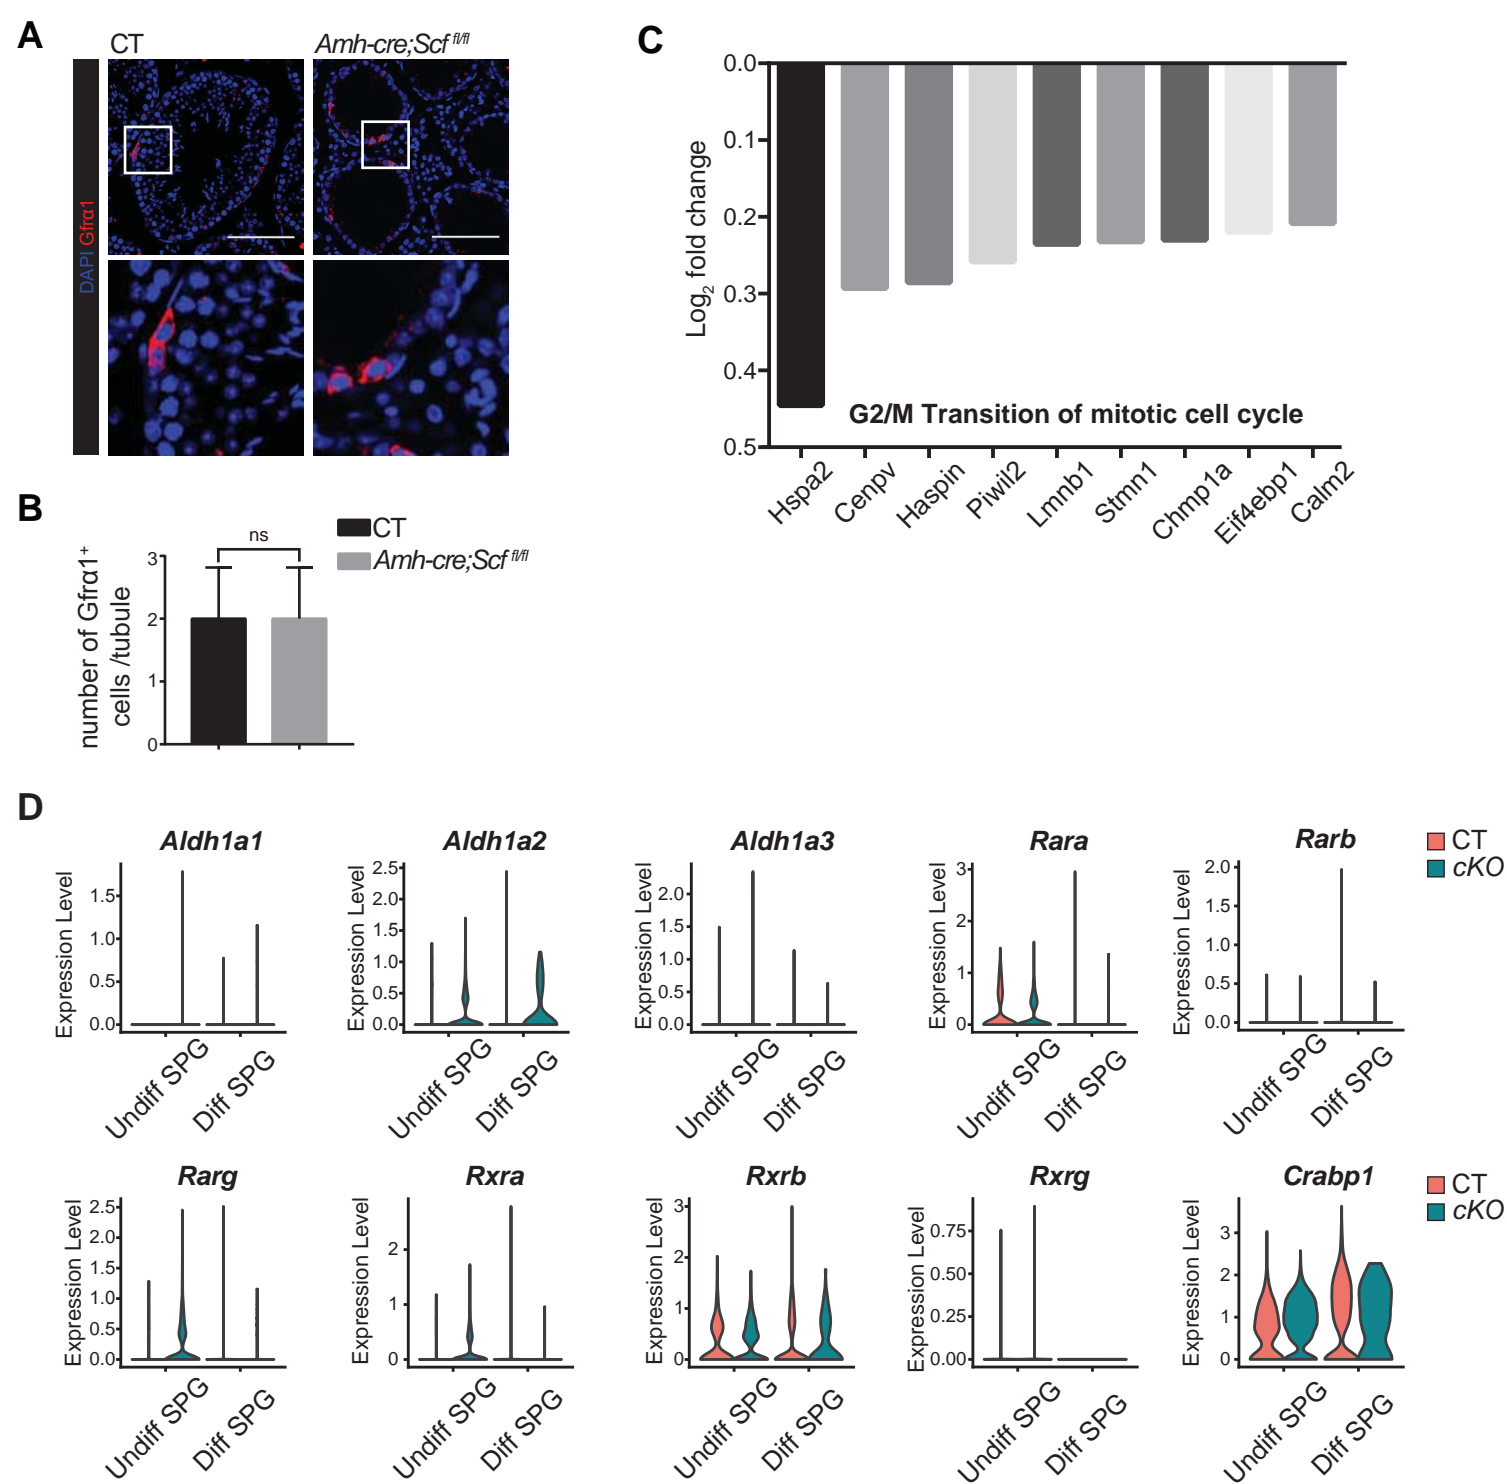

**Fig. S5. Comparison analysis of scRNA-seq profiles of *Amh-cre; Scf<sup>fl/fl</sup>* and control spermatogonia**

(A-B) Confocal imaging of testis sections from 6-week-old old *Amh-cre; Scf<sup>fl/fl</sup>* and control mice that were stained with anti-Gfra1 antibody (A). The number of Gfra1<sup>+</sup> spermatogonia (B) per tubule were quantified according to the imaging results.

(C) Relative expression levels of DEGs which are enriched in G2/M transition of mitotic cell cycle.

(D) Violin plots showing the expression patterns of key regulators involved in RA signaling in undifferentiated or differentiating spermatogonia from *Amh-cre; Scf<sup>fl/fl</sup>* and control mice.

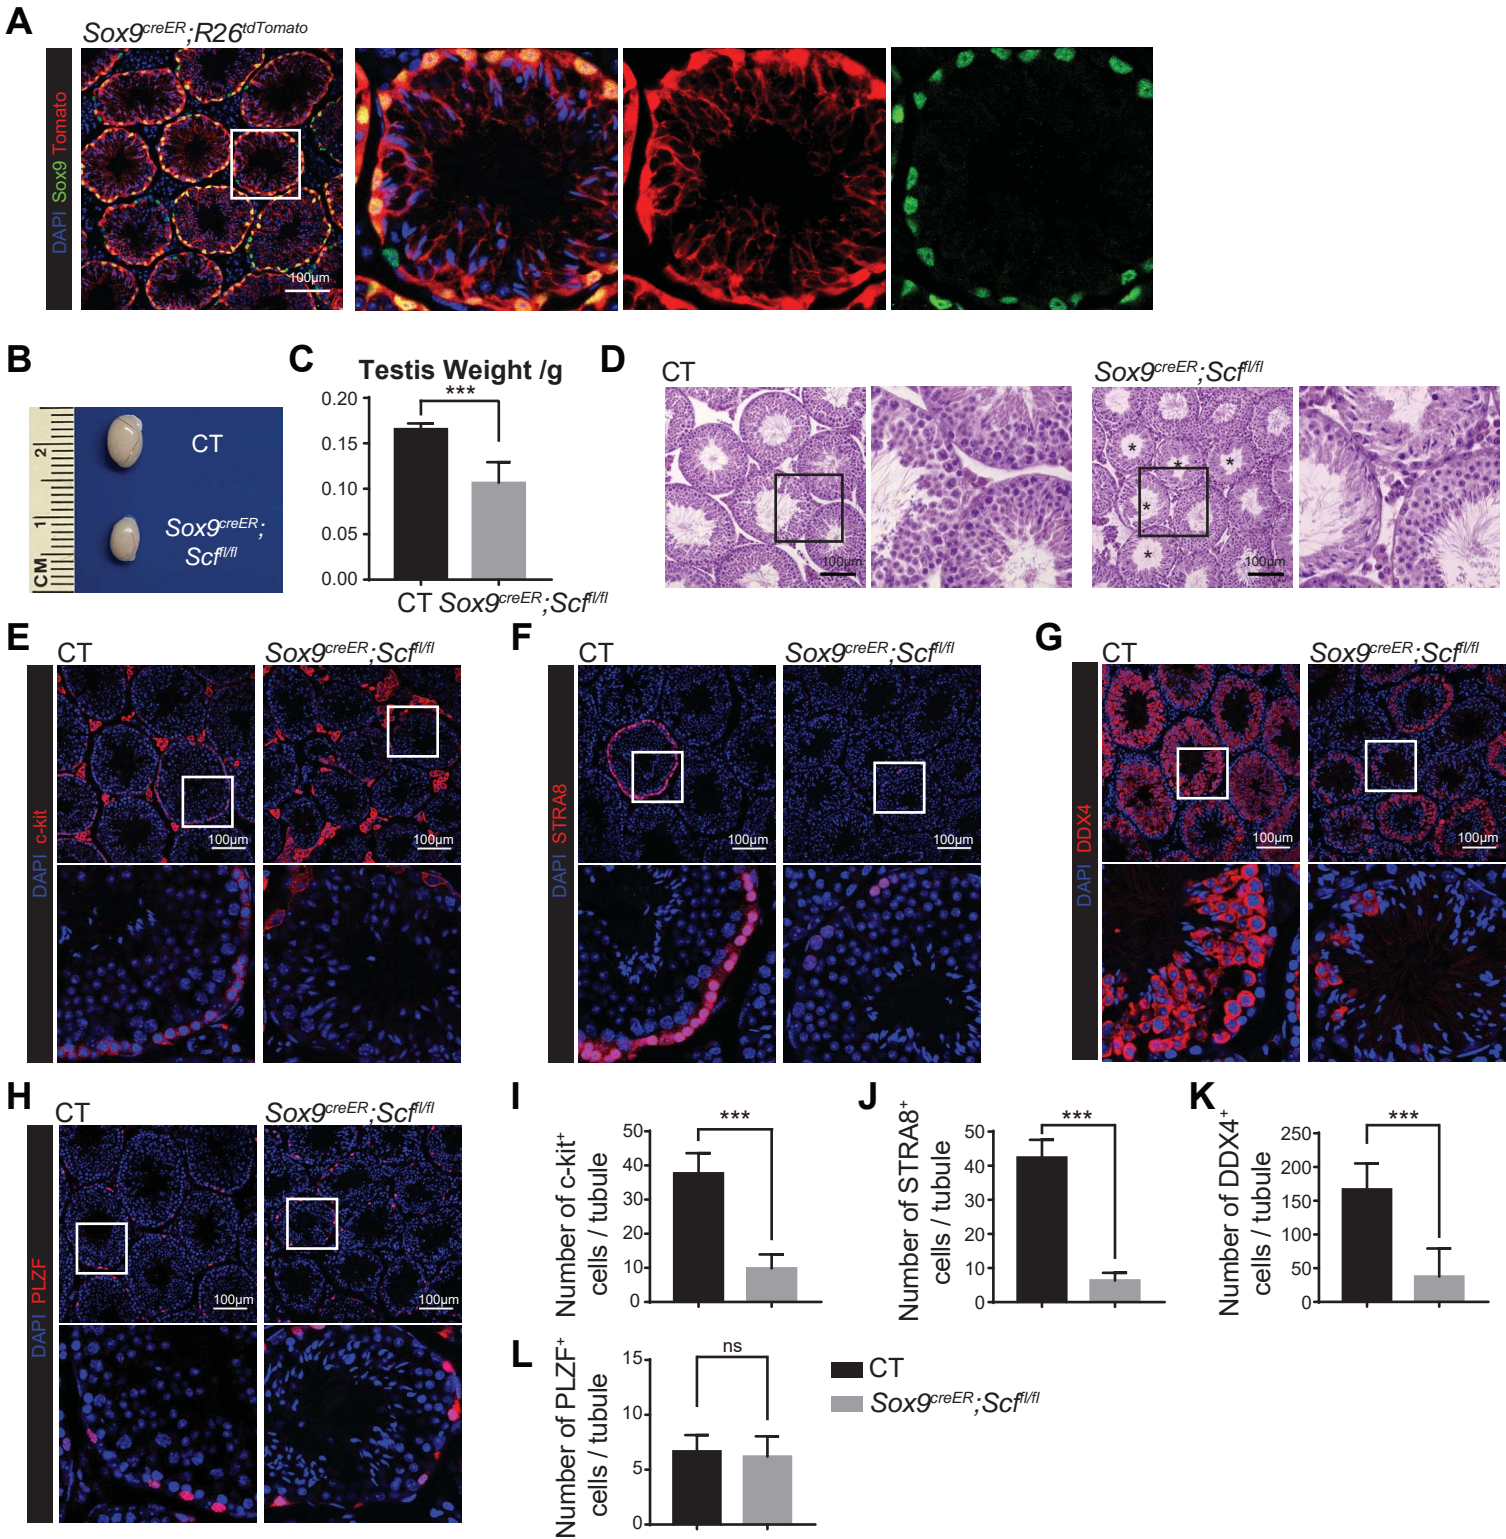

**Fig. S6. Comparison analysis of testes from 6-week-old *Sox9<sup>creER</sup>; Scf<sup>fl/fl</sup>* and control mice**

(A) Confocal imaging of testis sections from 6-week-old *Sox9<sup>creER</sup>; R26<sup>tdTomato</sup>* mice that were stained with anti-SOX9 antibody. Mice were treated with tamoxifen at 4 weeks of age. (n=3 mice from 3 independent experiments)

(B-D) The size (B), weight (C) and H&E-stained sections (D) of testes from 6-week-old *Sox9<sup>creER</sup>; Scf<sup>fl/fl</sup>* and control mice. Mice were treated with tamoxifen at 4 weeks of age. Two-tailed Student's t test was used to assess statistical significance. \*\*p < 0.01 (n=5 mice from 3 independent experiments)

(E-L) Confocal imaging of testis sections from 6-week-old old *Sox9<sup>creER</sup>; Scf<sup>fl/fl</sup>* and control mice that were stained with anti-c-kit (E), anti-STRA8 (F), anti-DDX4 (G) and anti-PLZF antibody (H), respectively. The numbers of c-kit<sup>+</sup> (I), STRA8<sup>+</sup> (J), DDX4<sup>+</sup> (K), PLZF<sup>+</sup> (L) germ cells per tubule were quantified according to the imaging results. Two-tailed Student's t tests were used to assess statistical significance. ns, not significant; \*\*\*p < 0.001 (n=5 mice from 3 independent experiments)

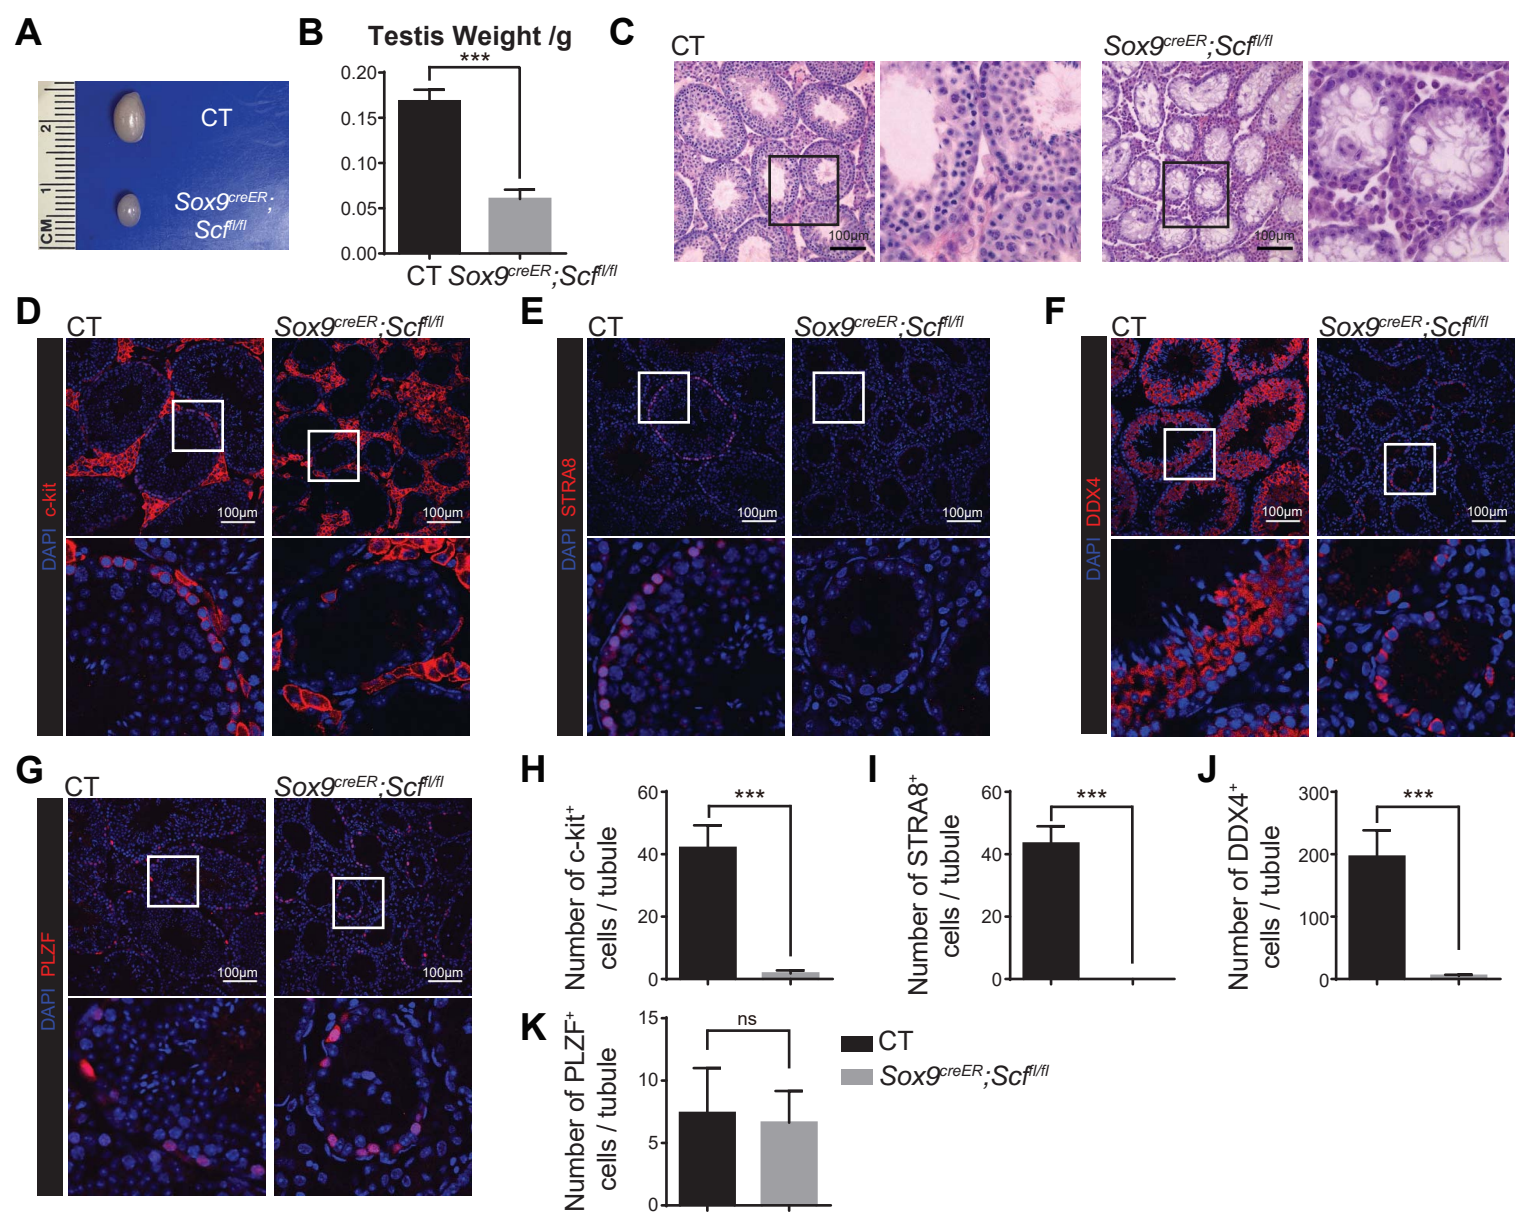

**Fig. S7. Comparison analysis of testes from 12-week-old *Sox9<sup>creER</sup>; Scf<sup>fl/fl</sup>* and control mice**

(A-C) The size (A), weight (B) and H&E-stained sections (C) of testes from 12-week-old *Sox9<sup>creER</sup>; Scf<sup>fl/fl</sup>* and control mice. Mice were treated with tamoxifen once every two days from 4 to 12 weeks of age. Two-tailed Student's t test was used to assess statistical significance. \*\*\*p < 0.001 (n=5 mice from 3 independent experiments)

(D-G) Confocal imaging of testis sections from 12-week-old old *Sox9<sup>creER</sup>; Scf<sup>fl/fl</sup>* and control mice that were stained with anti-c-kit (D), anti-STRA8 (E), anti-DDX4 (F) and anti-PLZF antibody (G), respectively. The numbers of c-kit<sup>+</sup> (H), STRA8<sup>+</sup> (I), DDX4<sup>+</sup> (J), PLZF<sup>+</sup> (K) germ cells per tubule were quantified according to the imaging results. Two-tailed Student's t tests were used to assess statistical significance. ns, not significant; \*\*\*p < 0.001 (n=5 mice from 3 independent experiments)

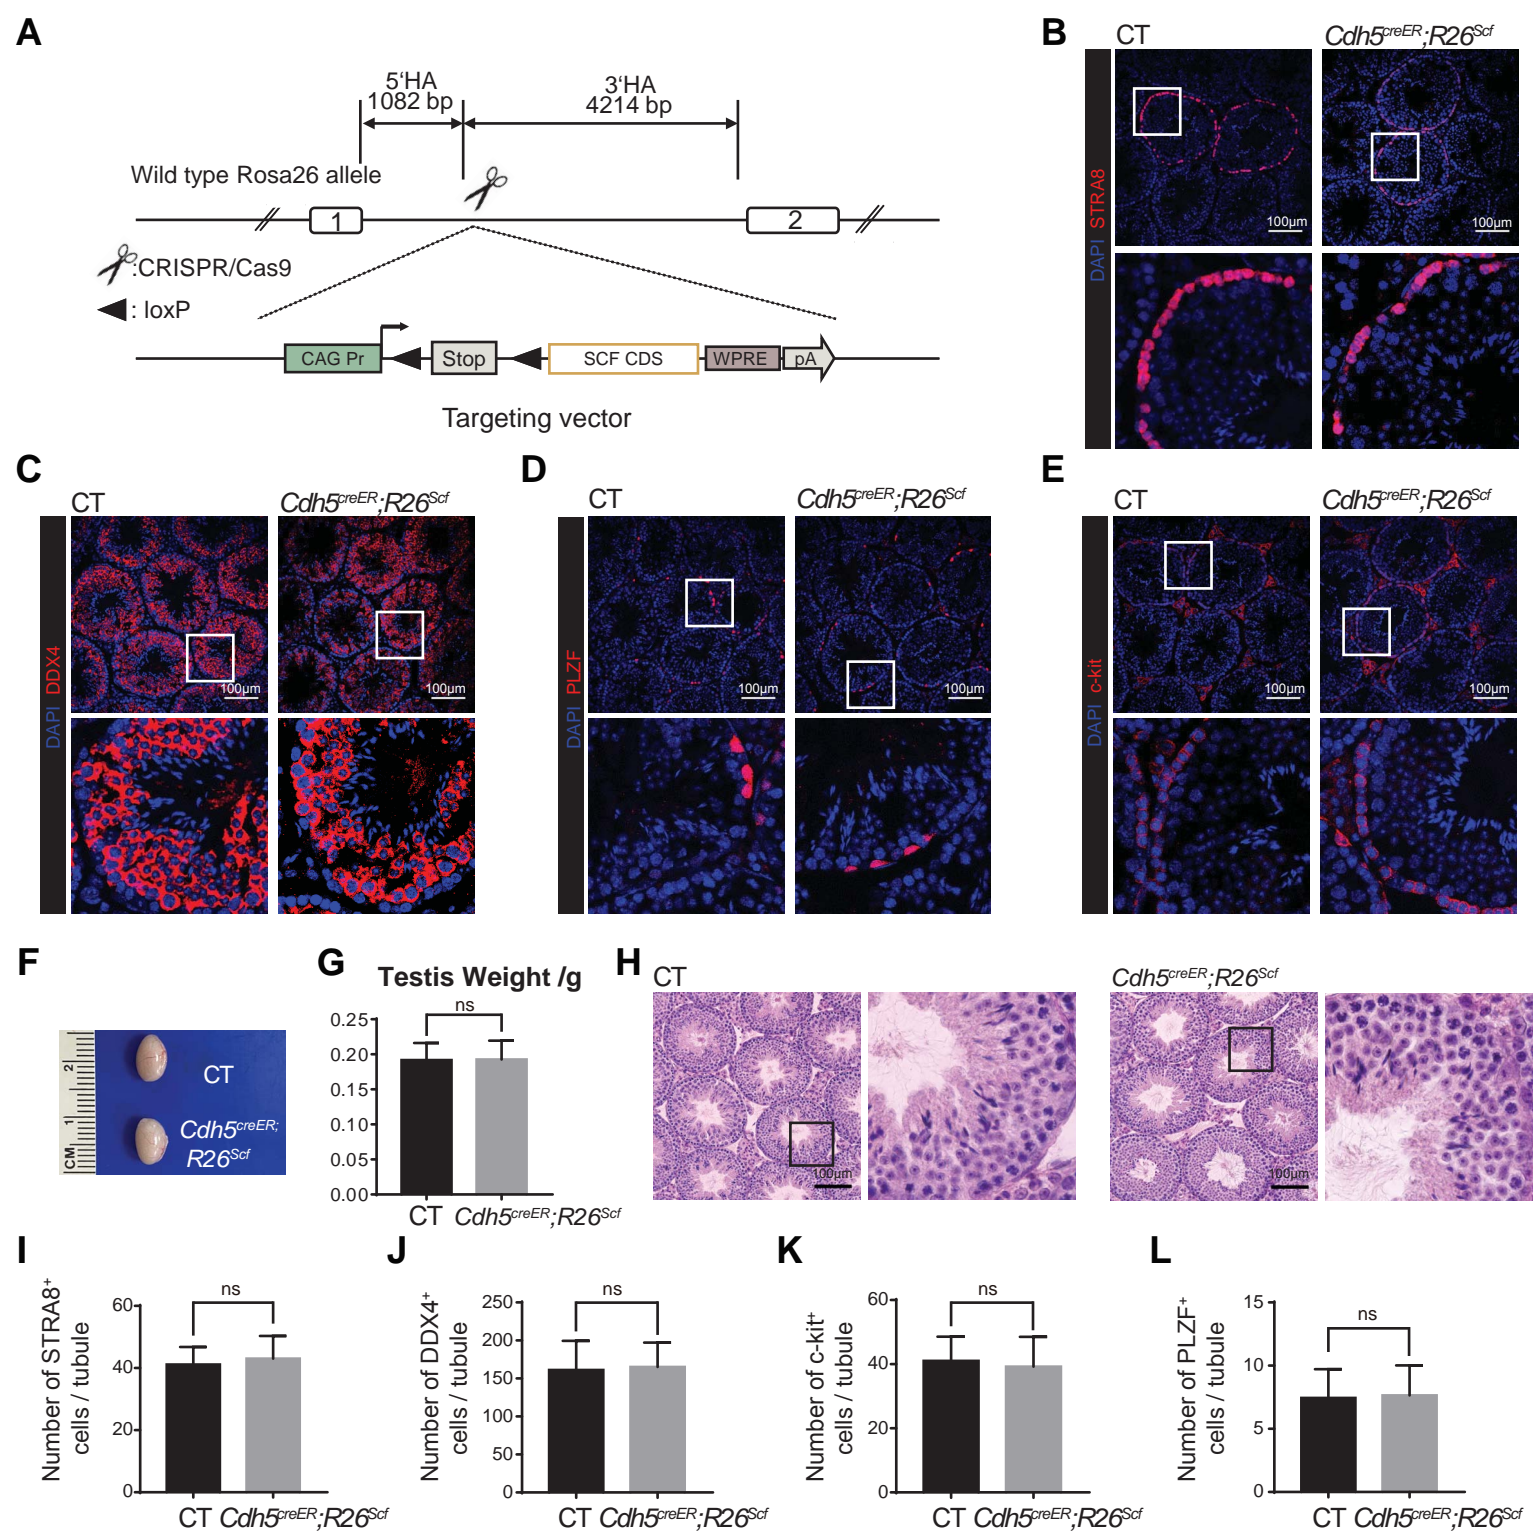

**Fig. S8. Overexpression of *Scf* from endothelial cells does not affect spermatogenesis.**

(A) Schematic showing the strategy for generating *R26<sup>Scf</sup>* knockin mice.

(B-E) Confocal imaging of testis sections from 6-week-old *Cdh5<sup>creER</sup>; R26<sup>Scf</sup>* and control mice that were stained with anti-STRA8 (B), anti-DDX4 (C), anti-c-kit (D), and anti-PLZF (E), respectively. Mice were treated with tamoxifen at 4 weeks of age.

(F-H) The size (F), weight (G) and H&E-stained sections (H) of testes from 12-week-old *Cdh5<sup>creER</sup>; R26<sup>Scf</sup>* and control mice. Mice were treated with tamoxifen every two days at 4 weeks of age. Two-tailed Student's t test was used to assess statistical significance. ns, not significant (n=5 mice from 3 independent experiments)

(I-L) Quantification of the STRA8<sup>+</sup> (I), DDX4<sup>+</sup> (J), c-kit<sup>+</sup> (K), and PLZF<sup>+</sup> (L) germ cells of 12-week-old *Cdh5<sup>creER</sup>; R26<sup>Scf</sup>* and control mice after long-term tamoxifen treatment. 4-week-old mice were treated with tamoxifen every two days before analysis at 12 weeks of age. Two-tailed Student's t tests were used to assess statistical significance. ns, not significant (n=5 mice from 3 independent experiments)

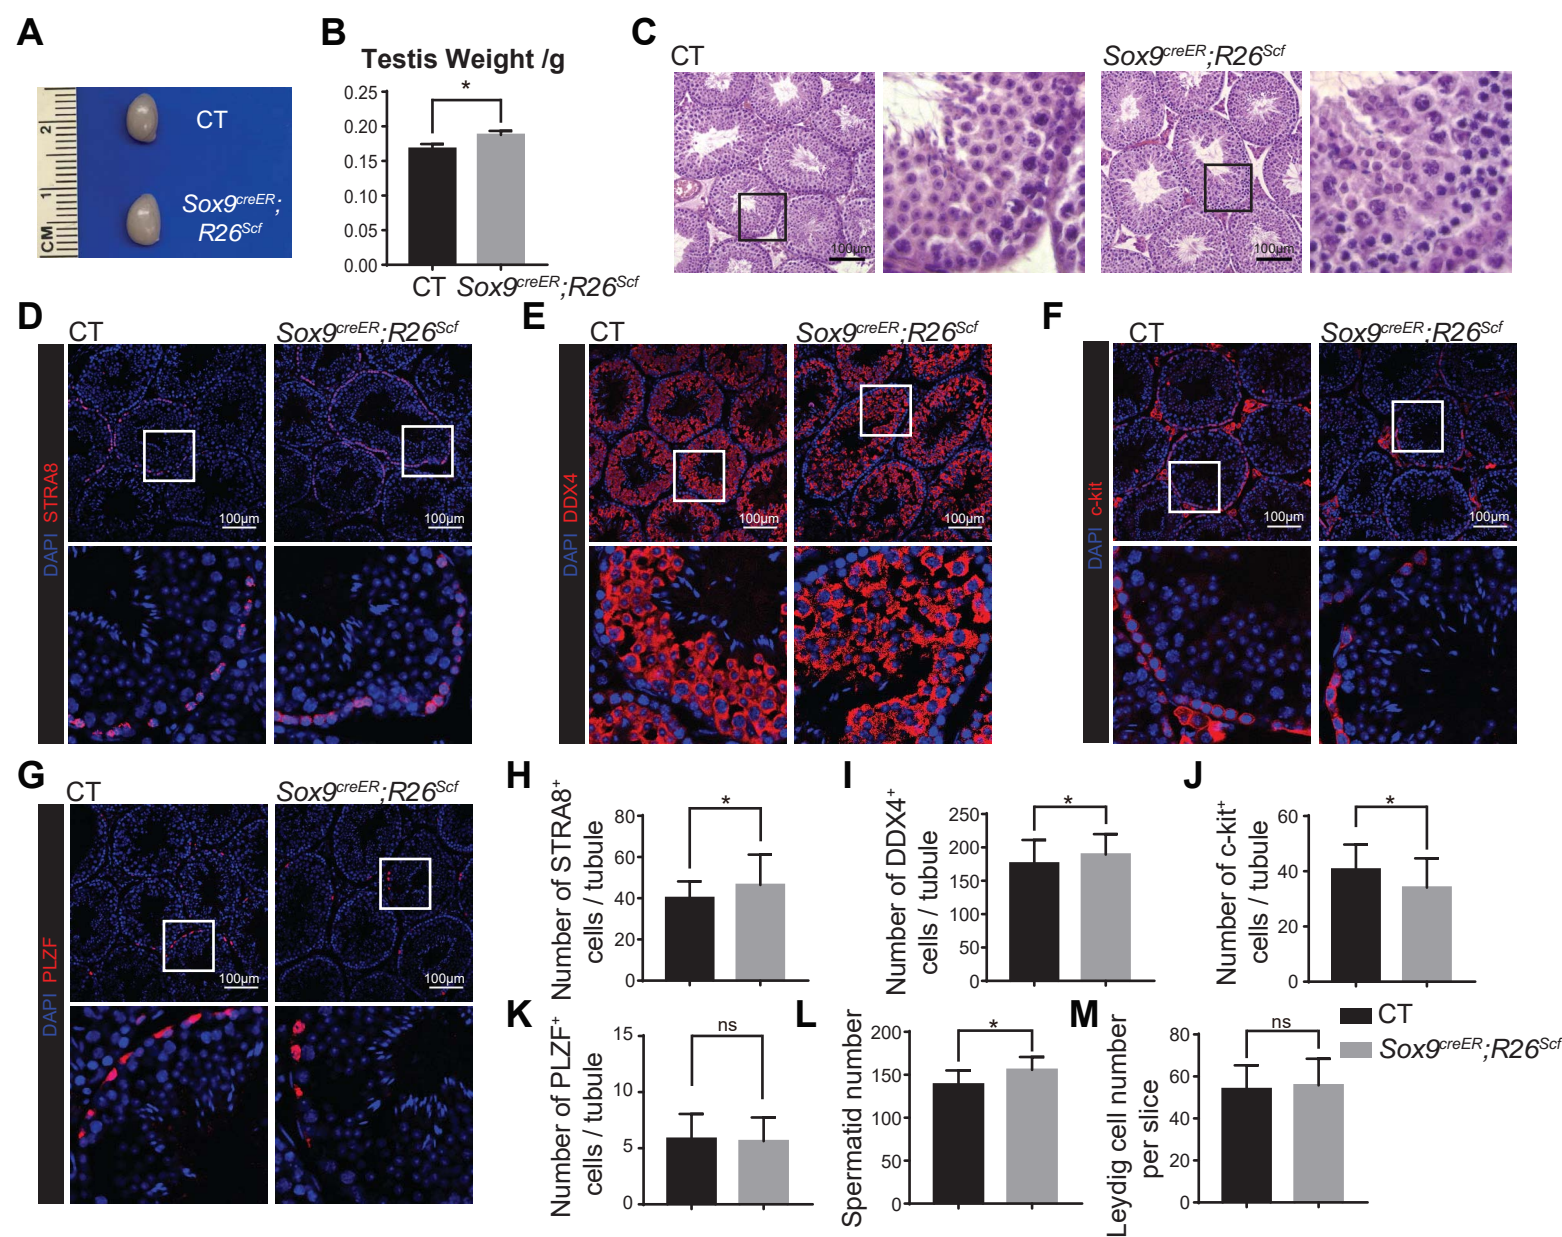

**Fig. S9. Overexpression of *Scf* from Sertoli cells by *Sox9-creER* increased spermatogenesis.**

(A-C) The size (A), weight (B) and H&E-stained sections (C) of testes from 6-week-old *Sox9<sup>creER</sup>; R26<sup>Scf</sup>* and control mice. Mice were treated with tamoxifen at 4 weeks of age.

Two-tailed Student's t test was used to assess statistical significance. \*p < 0.05 (n=5 mice from 3 independent experiments)

(D-M) Confocal imaging of testis sections from 6-week-old *Sox9<sup>creER</sup>; R26<sup>Scf</sup>* and control mice that were stained with anti-STRA8 (D), anti-DDX4 (E), anti-PLZF (F) and anti-c-kit antibody (G), respectively. The numbers of STRA8<sup>+</sup> (H), DDX4<sup>+</sup> (I), c-kit<sup>+</sup> (J), PLZF<sup>+</sup> (K) germ cells and spermatids (L) per tubule and c-kit<sup>+</sup> Leydig cells (M) per slice were quantified according to the imaging results. Mice were treated with tamoxifen at 4 weeks of age. Counting of spermatids was based on morphology and DAPI staining.

Two-tailed Student's t tests were used to assess statistical significance. ns, not significant; \*p < 0.05 (n=5 mice from 3 independent experiments)

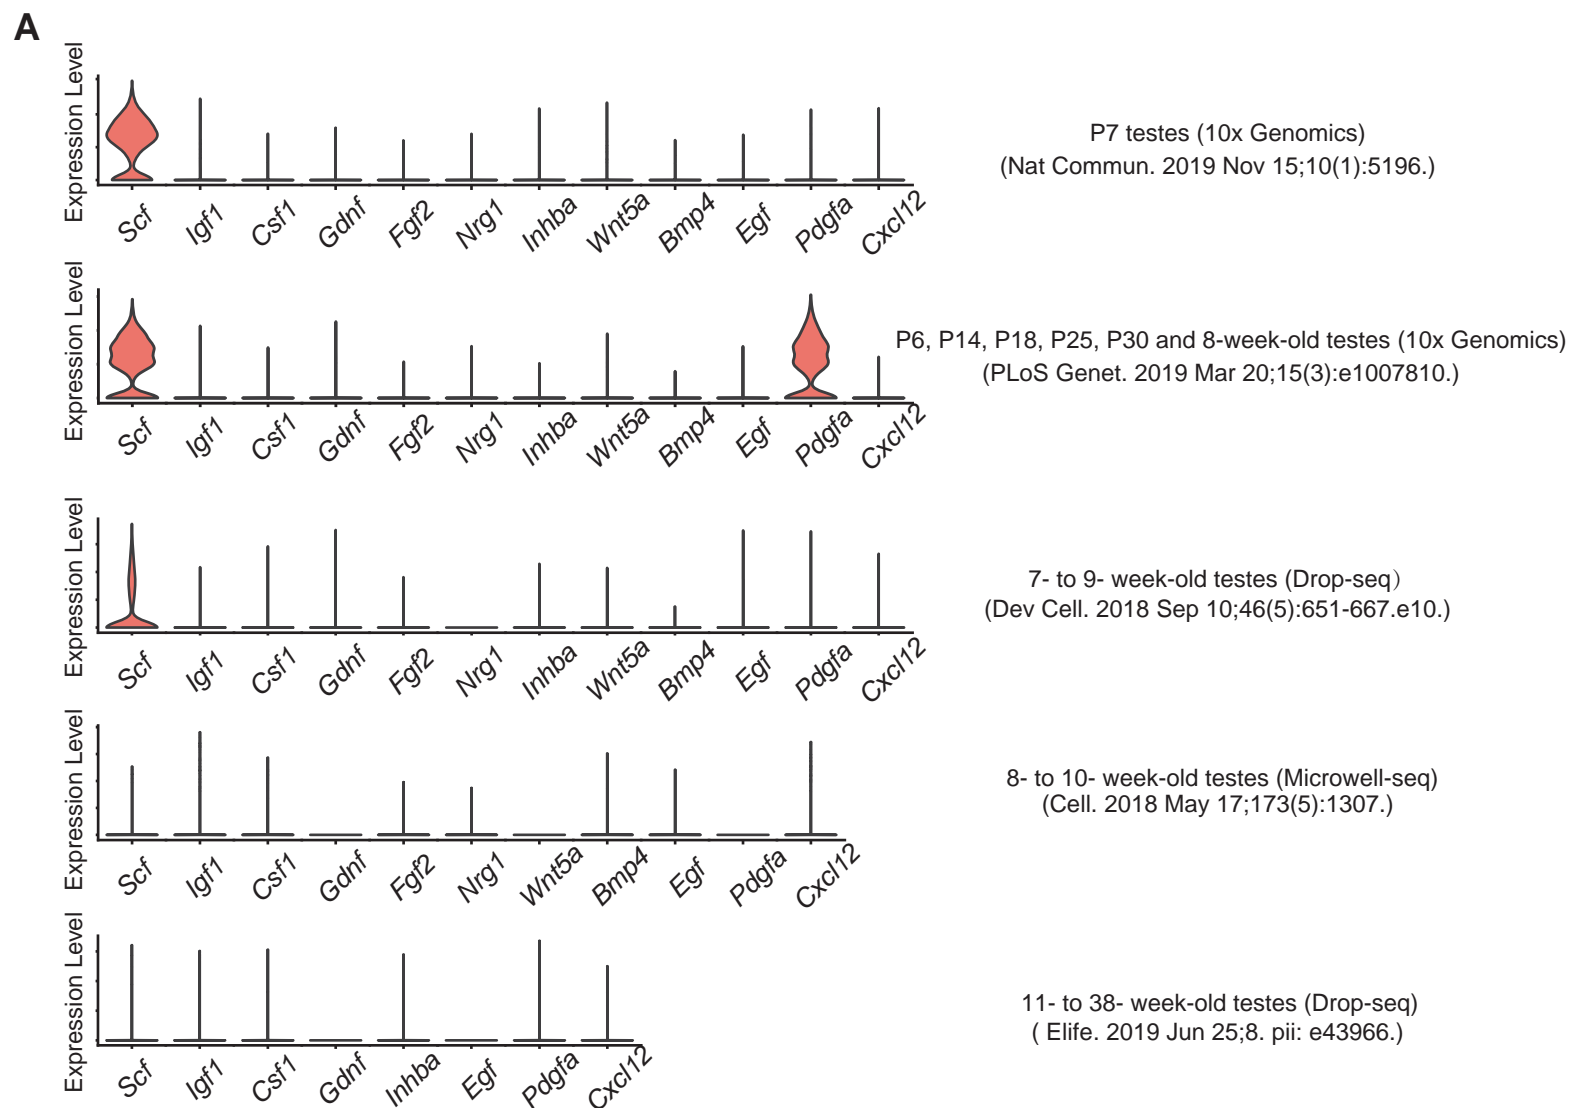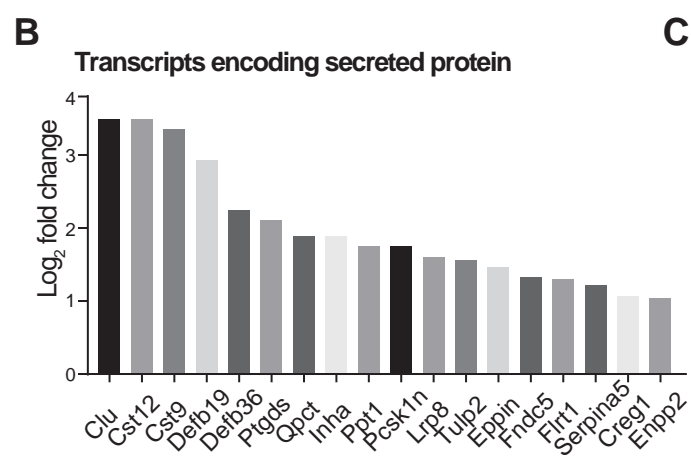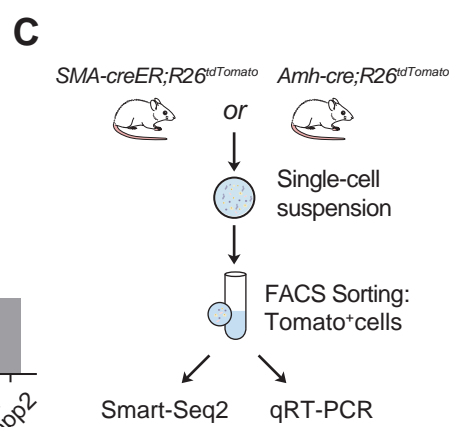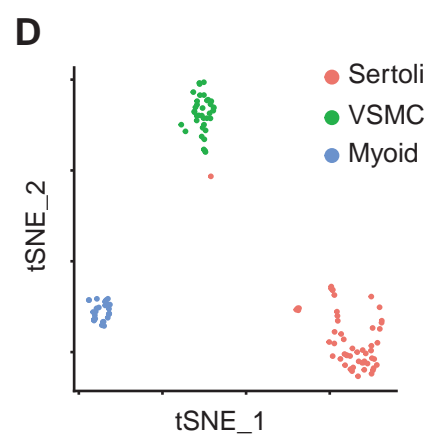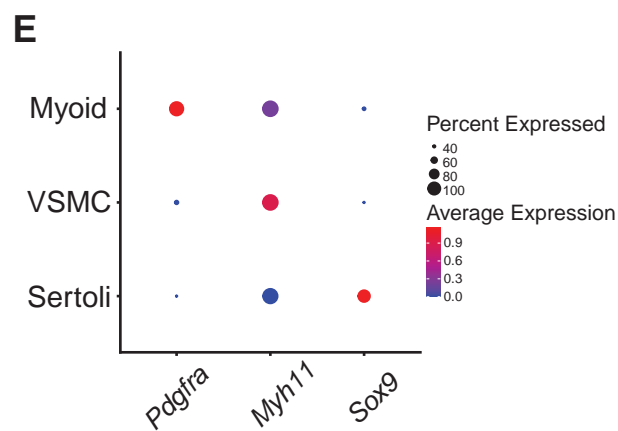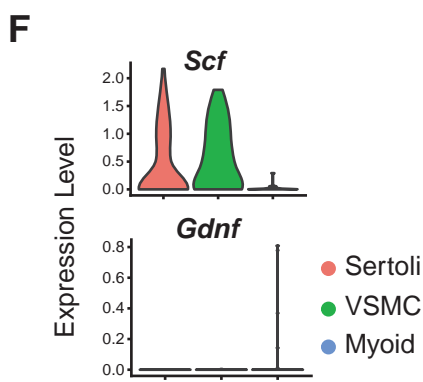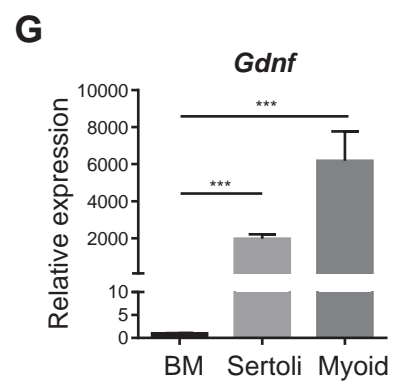

**Fig. S10. qRT-PCR, but not scRNA-seq, detected robust expression of Gdnf in Sertoli cells**

- (A) ScRNA-seq in published literatures did not detect *Gdnf* in Sertoli cells. Violin plots showed the expression levels of many known growth factors in Sertoli cells.
- (B) Relative expression levels of differentially expressed gene (DEGs) encoding secreted protein in Sertoli cells.
- (C) Schematic overview of the workflow for sample preparation for scRNA-seq analysis by Smart-seq2 and transcriptional expression analysis by qRT-PCR.
- (D) Clustering analysis of single-cell transcriptome data from combined Tomato<sup>+</sup> testicular cells sorted from *Amh-cre;R26<sup>tdTomato</sup>* and *Sma-creER;R26<sup>tdTomato</sup>* mice.
- (E) Dot-plot showing the expression patterns of distinct cell specific marker genes in three cell clusters.
- (F) Violin plots showing the expression levels of *Scf* (top panel) and *Gdnf* (bottom panel) in Sertoli cells, myoid cells and vascular smooth muscle cells (VSMC).
- (G) qRT-PCR detected robust *Gdnf* expression in Sertoli cells and myoid cells. Whole bone marrow cells (BM) were set as negative control. \*\*p < 0.01, \*\*\*p < 0.001 (n=3 mice from 3 independent experiments)

How the deposited data were processed for this re-analysis (not part of the article)

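The data are droplet single-cell counts of mouse testis cells in 3 samples: testicular cells of *Ddx4-creER; R26tdTomato* mice depleted of Tomato+ germ cells, and testicular cells of *Scffl/fl* (control) and *Amh-cre; Scffl/fl* (cKO) mice, which the paper depleted of haploid spermatids by flow cytometry. Each sample pools 3 mice by the paper and is 1 library. The authors made the count tables with Cell Ranger 2.1.1 on GRCm38, and the deposited values are UMI counts per gene and cell, with no normalization. The file of the Tomato-depleted sample also holds the 6264 cells of the control library and 149 cells with barcodes of the cKO library. The other 7626 cells are called Tomato-negative. The paper's methods state that the cells of the experiment that depleted haploid cells were integrated to obtain more somatic cells. How the 149 cells were chosen is not given in the sources used here.

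Total depth was 287753612 UMIs in the merged file, 90453018 in the control and 68602272 in the cKO file. Gene names were matched to the mouse annotation of GRCm38 for positions, and 99.9% of names in each file had a match. In each file genes seen in at least 3 cells were taken. Cells with 200 to 3500 genes and at most 10% mitochondrial counts were kept, reading the paper's unique counts as detected genes. This left 5830 cells of the merged file, 3637 control and 4545 cKO cells. Scrublet in scanpy 1.11.5, with an expected rate of 0.06, called doublets, which were left in and removed in an alternative.

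Counts were scaled to 10000 per cell and log-transformed in Seurat 5.3.0 on R 4.3.3, where the authors used Seurat 3.1. The 2000 most variable genes were used, with 15 principal components and resolution 0.3 for the merged file, and anchor integration over 20 dimensions with 20 components and resolution 0.5 for control and cKO. Somatic clusters were clustered again with 10 components at resolution 0.08, and germ cell clusters with 25 components at resolution 0.3. Marker lists were fixed before the data were examined. The rules for reading them were revised after the clusters had been seen, and 3 versions were tried: a cluster took the class with the highest marker score, needed at least 3 markers each seen in at least 10.0% of its cells, and stayed unnamed where markers of another class led its top genes, unless that class scored at least 0.9 of the highest. By these rules 0 somatic cells of the merged file stayed unnamed, as did 11.2% of control and 31.0% of cKO germ cells and 3.13% of control and 2.28% of cKO somatic cells.

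With 1 library per condition no test across samples was run, and no p-value or number of changed genes is given. Counts were summed per class and library. CPM have exact Poisson intervals, shares of cells Clopper-Pearson intervals, and ratios exact conditional binomial intervals, all at 95% and all for counting error only. A count of 0 was bounded at 3 counts. Shares of cells with a UMI were also taken after thinning to 1000 UMIs per cell. Classes with at least 30 cells in both libraries were compared. Gene lists took members with at least 20 counts over both libraries and 0.5 added to each count, and each median was placed among 10000 random lists of the same size drawn within 20 bins of mean expression. The lists were meiosis progression (6 genes, chosen by the study on these samples), meiotic prophase (28), haploid transcripts (22), G2/M phase (54), S phase (42), the retinoic acid pathway (22), stem cell genes (13), progenitor genes (11), apoptosis and p53 (17), dissociation stress (14), steroid and cholesterol synthesis (17), the Sertoli cell barrier and niche (25) and inflammation and interferon (16). Named genes are the 10 highest and 10 lowest among genes with at least 100 counts, ordered by the end of the interval nearest to 0, and every gene the paper names for these data. Class markers were left out of the former, and the paper's own values in its figures had been seen when the rule was written.

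The steps were tested on simulated counts. In differentiating spermatogonia-like cells, with 10186 genes, the interval held the true ratio of 97.2% of unchanged genes, and in myoid-like cells, with 13531 genes, of 96.0%. Among genes made to change, this was lowest for those made 4-fold lower in myoid-like cells, at 86.7% of 45. The next lowest was 91.5%, for genes made 2-fold lower in undifferentiated spermatogonia-like cells. Intervals excluded no change for 86.0% of genes made 4-fold higher and 57.4% of genes made 4-fold lower in differentiating spermatogonia-like cells.

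Alternatives set before the data were examined were other readings of the cell limits, clustering without integration, at another resolution, without doublets, without the growth factors or by source, thinning, subtraction of free RNA and control cells matched on *Stra8* and *Kit*. Limits of 7500 genes with 10% or 5% mitochondrial counts were chosen after the values were seen, by a scan of 176 settings per file for the paper's numbers of cells, and many other settings also reached them. Calculations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in python 3.11.15, and plots matplotlib 3.10.9. Microscopy, flow cytometry, other sequencing and macaque data were not analysed here.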

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

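The odds ratio of stromal-like to myoid-like cells was computed only after the shares had been seen, and the dissociation stress genes were a test set before.

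*Gdpd3*, a lysophospholipase D gene on chromosome 7 of GRCm38 from 126766334 to 126775649, had higher values in cKO than in control somatic classes, and the paper does not report it. It stood at 165 CPM in cKO vascular smooth muscle-like cells and 80.9 CPM in cKO *Tcf21* stromal-like cells, with 0 control counts in both, at least 8.4-fold and at least 9.88-fold higher at a floor of 3 counts per class. In myoid-like cells it stood at 76.6 CPM in cKO and 0.318 CPM (1 count) in control, a ratio of 241 (43.1 to 9530). In immune-like cells *Gdpd3* stood at 292 CPM (305 counts) in cKO and 23.1 CPM (7 counts) in control, a log2 ratio of 3.56 (2.60 to 4.99). Over whole files *Gdpd3* had 16 counts in 6264 control cells, 2243 in 7252 cKO cells and 1171 in the 7626 Tomato-negative cells, which come from other mice with intact *Scf*.

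*Dcn*, a proteoglycan of connective tissue, stood at 154 CPM in cKO and had 0 counts in control immune-like cells. *Igf1* was also higher in that class, at 19.8 CPM in control and 196 CPM in cKO. *Kitl* (6.60 CPM and 5.74 CPM) and *Csf1* (19.8 CPM and 4.78 CPM) were not. Whether RNA or cells of the stroma entered the class and raised *Dcn* was not tested. In the merged file 33 cells of the Leydig-like class had barcodes of the cKO library, 29 were Tomato-negative and 2 were control cells. These counts do not compare the genotypes, since the file holds 149 cells with cKO barcodes beside the whole control library. Of the 34 such cells kept, 33 were Leydig-like, and without an upper limit on genes 142 of 149 were.

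*Tcf21* stromal-like cells were 38.96% of cKO and 12.4% of control somatic cells, which the paper does not report. These are shares among somatic cells, so loss of germ cells does not enter them, and the odds ratio of stromal-like to myoid-like cells, 4.24 (3.43 to 5.28), gives the difference between these 2 classes and is no test of that loss. The dissociation stress genes had a median log2 ratio of -0.019 in the class and -0.012 in immune-like cells, within their random ranges, but 0.38 in myoid-like (13 of 14 genes higher, percentile 100) and 0.31 in vascular smooth muscle-like cells (12 of 14, percentile 99.4), above them, which leaves a difference in dissociation or capture open, since each genotype is 1 library. The sort was set on haploid cells, and whether it changed the somatic shares was not tested. A change of the stroma with the genotype also stays open, untested.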

How the results depend on the processing

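Settings with a limit of 7500 genes, the merging of control and cKO without integration for results other than the germ cell shares and the differentiating spermatogonia, and the stromal-like class without a cluster of Leydig markers were chosen after the data were seen. No paired analysis was possible because each condition is 1 library. Of 851 values under alternatives, 634 stayed within their counting interval or range, 207 moved and 10 changed sign. Levels of growth factors other than *Kitl* made up 396 of the 634. Of the shares of germ cells 48 of 60 moved, as did 12 of 12 numbers of cells. The 10 were all medians of gene lists, so a turn in direction between the libraries, as for the differentiating share, is not among them. All 7 somatic classes of the Tomato-depleted file were found in each setting in which it was clustered. The limits on UMIs and the removal of the mitochondrial limit were run for numbers of cells only. The subtraction of free RNA covered 1 of the 6 meiosis progression genes and says nothing about that list. With limits of 7500 genes and no integration most control myoid-like cells were left unnamed, so the stromal-like to myoid-like ratio is void there. Depth limits the comparisons of differentiating spermatogonia, with 34 cKO cells, and of vascular smooth muscle-like cells, with 38 control cells. The cause was not tested for any value below.

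With limits on UMIs in place of genes, 1592 cells of the Tomato-depleted file, 927 control and 951 cKO cells were kept, and without a mitochondrial limit 7350, 3777 and 4726. With no upper limit on genes 12507, 6124 and 7038 were kept and somatic cells were 22.3%, 15.5% and 59.8%. *Kitl* was then at 157 CPM in Sertoli-like, 56.0 CPM in vascular smooth muscle-like and 0.345 CPM in germ cells. Control germ cells were 25.3% undifferentiated, 21.9% differentiating, 37.2% spermatocyte-like and 8.48% spermatid-like, and cKO germ cells 73.4%, 4.03%, 2.51% and 0.813%. In differentiating spermatogonia-like cells the medians were -1.33 for meiosis progression, -0.53 for meiotic prophase, -3.69 for haploid transcripts and -0.032 for G2/M. In the undifferentiated class they were -0.31 for G2/M and 1.23 for stem cell genes. Haploid transcripts, control over cKO, were 20.0 in somatic, 5.92 in differentiating and 3.96 in undifferentiated cells.

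With the limit of 7500 genes the Tomato-depleted file kept 11209 cells, 24.1% of them somatic, and *Kitl* was at 126 CPM in Sertoli-like cells. With 5% mitochondrial counts as well, 5827 control and 6837 cKO cells were kept, 16.2% and 62.2% of them somatic. Control germ cells were 5.61% undifferentiated, 43.6% differentiating and 37.1% spermatocyte-like, and cKO germ cells 30.3%, 53.9% and 2.63%, with 0.697% spermatid-like. The direction of the differentiating share turned in this setting alone. Medians were -0.74 for meiotic prophase in differentiating cells, and -0.081 for G2/M, 0.49 for stem cell and -0.37 for progenitor genes in undifferentiated cells, the last reversed. That of inflammation was -1.44 in stromal-like cells. Haploid transcripts, control over cKO, were 19.0, 4.46 and 3.47 in somatic, differentiating and undifferentiated cells.

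In the Tomato-negative cells alone 53.5% were somatic, and *Kitl* was at 146 CPM in Leydig-like, 14.0 CPM in myoid-like, 0 CPM in immune-like and 1.44 CPM in germ cells. Somatic cells were 25.5% of the control cells and 100.0% of the cKO cells of that file. *Kitl* in stromal-like cells was at 275 CPM with the factors left out of the variable genes and 405 CPM after thinning to 1000 UMIs, and its ratio in myoid-like cells was 0.402 after thinning.

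Without integration the undifferentiated class was 2.72% of control and 70.7% of cKO germ cells, and control germ cells were 49.9% differentiating and 9.01% spermatid-like. Medians in undifferentiated cells turned to 0.13 for G2/M, 0.29 for S phase and -0.55 for stem cell genes, and that of inflammation in stromal-like cells was -1.44. At resolution 0.6 control germ cells were 5.35% undifferentiated, 47.1% differentiating and 9.48% spermatid-like, and cKO germ cells 34.9% undifferentiated and 20.0% differentiating. Without doublets these were 5.67%, 47.0%, 8.66%, 37.6% and 21.2%.

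Without integration and with limits of 7500 genes, control germ cells were 5.86% undifferentiated, 41.2% differentiating, 42.1% spermatocyte-like and 9.79% spermatid-like, and cKO germ cells 80.0%, 3.41%, 2.60% and 1.01%. Medians in differentiating cells were -1.24 for meiosis progression, -3.66 for haploid transcripts and -0.00010 for G2/M. In undifferentiated cells they turned to 0.075 for G2/M, 0.20 for S phase, -0.31 for stem cell and -0.066 for progenitor genes, and that of inflammation in stromal-like cells was -1.52. With free RNA subtracted the medians of haploid transcripts were 0.84 in differentiating and 1.92 in undifferentiated cells, where 12 of 19 and 7 of 17 genes had 0 counts in cKO. With 0.5 added to counts of 0 in libraries of unequal depth, the sign of these medians says nothing. With control cells matched on *Stra8* and *Kit* it was -3.76 in differentiating cells.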

Differences from the paper's values

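Cells that passed the limits numbered 5830 in the Tomato-depleted file, 3637 in control, 4545 in cKO and 8182 in control and cKO together, where the paper's values are 11209, 5827, 6837 and 12664. Without an upper limit on genes (12507, 6124, 7038 and 13162) they are within 1.5 times of the paper's, as are 4726 cKO cells and the sum of 8503 without a mitochondrial limit, while the other planned limits are not. Limits of 7500 genes with 10% (Tomato-depleted) or 5% mitochondrial counts, chosen after seeing the values, give 11209, 5827 and 6837, but 125, 106 and 102 of the 176 settings scanned reach the paper's number of the Tomato-depleted file, control and cKO with some upper limit, 8, 10 and 14 of them with a multiple of 500. Germ cells numbered 2710 in control and 464 in cKO, and the paper's values are 4838 and 2285. With no upper limit they numbered 5177 and 2830, within 1.5 times, and divided per cell they were not. Under the limits of 7500 genes, chosen after seeing the values, they numbered 4885 and 2581.

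The shares of germ cells rest on rebuilt class names. They are taken of all germ cells, including those left unnamed, whose share was larger in cKO than in control. The paper lists no unnamed class, so the denominators are not alike. Shares of the named germ cells alone were not set beside the paper's. Undifferentiated spermatogonia-like cells were 21.8% of control germ cells against the paper's 6.02%, and 5.35% at resolution 0.6 and 5.67% without doublets, which fall within 1.5 times, but not without integration or without an upper limit. In cKO they were 47.4% against the paper's 92.21%, and 70.7% without integration and 73.4% without an upper limit fall within 1.5 times, while resolution 0.6 and removal of doublets do not. Differentiating spermatogonia-like cells of cKO were 7.33% against the paper's 3.59%, and only 4.03% without an upper limit falls within 1.5 times. Spermatocyte-like cells were 29.2% of control and 10.3% of cKO germ cells against the paper's 44.58% and 3.06%, and 37.2% and 2.51% without an upper limit fall within 1.5 times, the other planned settings not. Spermatid-like cells of cKO were 3.88%, where the paper gives 0.31% for spermatids, and no planned setting comes within 1.5 times. With limits of 7500 genes and no integration, chosen after seeing the values, the shares in the order above were 5.86%, 80.0%, 3.41%, 42.1% and 2.60%, which fall within 1.5 times of the paper's, and 1.01% for spermatids of cKO, which does not, and all 6 meiosis genes of the text were lower in cKO. With those limits and integration, also chosen after seeing the values, the control share of undifferentiated (5.61%) and both shares of spermatocyte-like cells (37.1% and 2.63%) fall within 1.5 times, and 5 of the 6 genes were lower, so that 1 is dropped. With the limits of the methods, control spermatid-like cells were 7.20% against the paper's 5.25%, within 1.5 times. No other planned setting reaches this for these cells, nor do the limits of 7500 genes without integration. Control differentiating spermatogonia-like cells were 30.6% against the paper's 39.54%, within 1.5 times, but 21.9% without an upper limit is not.

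For *Ropn1l* in differentiating spermatogonia-like cells the natural log fold change, the scale taken for Fig. 6H, was -0.68, and the paper's is about -0.8 in Fig. 6H, read by eye. It was -0.69 without integration and -0.58 without an upper limit on genes, which also differ. With limits of 7500 genes and no integration, chosen after seeing the values, it was -0.82, which reaches the paper's, and all 6 meiosis genes of the text were lower there, while with these limits and integration, also chosen after seeing the values, it was -0.21. On the same scale *Txnrd3* was -0.46, where the paper's value is about -0.25 in Fig. 6H, read by eye, within the counting interval of the value here. It was -0.39 without integration and -0.057 without an upper limit on genes, which differs, and with the limits of 7500 genes, chosen after seeing the values, -0.27 without and -0.017 with integration.

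The paper states that *Gdnf*, *Nrg1*, *Inhba* and *Egf* were not detectable in any cell type. Here *Gdnf* had 81 counts in myoid-like cells, *Inhba* 71 and *Nrg1* 14 in *Tcf21* stromal-like cells, while *Egf* had 6 in myoid-like cells. Fig. 1E shows no *Scf* in myoid cells, where 125 *Kitl* counts were found here.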

Other observations

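Among the tests reported here, those of *Kit* in the undifferentiated class and of the excess of the meiosis progression genes in somatic cells were chosen after the results were seen.

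Genes of inflammation and the interferon response had lower values in cKO than in control in each somatic class compared. The median log2 ratio was -1.84 in vascular smooth muscle-like cells (7 of 9 genes lower), -1.05 in myoid-like (11 of 14), -1.12 in *Tcf21* stromal-like (13 of 16) and -1.2 in immune-like cells (14 of 15), below all random lists in each. *Irf7*, a regulator of interferon genes, had a log2 ratio of -3.52 (-4.26 to -2.87) in immune-like cells, and *Ccl3*, a chemokine, -3.65 (-4.36 to -2.88) in stromal-like cells. *Iigp1*, a GTPase induced by interferon on chromosome 18 of GRCm38 from 60376027 to 60392634, was at 1031 CPM in control and 87.0 CPM in cKO stromal-like cells and at 647 CPM and 70.4 CPM in vascular smooth muscle-like cells. *Cxcl10* went both ways, at 2.06 in myoid-like and -2.95 in immune-like cells. In myoid-like cells *Ptn*, which encodes pleiotrophin and lies on chromosome 6 from 36714929 to 36810220, was at 78.2 CPM in control and 640.0 CPM in cKO, a log2 ratio of 3.03 (2.85 to 3.22), with *Cxcl12* at 3.05 (43.4 CPM in cKO) and *Col15a1* at 2.83 (46.1 CPM). *Igf1* and *Inhba* were also higher there, with ratios of 2.11 (1.90 to 2.35) and 9.34 (3.11 to 46.1). In cKO stromal-like cells, whose share of somatic cells was higher in cKO, *Ptn* was at 308 CPM, *Cxcl12* at 466 CPM, *Col15a1* at 316 CPM, *Igf1* at 943 CPM and *Inhba* at 63.4 CPM. Haploid transcripts were lower in the same classes, with medians of -4.49 in vascular smooth muscle-like, -4.76 in myoid-like, -5.39 in stromal-like and -5.66 in immune-like cells.

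In stromal-like cells steroid and cholesterol synthesis genes were higher, with a median of 0.66 (12 of 17 genes), and so were *Cxcl1* (188 CPM in control and 723 CPM in cKO) and *Akr1cl* (368 CPM and 1094 CPM). This class holds 58 cells of a cluster with Leydig and endothelial markers, 5 control and 53 cKO. Without them the steroid median was 0.44, that of inflammation -0.97, *Cxcl1* 197 CPM and 692 CPM, and *Kitl* 338 CPM and 328 CPM. The enzyme genes *Cyp17a1* and *Cyp11a1* and the cholesterol carrier gene *Star* were lower in cKO cells of the class, with ratios of 0.194 (0.147 to 0.259), 0.430 (0.264 to 0.743) and 0.510 (0.351 to 0.768). Without the 58 cells *Cyp17a1* had 1 control and 10 cKO counts, a ratio of 0.451 (0.0642 to 19.6), *Cyp11a1* 0 and 3 counts, and *Star* a ratio of 1.25 (0.621 to 2.92). *Cyp17a1*, *Cyp11a1* and *Star* were chosen after their values were seen. Immune-like cells of cKO had lower values of all 38 G2/M genes, with a median of -2.05, and higher values of *Apoe* (1495 CPM and 9937 CPM) and of *F13a1* and *Folr2*, with log2 ratios of 3.74 and 3.66. *Cd3g*, a gene of T cells, had 5 control and 258 cKO counts in the class, a log2 ratio of 3.77 (2.66 to 5.54), and a cluster of the class with *Cd3g* among its top genes held 2 control and 34 cKO cells, so the mix of cells in the class differed. In the undifferentiated class all 8 stem cell genes were higher in cKO, with a median of 2.43 led by *Id4* at 3.36, and 7 of 8 progenitor genes, with 1.34. Stress genes had a median of 1.18, genes of the Sertoli cell barrier and niche 1.30, inflammation -1.68 (-1.02 with 1 member at its floor), S phase -0.73 and G2/M -0.88, led by *Nusap1* at -2.44, and haploid transcripts -3.48 (-3.38 with 3 members at their floor). Whether free RNA of cKO somatic cells raised the medians of stress and of Sertoli cell genes was not tested. Without integration the medians of stem cell, S phase and G2/M genes were -0.55, 0.29 and 0.13.

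Haploid transcripts and the paper's meiosis progression genes had lower values in cKO differentiating spermatogonia-like cells. With control cells matched on *Stra8* and *Kit* the medians were -3.76 and -1.70, but the planned reading of this test was wrong, since both genes were alike in the class before matching (*Stra8* 1133 CPM and 1150 CPM, *Kit* control over cKO 0.821, 0.548 to 1.28), so control cells at a later step stay open. Free RNA in the control suspension may account for the haploid transcripts, because their level in control somatic cells was 0.969 of that in the control differentiating cells, and stays open for the meiosis progression genes. Of these, 5 had an excess in somatic cells at least 0.5 of that in differentiating cells, but by a rule chosen after the values were seen only *Meig1* and *Rsph1* can be read, since *Hspa2* and *Ubb* stood in cKO somatic cells at 0.5 or more of the control differentiating level and the differences of *Clgn* and *Piwil2* in differentiating cells had intervals that include 0. The planned subtraction of free RNA decides nothing, since it left 12 of 19 haploid transcripts with 0 counts in cKO, and for the meiosis progression genes gave a median of -1.62 but covered 1 of the 6. A change of the cells with the genotype also stays open, untested beyond these values.

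The undifferentiated share of control germ cells was 21.8% with integration and 2.72% without, and with integration kept it was 5.35% at resolution 0.6 and 5.67% without doublets. *Kit* was 3.51 times higher (2.45 to 5.199) in control than in cKO cells of the class, but also 2.15 times (1.14 to 3.98) without integration and 7.28 times (4.17 to 13.7) at resolution 0.6. Whether integration placed control differentiating cells in the class therefore stays open. The grouping of cells into clusters stays open too, since the resolution alone moved the share from 21.8% to 5.35%. Control spermatogonia with more *Kit* for another reason also stay open and were not tested.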
